# Bacterial protoplast-derived nanovesicles carrying CRISPR-Cas9 tools re-educate tumor-associated macrophages for enhanced cancer immunotherapy

**DOI:** 10.1038/s41467-024-44941-9

**Published:** 2024-01-31

**Authors:** Mingming Zhao, Xiaohui Cheng, Pingwen Shao, Yao Dong, Yongjie Wu, Lin Xiao, Zhiying Cui, Xuedi Sun, Chuancheng Gao, Jiangning Chen, Zhen Huang, Junfeng Zhang

**Keywords:** Applied immunology, Gene delivery, Cancer immunotherapy

## Abstract

The CRISPR-Cas9 system offers substantial potential for cancer therapy by enabling precise manipulation of key genes involved in tumorigenesis and immune response. Despite its promise, the system faces critical challenges, including the preservation of cell viability post-editing and ensuring safe in vivo delivery. To address these issues, this study develops an in vivo CRISPR-Cas9 system targeting tumor-associated macrophages (TAMs). We employ bacterial protoplast-derived nanovesicles (NVs) modified with pH-responsive PEG-conjugated phospholipid derivatives and galactosamine-conjugated phospholipid derivatives tailored for TAM targeting. Utilizing plasmid-transformed *E. coli* protoplasts as production platforms, we successfully load NVs with two key components: a Cas9-sgRNA ribonucleoprotein targeting *Pik3cg*, a pivotal molecular switch of macrophage polarization, and bacterial CpG-rich DNA fragments, acting as potent TLR9 ligands. This NV-based, self-assembly approach shows promise for scalable clinical production. Our strategy remodels the tumor microenvironment by stabilizing an M1-like phenotype in TAMs, thus inhibiting tumor growth in female mice. This in vivo CRISPR-Cas9 technology opens avenues for cancer immunotherapy, overcoming challenges related to cell viability and safe, precise in vivo delivery.

## Abstract (web summary)

CRISPR-Cas9 genome editing systems have great potential in cancer therapy. Here the authors report a gene-editing delivery system using functionalized nanovesicles derived from E. coli protoplasts to encapsulate Cas9-sgRNA ribonucleoprotein for the selective targeting of Pik3cg in tumor associated macrophages.

## Introduction

The CRISPR-Cas9 genome editing system offers significant potential in cancer therapy, owing to its precision in targeting key oncogenes and tumor suppressor^1,2^. However, current clinical trials employing CRISPR-Cas9 for cancer treatment are primarily focused on isolating autologous T cell from patients, subjecting them to CRISPR-Cas9-mediated gene editing, and subsequently reinfusing them into the patients^3,4^. Safely and effectively manipulating specific genomic sequences within the tumor microenvironment remains a significant challenge for the clinical application of CRISPR-Cas9 in cancer treatment^5,6^. To achieve a satisfactory therapeutic effect against cancer, CRISPR-Cas9 therapy must address the important concern about the fitness of edited cells in vivo. Oncogenes and cell death-related genes of tumor cells are often selected as the editing targets for CRISPR-Cas9 therapy^7^. The edited tumor cells typically exhibit reduced resilience, decreased proliferation and increased susceptibility to apoptosis. This may lead to the unedited tumor cells in tumor microenvironment rapidly taking over tumor tissue and ultimately reducing the anticancer efficacy mediated by gene-editing tools^8^. To overcome this challenge, tumor-associated macrophages (TAMs) present an ideal target for gene editing. Using CRISPR-Cas9, several relevant genes can be knocked out to permanently reshape TAMs into an anti-tumor M1-like phenotype, while preserving their fitness^9,10^. These phenotype-stabilized macrophages can persistently exert anti-tumor effects without succumbing to the immunosuppressive tumor microenvironment, maximizing the efficacy of gene editing therapies. Therefore, apart from the tumor cells in the tumor microenvironment, TAMs represent a promising target for enhancing the efficacy of gene editing therapies against cancer.

Effective delivery carriers are crucial for the successful application of the CRISPR-Cas9 genome editing system in vivo, as they must accurately transfer the system into the nucleus of targeted cells^2,5^. Currently, there are three models of genome editing tools available: the plasmid-based CRISPR-Cas9 system, the sgRNA/Cas9 mRNA mixture, and the Cas9-sgRNA ribonucleoprotein (RNP)^6^. Among these models, Cas9-sgRNA RNP delivery is advantageous due to its rapid editing, reduced off-target effects, and weak immune responses. However, the high molecular weight and easy degradation of the Cas9-sgRNA RNP hinder its in vivo application through conventional drug delivery systems^11^. Recently, bacteria-derived vesicles have emerged as promising drug delivery systems. Bacteria can be genetically modified to endow vesicles (e.g. outer membrane vesicles, OMVs) with in vivo targeting properties and the ability to encapsulate endogenously expressed therapeutic agents^12,13^. However, significant hurdles regarding their endotoxicity, low yield, and uncertainty in loading components must be addressed to fully realize the clinical potential of bacteria-derived vehicles^14–16^.

In this study, we develop a gene-editing delivery system using functionalized nanovesicles (NVs) derived from *E. coli* protoplasts to effectively encapsulate Cas9-sgRNA RNP. This approach enables the reprogramming of tumor-associated macrophages (TAMs) and demonstrates efficacy in in vivo tumor treatment. We use *E. coli* transformed with a plasmid encoding the Cas9-sgRNA RNP, serving as both the source of gene editing tools and the raw material for carrier preparation, simplifying the construction process of delivery carriers (Fig. 1). Furthermore, lysozyme treatment eliminates toxic outer membrane and periplasmic components, reducing protoplast virulence. Physical extrusion of the protoplasts ensures that the vesicles inherit the contents from the parent bacteria, resulting in a higher vesicle yield compared to naturally occurring bacterial vesicles. This could facilitate the subsequent scale-up preparation for clinical use. Herein, the protoplast-derived NVs are functionalized with pH-responsive PEG-conjugated phospholipid derivatives and TAM-targeting phospholipid derivatives, allowing for the precise delivery of Cas9-sgRNA RNP targeting *Pik3cg* (a critical modulator of macrophage phenotype) and CpG-rich genomic DNA fragments (natural TLR9 ligands) into TAMs. This dual targeting acts synergistically to redirect TAMs towards an anti-tumor M1-like phenotype. Importantly, these gene-edited TAMs using this bacterial vesicle-based delivery system are not susceptible to the hostile tumor microenvironment and exhibit a sustainable anti-tumor phenotype. Our one-step, self-assembly method for preparing a bacterial vesicle-based gene editing platform offers several advantages, including ease of preparation, high encapsulation efficiency, favorable safety and efficient targeted delivery. This platform may have great potential for developing cancer immunotherapy strategies.

**Fig. 1:**
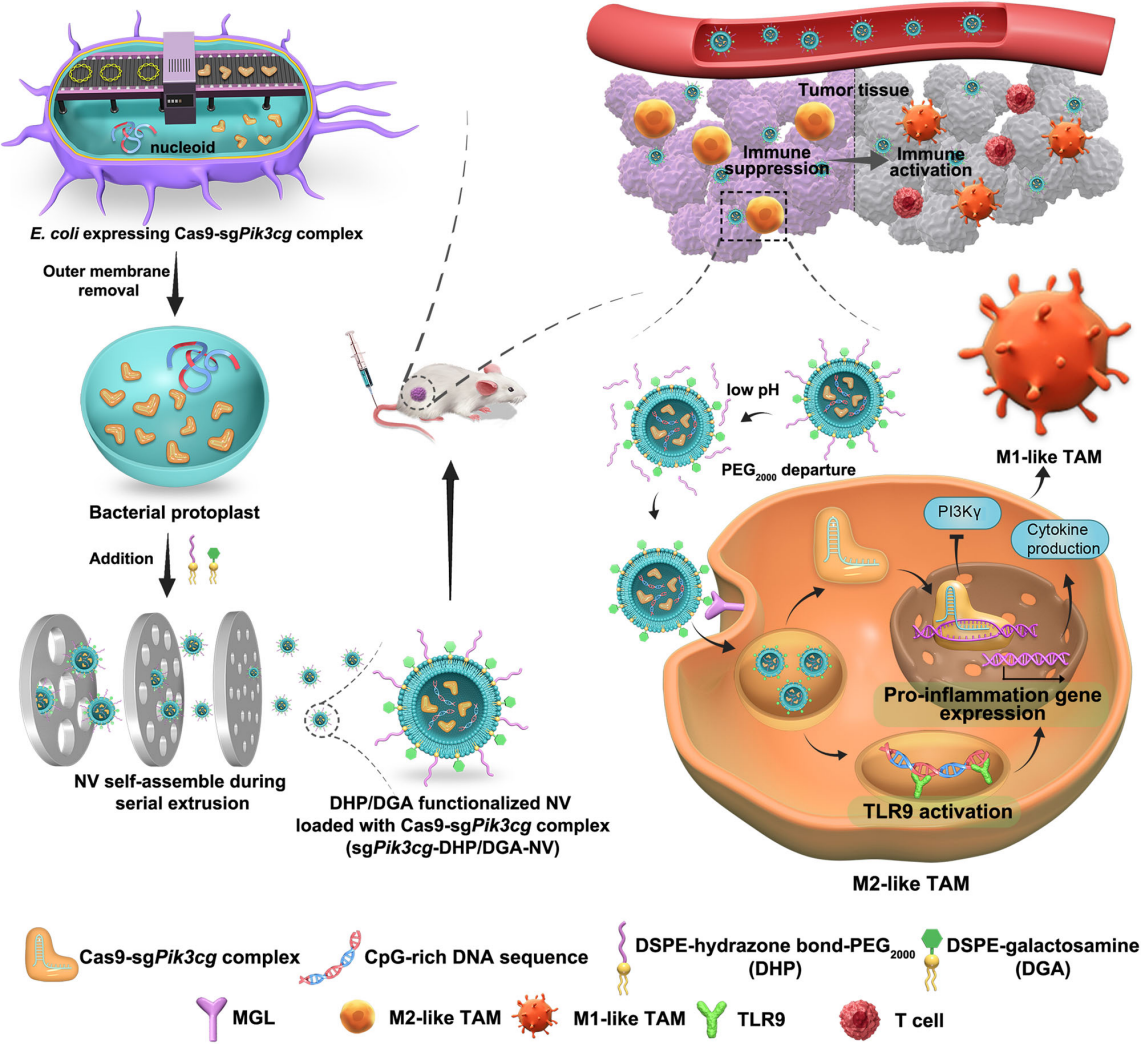
Schematic design of *E. coli* protoplast-derived nanovesicles (sg*Pik3cg*-DHP/DGA-NVs) for TAM-selective genome editing to enhance anti-tumor efficacy. In this illustration, we outline the creation of sg*Pik3cg*-DHP/DGA-NVs for targeted genome editing in tumor-associated macrophages (TAMs) to enhance anti-tumor effects. The process begins with the construction of *E. coli* expressing the Cas9-sg*Pik3cg* complex. Subsequently, the bacterial outer membrane, which possesses high endotoxicity, is removed. This results in the formation of sg*Pik3cg*-DHP/DGA-NVs, which encapsulate a substantial amount of Cas9-*sgPik3cg* ribonucleoproteins (RNPs) and CpG-rich genomic DNA. These nanovesicles (NVs) are produced through a series of extrusion steps and are further modified with a pH-responsive phospholipid derivative (DHP) and a phospholipid derivative targeted specifically to TAM (DGA). Upon intravenous injection, sg*Pik3cg*-DHP/DGA-NVs accumulate in tumor tissues due to their prolonged circulation capability and the enhanced permeability and retention (EPR) effect. Within the acidic microenvironment of the tumor, PEG_2000_ separates from DHP, triggering the recognition and internalization of DGA-functionalized NVs by TAMs via macrophage galactose-type lectin (MGL) receptor-mediated endocytosis. This process enables TAM-specific genome editing of *Pik3cg* and activation of toll-like receptor 9 (TLR9) in vivo, resulting in the reprogramming of M2-like TAMs into an anti-tumor M1-like phenotype and facilitating tumor immunotherapy.

## Results

### Preparation of *E. coli* protoplast-based NVs for TAM-specific *Pik3cg* genome editing

As shown in Fig. 1, plasmids encoding sg*Pik3cg* and *Cas9* were constructed and subsequently transformed into *E. coli*, in which sg*Pik3cg* is the sgRNA-1 (Supplementary Fig. 1). Following incubation with lysozyme, *E. coli* protoplasts loaded with the Cas9-sg*Pik3cg* complex were generated. Meanwhile, a pH-responsive phospholipid derivative of 1,2-distearoyl-sn-glycero-3-phosphorylethanolamine (DSPE)-hydrazone bond-PEG_2000_ (DHP) and a TAM-targeted phospholipid derivative of DSPE-galactosamine (DGA) were synthesized and characterized (Supplementary Figs. 2 and 3). Rhodamine B-labeled DHP (RhB-DHP), Cy5.5-labeled DGA (Cy5.5-DGA) or fluorescein isothiocyanate-labeled DGA (FITC-DGA) were prepared (Supplementary Fig. 4). When protoplasts are physically extruded in the presence of amphiphilic molecules, such as DHP and DGA, their hydrophobic tails align with those of the disrupted protoplast membrane. Driven by non-covalent interactions, primarily hydrophobic force, the membrane lipid molecules and phospholipid derivatives (DHP and DGA) spontaneously organize into self-sealing bilayers in aqueous solutions. These bilayers effectively load Cas9-sg*Pik3cg* complexes, forming nanovesicles known as sg*Pik3cg*-DHP/DGA-NVs. The flow cytometry data indicated that the addition of 101.25 μmol DHP/DGA each into 1 × 10^9^ CFU protoplasts reached the maximum decoration efficiency, which was used for the following generation of sg*Pik3cg*-DHP/DGA-NVs (Fig. 2a and Supplementary Fig. 5). Moreover, the results of fluorescence resonance energy transfer (FRET) experiments showed that both FITC-DGA and RhB-DHP were inserted into the membrane of NVs (Supplementary Fig. 6a). Differential scanning calorimetry (DSC) experiments observed that a phase transition temperature peak at 50.1 °C in sg*Pik3cg*-DHP/DGA-NVs but not in free NVs, which further confirmed the successful incorporation of DHP and DGA into NVs (Supplementary Fig. 6b). The morphology and diameter of protoplast-derived NVs were characterized by transmission electron microscopy (TEM), nanoparticle tracking analysis (NTA) and dynamic light scattering (DLS). Results in Fig. 2b, c and Supplementary Tables 1, 2 demonstrated that both free NVs and sg*Pik3cg*-DHP/DGA-NVs exhibited uniform nano-sized lipid-bilayered vesicular structures with a low polydispersity index (PDI) and average diameters of 152.20 ± 2.93 nm and 157.92 ± 4.29 nm (determined by DLS), respectively. These results indicated that incorporating DHP and DGA into free NVs caused a slight increase in diameter, without affecting dispersibility or uniformity. Furthermore, NVs subjected to eight days of incubation in PBS, enduring three freeze-thaw cycles, and incubation in serum-containing PBS for 24 h showed no significant changes in integrity and diameter size. This confirmed the outstanding stability of sg*Pik3cg*-DHP/DGA-NVs (Supplementary Fig. 7).

**Fig. 2:**
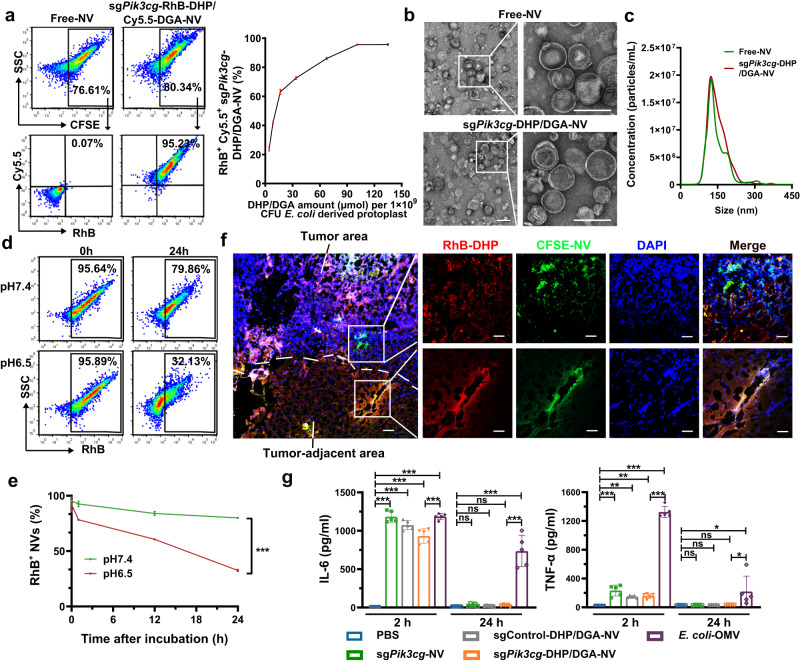
The preparation and characterization of sg*Pik3cg*-DHP/DGA-NVs. **a** A total of 1 × 10^9^ colony forming unit (CFU) *E.coli* derived protoplasts were added with indicated amounts of RhB-DHP and Cy5.5-DGA for physical extrusion. The decoration efficiency and quantitative analysis of RhB-DHP and Cy5.5-DGA for nanovesicles were determined through flow cytometry analysis. n = 3 biologically independent samples. **b** Representative TEM images illustrate *sgPik3cg*-NVs, both with and without DHP/DGA decoration. Scale bar, 200 nm. **c** The diameters of sg*Pik3cg*-NVs and sg*Pik3cg*-DHP/DGA-NVs were analyzed using Nanosight. For (**b**, **c**), experiments were independently conducted three times with similar results. **d** The ratio of RhB-positive NVs was quantified through flow cytometry analysis after treating 1 × 10^10^ CFSE-labeled NVs with RhB-DHP and DGA in 100 μL of pH 6.5 PBS at indicated time points (0 h and 24 h). **e** Quantitative analysis of sg*Pik3cg*-RhB-DHP/Cy5.5-DGA-NVs treated with different pH values of PBS at indicated time points. *n* = 3 biologically independent samples for (**d**, **e**). Statistical analysis was performed using two-way ANOVA with Bonferroni’s multiple comparison test. **f** Direct injection of 50 μL PBS containing 5 × 10^9^ CFSE-labeled sg*Pik3cg*-RhB-DHP/DGA-NVs into 4T1 tumor tissues and tumor-adjacent tissues. Corresponding samples were harvested from tumor-bearing mice at 24 h post-injection for fluorescence photography. The representative images presented are from a sample size of *n* = 3 mice. Scale bar = 50 μm. **g** Measurement of IL-6 and TNF-α levels in 100 μL serum of 4T1 tumor-bearing mice at 2 h and 24 h after in vein injections of 100 μL PBS containing different types of NVs (dose: 1 × 10^10^ per mouse). *n* = 5 mice per group. Statistical analysis was performed using one-way ANOVA with Dunnett’s multiple comparison test. Data are represented as mean ± SD. *P < 0.05, **P < 0.01 and ***P < 0.001, ns, no significant change. The exact *P*-value and source data are provided as a Source Data file.

Next, we used flow cytometry and FRET experiments to investigate the pH-responsive degradation of DHP. The data in Fig. 2d, e and Supplementary Fig. 8 demonstrated a significant decrease in RhB-positive NVs at pH 6.5, attributed to the hydrazone linkage break of DHP in an acid environment and the removal of RhB-labeled PEG_2000_ from NVs. The hydrazone linkage break of DHP after treated with pH 6.5 PBS was further confirmed by the reappearance of emission peak of FITC at 520 nm of NVs (Supplementary Fig. 8b). Moreover, to examine the stability of the hydrazone bond of DHP in 4T1 tumor tissue, we performed in situ injections of RhB-DHP/DGA-CFSE-labeled NVs into both tumor and adjacent tissue sites. Distinct localization of CFSE-labeled NVs (green) from the RhB-labeled PEG_2000_ was observed in the acidic tumor tissue. However, the fluorescence signals of CFSE and RhB completely overlapped in the tumor-adjacent tissue due to its neutral pH environment (Fig. 2f). Crucially, these injections did not induce noticeable erythema, inflammatory cell infiltration, or upregulation of pro-inflammatory cytokines such as IL-6 and IL-1β (Supplementary Fig. 9), indicating that inflammation is not the primary factor responsible for PEG_2000_ segments detachment from NVs. This also implies that sg*Pik3cg*-DHP/DGA-NVs exhibit favorable biocompatibility and safety.

In addition to these in situ vesicle injections, we conducted a comprehensive in vitro and in vivo safety evaluation of sg*Pik3cg*-DHP/DGA-NVs, including analyses of LPS content, cytotoxicity, hemolytic toxicity, and evaluation of inflammatory factors in serum and immune cell populations in organs from mice following systemic administration of NVs. OMVs, naturally secreted by bacteria with known high toxicity, were utilized as controls in these experiments. ELISA assay indicated that NVs from bacterial protoplasts had lower LPS levels (Supplementary Fig. 10a). CCK8 assay showed that protoplast-derived NVs exhibited lower cytotoxicity compared to OMVs (Supplementary Fig. 10b). Given that the outer membrane of *E. coli* contains proteins with hemolytic toxicity, a hemolytic assay was conducted, which demonstrated that NVs from bacterial protoplasts induced minimal hemolysis (Supplementary Fig. 10c). Results in Fig. 2g and Supplementary Fig. 10e–g demonstrated that a single injection of sg*Pik3cg*-DHP/DGA-NVs led to an increase in serum cytokines (IL-6 and TNF-α) 2 h after intravenous NV injection. However, the cytokine levels and leukocyte ratio in blood, spleen and liver returned to normal within 24 h after NV administration. In contrast, mice treated with OMVs exhibited persistently elevated levels of inflammatory cytokines and neutrophil ratio in multiple organs. All mice were survived after intravenous NV injection, whereas mice treated with OMVs experienced fatalities (Supplementary Fig. 10d–g). These findings suggest that *E. coli* protoplast-derived NVs exhibit excellent biosafety.

### Analysis of the components of *E. coli* protoplast-derived NVs

The nucleotide content of NVs was analyzed by electrophoresis technique and PCR assay. Electrophoresis results in Fig. 3a, b and Supplementary Fig. 11a, b revealed that both DNA and RNA in protoplast-derived NVs had a broader but smaller size distribution compared to *E. coli*, suggesting that the extrusion process led to nucleic acid molecule breakage. The presence of CpG-rich genomic DNA in NVs was predicted bioinformatically (Supplementary Data 1) and confirmed by PCR assay^17^ (Fig. 3c). The DNA derived from NVs, including CpG-rich genomic DNA sequences, could upregulate TNF-α levels in bone marrow-derived macrophages (BMDMs). Simultaneously, the inhibitor of TLR9 (ODN2088) significantly reduced the TNF-α levels induced by NVs-encapsulated DNA, suggesting that the immunostimulatory effect of NVs-encapsulated DNA, containing CpG-rich genomic DNA, depended on TLR9 (Supplementary Fig. 12). Moreover, PCR analysis confirmed the presence of sgRNA for *Pik3cg* in both *E. coli* and NVs (Fig. 3d). We used protein liquid chromatography-mass spectrometry (LC-MS) combined with label free-quantification (LFQ) and western blotting to identify the protein contents. We applied intensity-based absolute quantification (iBAQ) to rank the abundance of distinct proteins within each group. The top 200 abundant proteins were listed in Supplementary Data 2–5. Additionally, the subcellular localization of the top 200 abundant proteins in each sample was analyzed. Compared to the types found in OMVs, the sg*Pik3cg*-DHP/DGA-NVs contained fewer kinds of outer membrane and periplasmic proteins (Fig. 3e). Furthermore, we compared the outer membrane proteins and periplasmic proteins between OMVs and sg*Pik3cg*-DHP/DGA-NVs using LFQ intensity (Supplementary Fig. 13). The results indicated a significant reduction in the abundance of specific outer membrane and periplasm proteins, such as OmpA and DcrB, in protoplast-derived NVs compared to *E. coli*-derived OMVs, based on the log2 transformed LFQ intensities of these proteins. Based on functional classification using the Clusters of Orthologous Groups of proteins (COG), most identified proteins in sg*Pik3cg*-DHP/DGA-NVs were associated with cellular processes like metabolism, transporter activity, and translation (Fig. 3f). Western blotting results confirmed the presence of Cas9 protein in both *E. coli* and NVs (Fig. 3g).

**Fig. 3:**
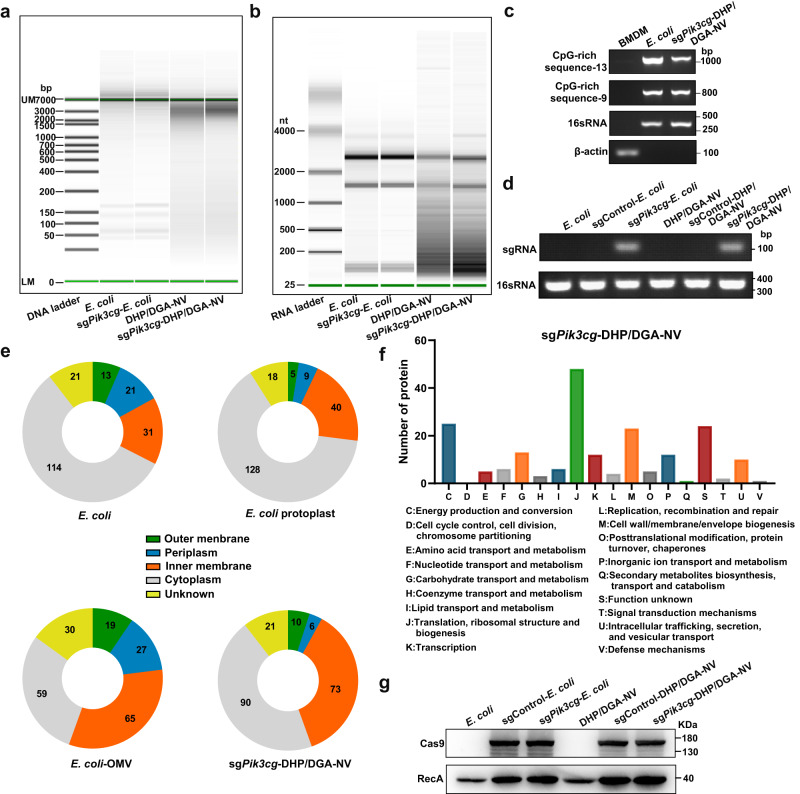
The components analysis of sg*Pik3cg*-DHP/DGA-NVs. **a**, **b** Size distribution and abundance of DNA and RNA from *E. coli*, protoplast, OMVs and sg*Pik3cg*-DHP/DGA-NVs were determined using LabChip analyzer and Agilent 2100 bioanalyzer. **c**, **d** The presence of CpG-rich genomic DNA sequences and sgRNA targeting *Pik3cg* was confirmed through PCR amplification and agarose gel electrophoresis. **e** Subcellular localization of the top 200 abundant proteins, ranked according to their iBAQ protein intensity, was identified in *E. coli*, protoplasts, OMVs and sg*Pik3cg*-DHP/DGA-NVs through proteomic analysis, with 100 μg of protein used for each sample. A pie chart illustrates the variety of protein types categorized by their subcellular localization in each sample. **f** Analysis of the Clusters of Orthologous Groups (COG) was conducted for the top 200 abundant proteins identified in sg*Pik3cg*-DHP/DGA-NVs. **g** The presence of Cas9 protein in *E. coli* and sg*Pik3cg*-DHP/DGA-NVs was determined using western blotting. All experiments for (**a**–**g**) were independently repeated three times, yielding consistent results. Source data are provided as a Source Data file.

Additionally, we calculated the contents of Cas9 and sg*Pik3cg* in *E. coli*, protoplasts derived NVs and OMVs (Supplementary Table 3). The packaging efficiencies of Cas9 and sg*Pik3cg* in sg*Pik3cg*-DHP/DGA-NVs are 23.00% and 24.46%, respectively, whereas their packaging efficiencies within OMVs are approximately 0.87% and 0.54% (Supplementary Fig. 14a). Cas9 protein and sg*Pik3cg* content in sg*Pik3cg*-DHP/DGA-NVs from 1 × 10^9^ CFU bacteria are about 26 times higher than those in OMVs (Supplementary Fig. 14b). Moreover, 1 × 10^9^ CFU bacteria can produce sg*Pik3cg*-DHP/DGA-NVs with a total protein amount of 117.5 μg, but can only yield 5.42 μg of OMVs in protein amount after 24 h of cultivation. In summary, these findings highlight the superior performance of vesicles from protoplasts in large-scale preparation.

### In vitro targeted delivery of sg*Pik3cg*-DHP/DGA-NVs to M2-like macrophages

CFSE-labeled DGA-NVs were used to monitor NVs’ efficiency in entering M2-like BMDMs (M2-BMDMs). Flow cytometry analysis and microscopical images demonstrated that DGA decoration greatly enhanced NVs’ uptake by macrophages (Fig. 4a–d). DGA utilized as a ligand to direct the NVs toward TAMs that highly express macrophage galactose-type lectin (MGL)^18–20^. The entry efficiency of sg*Pik3cg*-DHP/DGA-NVs into specific cell types correlated positively with their MGL expression levels (Supplementary Figs. 15, 16). The presence of N-acetylgalactosamine (GalNAc), but not N-acetylglucosamine (GlcNAc), and interference with MGL expression led to decreased entry efficiency of NVs into M2-BMDMs (Fig. 4a–d and Supplementary Fig. 17). Additionally, the uptake efficiency of sg*Pik3cg*-NVs into M2-BMDMs was about 23.68%. This may be attributed to the various internalization mechanisms such as membrane fusion, macropinocytosis or lipid-raft-mediated uptake^21^. The modification of DHP enhanced NVs’ hydrophilicity but hindered their internalization by macrophages at pH 7.4. However, incubation in acidic PBS (pH 6.5) caused PEG_2000_ fragment to detach from NVs, exposing DGA. The cellular efficiency of sg*Pik3cg*-DHP/DGA-NVs pre-treated with pH 6.5 PBS recovered to 60.16%, similar to that of the sg*Pik3cg*-DGA-NV group (Fig. 4e, f). Fluorescence images and intensity detection yielded consistent results (Fig. 4g, h).

**Fig. 4:**
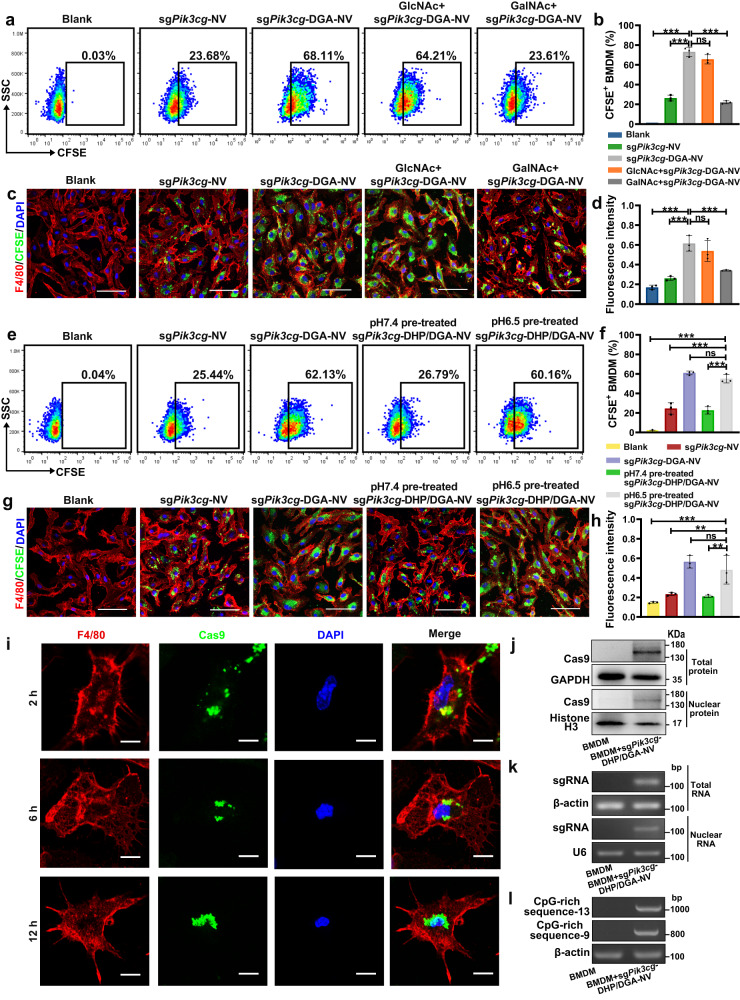
In vitro uptake of NVs by M2-like macrophages via MGL-mediated endocytosis. **a**–**c** 5 × 10^5^ M2-like bone marrow-derived macrophages (M2-BMDMs) were seeded in 24-well plates and treated with 6 × 10^8^ CFSE-sg*Pik3cg*-DGA-NVs for 3 h, followed by flow cytometry analysis and fluorescent microscopy. In some cases, macrophages were pre-incubated with GlcNAc or GalNAc (100 mmol/L) for 1 h before NVs treatment. Red, F4/80; green, CFSE labeled NVs; blue, DAPI nuclear staining. Scaled bar = 50 μm. *n* = 3 biologically independent samples**. d** A total of 1 × 10^5^ macrophages with above mentioned treatments was harvested, lysed and the fluorescence intensity was quantified using a microplate reader (Em: 488 nm; Ex: 530 nm). *n* = 3 biologically independent samples. **e**–**h** 5 × 10^5^ M2-BMDMs were treated with 6 × 10^8^ CFSE-sg*Pik3cg*-DGA-NVs or CFSE-sg*Pik3cg*-DHP/DGA-NVs (pre-treated with pH 6.5 or 7.4 PBS for 24 h) for 3 h and then subjected to flow cytometry analysis, microphotography and fluorescence intensity quantification. Red, F4/80; green, CFSE labeled NVs; blue, DAPI nuclear staining. Scaled bar = 50 μm. *n* = 3 biologically independent samples. **i** M2-BMDMs subjected to the aforementioned NVs treatment were fixed, stained with fluorescent-labeled F4/80 and Cas9 antibodies and imaged at indicated time points. Red, F4/80; green, Cas9; blue, DAPI nuclear staining. Scaled bar = 10 μm. **j**, **k** The levels of Cas9 and sgRNA targeting *Pik3cg* in 5 × 10^5^ M2-BMDMs treated with 6 × 10^8^ sg*Pik3cg*-DHP/DGA-NVs (pH 6.5 PBS pre-treatment) for 3 h after which the medium was replaced with fresh medium for another 9 h. The cells were examined by western blotting and agarose gel electrophoresis. **l** The NVs-mediated delivery of CpG-rich genomic DNA fragments into 5 × 10^5^ M2-BMDMs incubated with 6 × 10^8^ NVs for 3 h was detected by PCR amplification and agarose gel electrophoresis. The experiments for (**i**–**l**) were independently repeated three times with similar results. Data are presented as the means ± SD. Statistical analyses were performed using one-way ANOVA with Dunnett’s multiple comparison test. *P < 0.05, **P < 0.01 and ***P < 0.001, ns, no significant change. The exact *P*-value and source data are provided as a Source Data file.

sg*Pik3cg*-DHP/DGA-NVs pre-treated with pH 6.5 PBS were used in the following experiments. To determine the subcellular localization, lysosomal NVs were examined using fluorescence co-localization assays. Supplementary Fig. 18 exhibited poor correlation between lysosomal dye lysotracker and CFSE-labeled NVs at 12 h after NVs incubation, indicating successful lysosomal escape. Immunofluorescence co-staining revealed green fluorescence-labeled Cas9 overlapping with the macrophage nucleus at 12 h post NVs treatment, demonstrating Cas9 entry mediated by nuclear localization sequence (NLS) (Fig. 4i). Moreover, the results of western blotting and PCR indicated the detection of both Cas9 protein and sgRNA sequence in total cells and nucleus components (Fig. 4j, k). Additionally, PCR amplification and agarose gel electrophoresis demonstrated the transfer of CpG-rich genomic DNA fragments into macrophages by sg*Pik3cg*-DHP/DGA-NVs pre-treated with pH 6.5 PBS (Fig. 4l).

### In vitro repolarization of M2-like macrophages with sg*Pik3cg*-DHP/DGA-NVs

In vitro, sg*Pik3cg*-DHP/DGA-NVs mediated *Pik3cg* genome editing was assessed by T7 Endonuclease I (T7E1) assay and next-generation sequencing (NGS). Figure 5a showed evident *Pik3cg* cleavage after T7E1 digestion, with an indel rate of approximately 28.5%. Sanger sequencing and NGS of PCR amplicons at the editing site are summarized in Supplementary Fig. 19a–d. T7E1 assay on potential off-target sites showed negligible off-target effects of sg*Pik3cg* (Supplementary Fig. 19e). Western blotting analysis further demonstrated the downregulation of PI3Kγ protein following treatment with NVs containing sg*Pik3cg* compared to sgControl-containing NVs (Fig. 5b). In addition, an NF-κB luciferase reporter assay was applied to evaluate whether NVs’ immunostimulatory effects from CpG rich-DNA fragments depended on TLR9. NVs containing sgControl activated luciferase activity in TLR9-overexpressed 293 T cells. However, the stimulating effect of NVs was partly abolished by the addition of TLR9 inhibitor (ODN2088) (Fig. 5c). We performed western blotting analysis to examine PI3Kγ and TLR9 signaling pathway-related markers, including p-AKT, p-C/EBPβ and p-p65 (PI3Kγ), p-IRAK4 (TLR9), p-TAK1 (TNF), p-STAT1 (IFN) and p-STAT3 (IL-6) (Fig. 5d and Supplementary Fig. 20). Gene editing of *Pik3cg* by sg*Pik3cg*-DHP/DGA-NVs significantly reduced p-AKT and p-C/EBPβ levels and increased p-p65 levels while activating the TLR9 pathway, characterized by elevated p-IRAK4 in the sg*Pik3cg*-DHP/DGA-NVs-treated group (Fig. 5d). Furthermore, the conversion efficiency of PI3Kγ substrate PIP2 to PIP3 was markedly reduced in the sg*Pik3cg*-DHP/DGA-NVs treated group, consistent with the western blotting results (Fig. 5e). Consequently, sg*Pik3cg*-DHP/DGA-NVs stimulation reversed the M2-BMDMs phenotype, upregulating M1 markers (CD86 and iNOS), immunostimulatory cytokines (TNF-α, IL-12, IFN-γ and IL-6) and downstream signaling molecules (p-TAK1, p-STAT1, and p-STAT3). Conversely, M2 marker (CD206 and Arg1) and immunoregulatory cytokines (IL-10 and TGF-β1) in M2-BMDMs were reduced after *sgPik3cg*-DHP/DGA-NVs treatment (Fig. 5d–h and Supplementary Fig. 20). To determine whether the repolarization of macrophage phenotype by NVs depends on suppressing PI3Kγ expression and activating TLR9 signaling pathway, we used ODN1826 **(**TLR9 agonist**)** and IPI549 (PI3Kγ inhibitor). Treatment with either ODN1826 or IPI549 showed lower stimulation compared to NVs containing sg*Pik3cg*. Additionally, the addition of TLR9 inhibitor (ODN2088) partly abolished the activating effects of NVs containing sg*Pik3cg* (Fig. 5d–h).

**Fig. 5:**
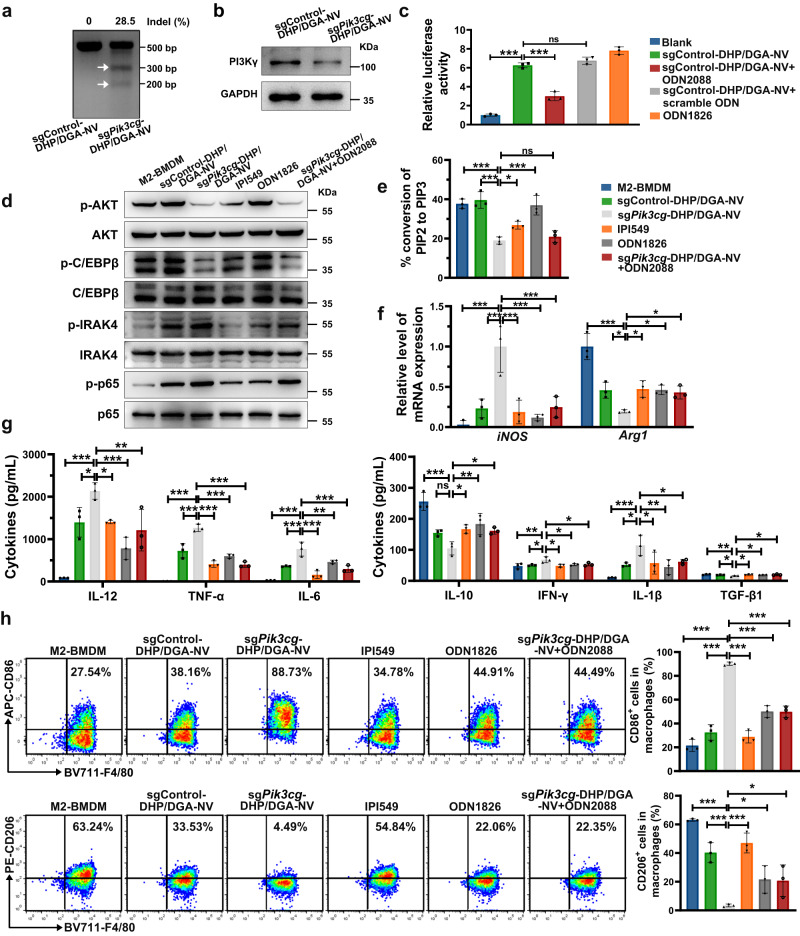
The genome editing efficiency of *Pik3cg* and phenotypic analysis in M2-like macrophages after sg*Pik3cg*-DHP/DGA-NVs treatment. **a**, **b** 1.5 × 10^6^ M2-BMDMs in 6-well plates were treated with 1.8 × 10^9^ sg*Pik3cg*-DHP/DGA-NVs (pH 6.5 PBS pre-treatment) for 6 h, followed by replacement with fresh medium. Macrophages were harvested 48 h post-incubation with NVs for T7E1 analysis to assess indel formation and western blotting to determine PI3Kγ levels. The experiments were repeated three times independently with similar results. **c** 5 × 10^5^ 293 T cells transfected by TLR9 overexpression plasmid, NF-κB reporter plasmid and β-gal reference plasmid (each plasmid: 2 μg) for 24 h were further treated with 1.8 × 10^9^ different types of NVs or ODN1826 (TLR9 agonist, 10 μmol/L) for 6 h, followed by replacement with fresh medium for another 18 h to assess luciferase activity. In some cases, ODN2088 (TLR9 inhibitor, 10 μmol/L) and the corresponding scramble control were added 30 min before NVs treatment and co-incubated for another 24 h. *n* = 3 biologically independent samples. **d** 1.5 × 10^6^ M2-BMDMs were treated with 1.8 × 10^9^ different types of NVs for 6 h, followed by replacement with fresh medium for another 42 h. ODN1826 (10 μmol/L) or IPI549 (PI3Kγ inhibitor, 1 μmol/L) were added for 48 h, and then cells were harvested for western blotting to examine the downstream proteins of PI3Kγ and TLR9 (except p-IRAK4). p-IRAK4/IRAK4 was examined 1 h after NVs or reagents treatment. In some cases, 10 μmol/L ODN2088 was added 30 min before NVs treatment and co-incubated for 48 h. The experiments were repeated three times independently with similar results. **e**–**h** M2-BMDMs with the above-mentioned NVs and IPI549 treatments were used to examine PIP2 transition ratio, macrophage phenotype markers by RT-qPCR and flow cytometry, and cytokine levels by ELISA. *n* = 3 biologically independent samples. Data are represented as mean ± SD. Statistical analyses were performed using one-way ANOVA with Dunnett’s multiple comparison test. *P < 0.05, **P < 0.01 and ***P < 0.001, ns, no significant change. The exact *P*-value and source data are provided as a Source Data file.

To assess whether *Pik3cg* gene-edited macrophages could maintain their immunostimulatory phenotype in an immunosuppressive microenvironment, we utilized 4T1 tumor cell supernatant rich in immunoregulatory cytokines (TGF-β, IL-33, IL-4 and IL-10) to mimic the in vivo tumor setting (Supplementary Fig. 21a)^22^. After treating macrophages with NVs, we incubated them with 4T1 tumor cell supernatant for 24 h, and then analyzed their phenotype. sg*Pik3cg*-DHP/DGA-NVs treated macrophages still maintained immune-stimulatory phenotype, characterized by high levels of M1 markers and proinflammatory cytokines, and low levels of M2 markers and immunoregulatory cytokines. However, the activating phenotype of IPI549-treated macrophages was impaired after exposure to tumor cells supernatant, indicating the persistent ability of the gene editing system to sustain the M1-like phenotype of macrophages in an immunosuppressive environment (Supplementary Fig. 21b, c).

### In vivo delivery of sg*Pik3cg*-DHP/DGA-NVs to TAMs activated M1-like phenotype

To examine NVs’ biodistribution, fluorescence images of mice and corresponding organs were captured at indicated time points after intravenous injection of Cy5 labeled NVs. Figure 6a, b showed substantial accumulation of sg*Pik3cg*-DHP/DGA-NVs within the tumor site, with modest vesicle accumulation in the sg*Pik3cg*-NV and sg*Pik3cg*-DGA-NV treated groups. Pharmacokinetics study demonstrated the longer circulation time of sg*Pik3cg*-DHP/DGA-NVs compared to sg*Pik3cg*-NVs and sg*Pik3cg*-DGA-NVs (Fig. 6c). To further quantify vesicle bio-distribution, we collected and homogenized tissues from mice injected with Cy5 labeled NVs and subjected them to fluorescence quantification analysis (Fig. 6d and Supplementary Fig. 22a). These results corroborated previous in vivo imaging and organ photographs, confirming the substantial presence of NVs within the tumor tissue in the sg*Pik3cg*-DHP/DGA-NVs treatment group. Results in Fig. 6e, f confirmed that most sg*Pik3cg*-DHP/DGA-NVs accumulated in the F4/80^+^ cells, representing TAMs. Consistent with fluorescent images, flow cytometry analysis of tumor leukocytes revealed that a single administration of sg*Pik3cg*-DHP/DGA-NVs resulted in a peak of Cy5-positive TAMs at 72 h, with 6.62% of macrophages remaining Cy5 positivity after 10 days of treatment. In contrast, fewer TAMs were Cy5 positive in mice injected with decoration-free sg*Pik3cg*-NVs or sg*Pik3cg*-DGA-NVs (Fig. 6g–j). Clear T7E1 cleavage bands were detected in TAM DNA from mice treated with sg*Pik3cg*-DHP/DGA-NVs. Similarly, the corresponding indel rate in TAMs peaked at 15.3% after 72 h and remained at approximately 2.5% after 10 days (Fig. 6k, l). NGS also confirmed successful *Pik3cg* gene-editing in TAMs by sg*Pik3cg*-DHP/DGA-NVs, with the representative mutation pattern shown in Supplementary Fig. 23. Flow cytometry and T7E1 assay were also applied to detect Cy5-positive and gene edited cells in tumor and other organs, including peripheral blood, liver, and spleen. Supplementary Fig. 22b, c showed the highest Cy5-positive cell proportions in hepatocytes, liver monocytes and endothelial cells, comprising approximately 14% of the total, with an editing efficiency approaching 3%. At 72 h, aside from tumor cells, hepatocytes, and hepatic endothelial cells, editing proportions in other organs became negligible. Repeated administration of Cy5^+^ sg*Pik3cg*-DHP/DGA-NVs led to fluctuating fluorescence levels in plasma and a progressive rise in tumor fluorescence (Supplementary Fig. 24a–c). The proportion of Cy5^+^ TAMs reached 73.64%, with a corresponding TAM editing efficiency of 34.4% (Supplementary Fig. 24d–g). These findings indicate precise editing of TAMs by sg*Pik3cg*-DHP/DGA-NVs.

**Fig. 6:**
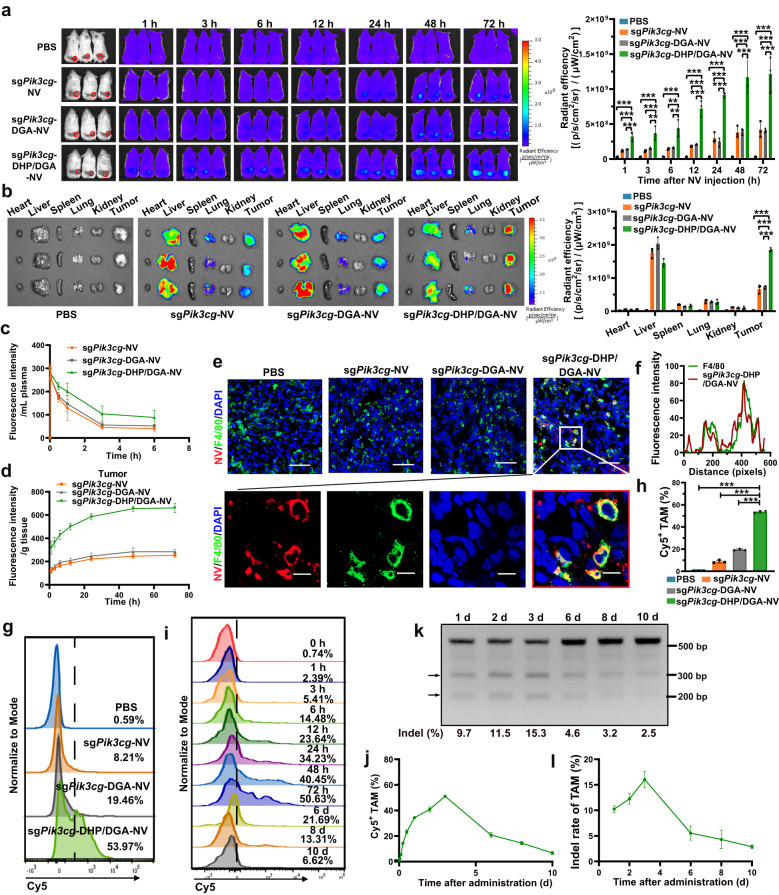
In situ genetic reprogramming and repolarization of TAM in 4T1 tumor-bearing mice via sg*Pik3cg*-DHP/DGA-NVs. **a** Fluorescence images of the 4T1 tumor-bearing mice and quantitative analysis of tumor site fluorescence (red circle) at indicated time points after injection of different types of Cy5-NVs (dose: 1 × 10^10^ NVs per mouse). *n* = 3 mice per group. **b** Organ tissues from mice treated with the above-mentioned NVs at 72 h were photographed, and fluorescence intensity was analyzed. *n* = 3 mice per group. **c**, **d** Cy5 fluorescence intensity in plasma and tumor of mice with above-mentioned NVs treatment was detected at indicated time points (Em:644 nm; Ex: 665 nm). *n* = 3 mice per time point. **e** Immunofluorescence staining of tumor sections harvested from mice at 72 h after Cy5-sg*Pik3cg*-DHP/DGA-NVs injection. Red, Cy5-NVs; green, F4/80; blue, DAPI nuclear staining. Scaled bar = 50 μm for 400× and 10 μm for amplification. The representative images presented are from a sample size of *n* = 3 mice. **f** Fluorescence co-localization analysis of Cy5-NVs and TAMs using image J software. Fluorescence intensity profile representing the value indicated by the red rectangle. **g**, **h** Flow cytometry was used to analyze the ratio of Cy5^+^ TAMs from mice at 72 h after different types of NVs injection (dose: 1 × 10^10^ NVs per mouse). *n* = 3 mice per group. **i**, **j** The ratio of Cy5^+^ TAMs at different time points after treatment with 1 × 10^10^ sg*Pik3cg*-DHP/DGA-NVs measured by flow cytometry. *n* = 3 mice per time point. **k**, **l** T7E1 analysis for indel formation in TAMs from mice at different time points after treatment with sg*Pik3cg*-DHP/DGA-NVs. A representative image is presented. *n* = 3 mice per time point. Data are presented as the means ± SD. Statistical analyses were performed using one-way ANOVA with Dunnett’s multiple comparison test. *P < 0.05, **P < 0.01 and ***P < 0.001, ns, no significant change. The exact *P*-value and source data are provided as a Source Data file.

### sg*Pik3cg*-DHP/DGA-NVs treatment inhibited tumor growth

The therapeutic effects of sg*Pik3cg*-DHP/DGA-NVs were initially evaluated in 4T1 breast cancer mouse models. Intravenous injection of sg*Pik3cg*-DHP/DGA-NVs reduced tumor weight and size without noticeable side effects (Fig. 7a–d and Supplementary Fig. 25). sg*Pik3cg*-DHP/DGA-NVs demonstrated superior therapeutic effectiveness compared to IPI549 treatment alone. Interestingly, combining sgControl-DHP/DGA-NVs with IPI549 yielded similar therapeutic outcomes to sg*Pik3cg*-DHP/DGA-NVs treatment alone. H&E staining of tumor sections indicated that sg*Pik3cg*-DHP/DGA-NVs treatment induced the largest necrotic area within tumors (Fig. 7e). Enzyme activity assay and western blotting confirmed the suppression of PI3Kγ-related downstream signaling pathways and the activation of TLR9 signaling pathways in TAMs from mice treated with sg*Pik3cg*-DHP/DGA-NVs (Fig. 7f, g). Furthermore, results in Fig. 7h–j and Supplementary Fig. 26 demonstrated that sg*Pik3cg*-DHP/DGA-NVs treatment shifted TAMs toward an immunostimulatory M1-like phenotype, characterized by increased M1 markers, immunostimulatory cytokines and activated IFN-γ and TNF-α signaling pathways, along with reduced M2 markers and immunoregulatory cytokines. In comparison, IPI549 treatment showed less stimulatory effects on TAMs (Fig. 7g–j and Supplementary Fig. 26). Both TLR9 gene deletion in mice and the application of a TLR9 antagonist (ODN2088) impaired the therapeutic effects of sg*Pik3cg*-DHP/DGA-NVs, resulting in therapeutic effects similar to those of IPI549 (Supplementary Figs. 27, 28). These results emphasize the pivotal roles of TLR9 pathway activation and PI3Kγ pathway blockade in the therapeutic efficacy of sg*Pik3cg*-DHP/DGA-NVs.

**Fig. 7:**
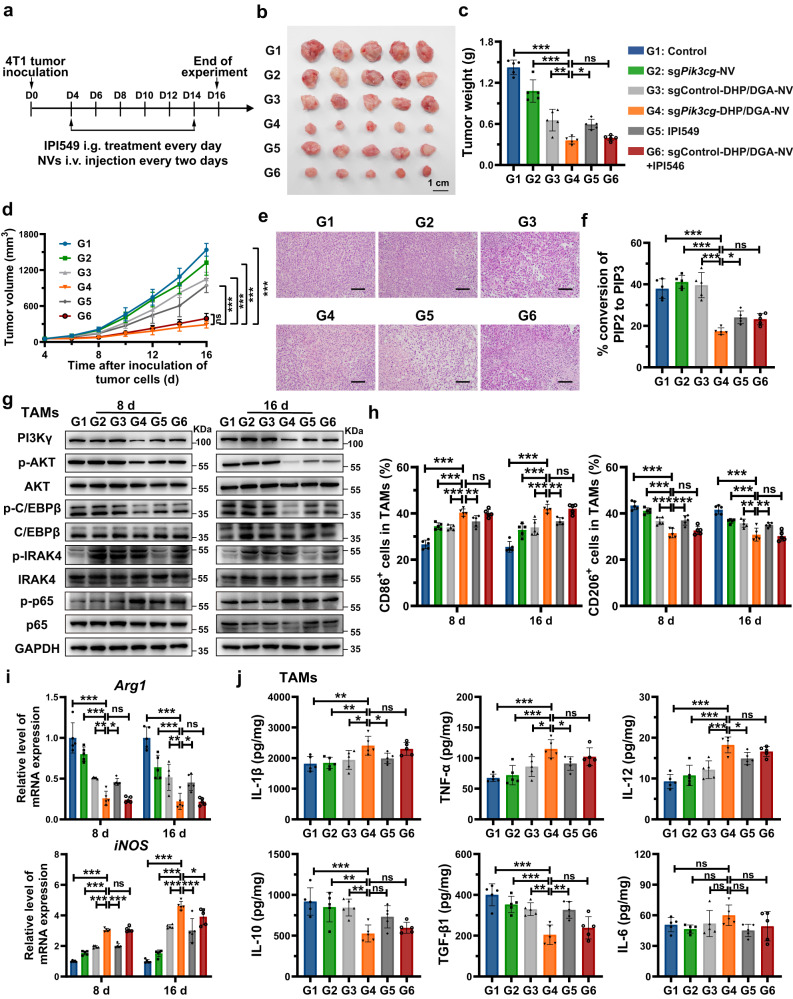
Anti-tumor immunotherapy was achieved through systemic injection of TAM-targeted sg*Pik3cg*-DHP/DGA-NVs in 4T1 tumor-bearing mice. **a** Schematic diagram of 4T1 tumor-bearing mice with in-vein injections of NVs (1 × 10^10^ NVs every two days) or intragastric administration of IPI549 (15 mg/kg every day). **b**, **c** Tumor images and tumor weights in mice treated with different NVs or IPI549 on day 16 post-tumor cell inoculation. **d** Tumor volume changes in various treatment groups of 4T1 tumor-bearing mice. **e** Representative H&E staining images of 4T1 tumor sections. Scale bar, 100 μm. **f** Phosphoinositide 3-kinase activity in TAMs, characterized by the conversion ratio of PIP2 to PIP3, was determined by ELISA on day 16 after tumor model establishment. *n* = 5 mice per group for (**b**–**f**). **g** Levels of PI3Kγ and TLR9 pathways related molecules (p-C/EBPβ, p-AKT, p-IRAK4 and p-p65) in TAMs isolated from mice receiving the mentioned treatments, detected by western blotting on day 8 and 16 post-tumor cell inoculation. The experiments were repeated three times independently with similar results. **h**, **i** Effects of sg*Pik3cg*-DHP/DGA-NVs on TAM phenotype were determined by flow cytometry analysis (CD86 and CD206) and qRT-PCR assay (*iNOS* and *Arg1*). *n* = 5 mice for each time point. **j** Cytokine levels in TAMs from 4T1 tumor-bearing mice with different treatments were measured on day 16 after tumor model establishment. *n* = 5 mice per group. Data are presented as the means ± SD. Two-way ANOVA with Dunnett’s multiple comparison test was used in (**d**). Other statistical analyses were performed using one-way ANOVA with Dunnett’s multiple comparison test except the ELISA assay of IL-6 in (**j**) (Kruskal-Wallis test with Dunn’s multiple comparisons test). *P < 0.05, **P < 0.01 and ***P < 0.001, ns, no significant change. The exact *P*-value and source data are provided as a Source Data file.

### sg*Pik3cg*-DHP/DGA-NVs therapy reshaped the tumor microenvironment

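Tumors of 4T1 cells, a mouse mammary carcinoma line that grows in BALB/c mice, were taken from 3 mice treated with sgPik3cg-DHP/DGA-NVs (the NV group) and from 3 mice given PBS. Doses of 10000000000 NVs in 100 μL were injected into the tail vein every 2 days from day 4 after tumor cell inoculation, and the tumors were excised on day 16. RNA of the whole tumor was sequenced, so that transcripts of tumor cells, TAMs and all other cells are measured together. The authors deposited FPKM values (fragments per kilobase of gene length, scaled to the library size) for 59011 genes with 1 column per mouse. Of these genes, 57010 carry an Ensembl identifier and 2001 carry only a name given by the authors' processing. The paper's text names the company that prepared the libraries and a DNase treatment of the RNA. It does not name the aligner, the counting tool, the genome build or the annotation.

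Each FPKM value multiplied by the gene length in the same table was a whole multiple of a single step per mouse (100% of the values), which gives the reads behind each value. Reads on genes numbered 16672893, 16545333 and 16103117 in NV mice 1, 2 and 3 (median 16545333) and 15849425, 17119129 and 16250947 in PBS mice 1, 2 and 3 (median 16250947). The library total by which the authors divided was 1.04 ± 0.039 times these reads in the NV group and 0.996 ± 0.024 times in the PBS group (SD, n = 3 mice per group), so the values carry a scaling factor besides the number of reads. Genes above 0 FPKM numbered 21077, 25050 and 25860 in the NV tumors and 27483, 22288 and 24018 in the PBS tumors. Olfactory and vomeronasal receptor genes, of which the table lists 2005, parted the libraries in another way than the treatment. In NV mice 2 and 3 and PBS mouse 1, 186, 206 and 268 of these genes were above 0, against 51, 47 and 91 in NV mouse 1 and PBS mice 2 and 3. The first principal component of the tested genes, with 33% of the variance, separated the same groups of libraries, each of which holds mice of both treatments. On the second, with 25.7%, NV mice 1, 2 and 3 were at -53.95, -36.65 and 5.72. PBS mice 1, 2 and 3 were at 35.96, 23.74 and 25.17 there, so the treatments did not overlap on it. Mitochondrial genes took between 2.1% (NV mouse 3) and 5.3% (NV mouse 1) of the reads.

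From there, log2(FPKM + 0.1) was compared between the groups with limma (moderated statistic with a mean-variance trend) for the 14944 genes with a mean of at least 0.5 FPKM. Fold changes are on this log2 scale, which understates the change of weakly expressed genes. Genes with a fold change of at least 1.5 and an unadjusted p under 0.05, the criteria of the paper, are called differentially expressed genes (DEGs), and Benjamini-Hochberg adjusted p-values are given beside them. The mice of both groups are numbered 1 to 3. Deviations from the group mean were correlated at -0.36, -0.18 and -0.09 between mice with the same number (mean -0.21) and at 0.10 on average between the other NV and PBS mice. These values do not show that mice with the same number are alike. Results are also given from a fit with the replicate number as a block, in case the numbers carry meaning.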

As TAM plays an important role in shaping the tumor microenvironment by expressing high levels of immunosuppressive cytokines and tumor-promoting factors^23,24^, we assessed the impact of sg*Pik3cg*-DHP/DGA-NVs on the 4T1 tumor microenvironment through transcriptome sequencing. This analysis revealed a multitude of genes involved in immune response and leukocyte activation, including pathways related to TNF-α, IFN-γ, TLR9, NF-κB activation, and T cell activation (Fig. 8a, b and Supplementary Data 6–8). 

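Pik3cg (ENSMUSG00000020573), the gene targeted by the sgRNA, was at 2.05, 2.57 and 1.56 FPKM in NV mice 1, 2 and 3 and at 1.16, 1.47 and 1.22 FPKM in PBS mice 1, 2 and 3, from 285, 380 and 223 reads against 156, 216 and 162 reads. Its mRNA was higher in every NV tumor than in every PBS tumor, with a mean of 2.06 ± 0.507 FPKM against 1.29 ± 0.166 FPKM (SD, n = 3 mice per group). The log2 fold change was 0.62 (standard error 0.22, adjusted p = 0.275 by limma's test with Benjamini-Hochberg adjustment), and an exact two-sided permutation test gave p = 0.1, the smallest that 3 mice against 3 allow. Pik3cg met the criteria for a DEG, but not in 9 of 23 alternative settings, of which a pseudocount of 1 gave the smallest log2 fold change, 0.41. Relative to pan-leukocyte markers of the same tumor the difference was 0.26 on the log2 scale and the groups overlapped. The NV mouse was higher than the PBS mouse of the same number in 3 of 3 comparisons. The paper does not describe these mice as pairs, so this adds no support. The FPKM of a gene does not separate edited from unedited transcripts.

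By the criteria of the paper, 981 genes were DEGs, 418 of them higher and 563 lower in the NV group. None had an adjusted p under 0.05 over all genes tested (0 genes, smallest adjusted p 0.0947), while 2363 genes had an unadjusted p under 0.05. With the replicate block, 926 genes were DEGs (368 higher and 558 lower), 841 of them shared with the fit without the block, and the smallest adjusted p was 0.23. Rescaling each mouse to the same sum of FPKM, as TPM values have, moved the direction most. It raised the median log2 fold change by 0.107 and gave 656 DEGs higher and 370 lower, 63.9% higher against 42.6%. Each side of the split of the libraries by receptor genes holds only 1 or 2 mice of a treatment, too few to compare the groups within it. With that split as a covariate, chosen after seeing the data, 1064 genes were DEGs, and 809 of them were shared. In 838 of the 981 DEGs the values of the groups did not overlap. This held for 3434 of all genes tested (23%), where chance gives 10%.

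A list of 22 genes was drawn from the paper. It holds Pik3cg, Tlr9 and genes whose products the paper measures in tumors or TAMs as markers, cytokines or receptors. Of the 22 genes, 17 passed the filter on low values. Of the 17 genes, 6 were DEGs and 5 had an adjusted p under 0.05 when adjusted over this list alone, against 0 when adjusted over all genes. Tlr9 rose from 0.383 ± 0.111 to 1.23 ± 0.258 FPKM (log2 fold change 1.47, standard error 0.36) and Cd86 from 3.16 ± 0.384 to 5.89 ± 0.502 FPKM (0.88, standard error 0.13). Gzmb rose from 7.50 ± 2.66 to 20.9 ± 10.0 FPKM (1.41, standard error 0.42). Tnf, at 0.761 ± 0.148 FPKM in the PBS group and 1.30 ± 0.12 FPKM in the NV group (0.72, standard error 0.25), and Cd8a, at 0.183 ± 0.115 and 0.948 ± 0.665 FPKM (1.82, standard error 0.68), were DEGs without the replicate block and not with it. In all 6 of these genes, Pik3cg included, every NV mouse lay above every PBS mouse. Ifng was below the filter, at 0.608, 0.440 and 0.545 FPKM in the NV tumors and 0.146, 0.178 and 0.196 FPKM in the PBS tumors, from 13, 10 and 12 reads against 3, 4 and 4. Mrc1 (log2 fold change -0.39, standard error 0.12) and Mgl2 (-0.53, standard error 0.11) were lower in every NV mouse, though by less than the fold change of the criteria. Mgl2 is a close paralog of Clec10a, and the authors' counting could have split reads between them. Nos2 (-0.11) changed its sign with the setting, and its groups overlapped. With Fig. 8a, b and Supplementary Data 6–8, the paper states that transcriptome sequencing brought out many genes of the immune response and of leukocyte activation, in pathways of TNF-α, IFN-γ, TLR9, NF-κB and T cell activation.

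**Figure D1:**
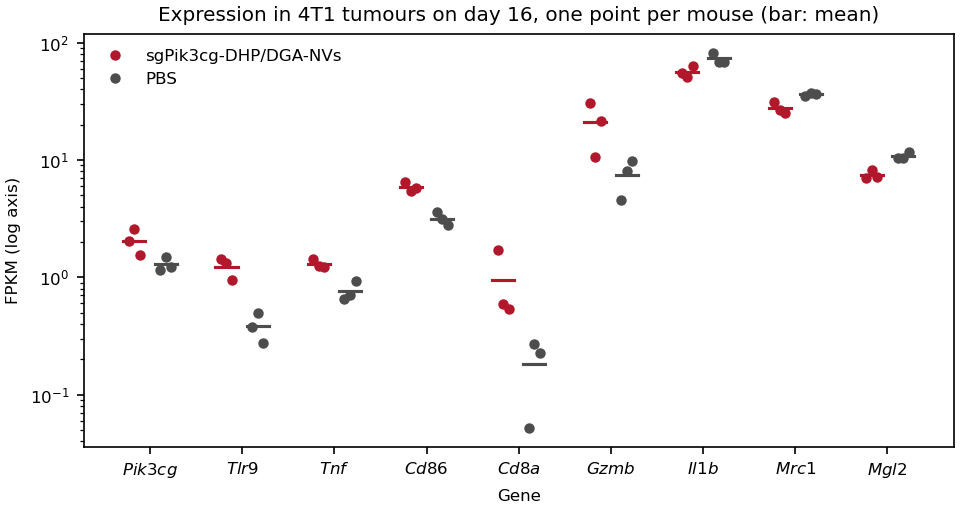
FPKM (log axis) of 9 genes in the 4T1 tumors of the 3 NV mice and the 3 PBS mice, with 1 point per mouse and a bar at the mean of the group. The NV mice lie above the PBS mice for Pik3cg, Tlr9, Tnf, Cd86, Cd8a and Gzmb and below them for Il1b, Mrc1 and Mgl2.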

Further validation through GSEA analysis solidified the positive association between these pathways and the effects of sg*Pik3cg*-DHP/DGA-NVs treatment (Fig. 8c, Supplementary Fig. 29 and Supplementary Data 9).

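Gene lists for 8 pathways or cell states were compared between the groups with camera, the competitive gene set test of limma, which asks whether the genes of a set changed more than the other genes. The membership of the GO terms was not used here. Interferon-beta response genes rose by a mean log2 fold change of 0.99 over 31 tested genes (adjusted p = 1.67e-25 over the 8 lists), of which 27 were DEGs, all higher. Interferon-gamma response genes rose by 1.29 over 32 genes (adjusted p = 1.13e-14), of which 21 were DEGs. Leukocyte cytotoxicity genes rose by 0.98 over 11 genes (adjusted p = 5.47e-06) and T cell activation genes by 0.89 over 17 genes (adjusted p = 4.79e-05). Components of the TLR9 pathway rose by 0.17 over 28 genes (adjusted p = 0.02), with 20 higher and 8 lower, while the Reactome set of the TLR9 cascade, of 65 genes, had a mean of 0.01 (adjusted p = 0.903 over 825 Reactome sets). M1-like macrophage markers rose by 0.43 over 14 genes (adjusted p = 0.0353), with 9 higher and 5 lower. They share Cxcl10 with the interferon-gamma list, so these lists are not independent of each other. M2-like markers had a mean of -0.30 over 15 genes (adjusted p = 0.0105), with 4 higher and 11 lower. In the 7 lists named so far the means of the NV mice and of the PBS mice did not overlap. The margin was small for M2-like markers, with NV mouse 1 at 0.0411 and PBS mouse 2 at 0.0503 relative to the 6 mice. Targets of TNF and NF-κB had a mean of -0.08 over 26 genes (adjusted p = 0.0558), 9 higher and 17 lower, and the mice of the groups overlapped. Of its genes 3 were higher DEGs and 1 was a lower DEG.

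With the replicate block the adjusted p-values by camera were 1.21e-26 (interferon-beta), 3.82e-13 (interferon-gamma), 7.8e-06 (cytotoxicity), 1.42e-06 (T cell activation), 0.0164 (TLR9 and M2-like), 0.0486 (M1-like) and 0.0728 (TNF and NF-κB targets), with unchanged means. The alternative that moved these tests most was camera with the correlation between genes estimated from the 6 mice in place of a preset 0.01. There the adjusted p was 0.163 for interferon-beta response genes and between 0.163 and 0.183 for the 7 lists. The adjusted p of M1-like markers was 0.0521 after quantile normalization, and above 0.05 in 3 of the 6 fits that each left out 1 mouse, as was that of M2-like markers and of TLR9 in 1 fit each. The mean of TNF and NF-κB targets became 0.03 after rescaling to the same sum of FPKM, which is -0.08 relative to the shift of all genes there.

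**Figure D2:**
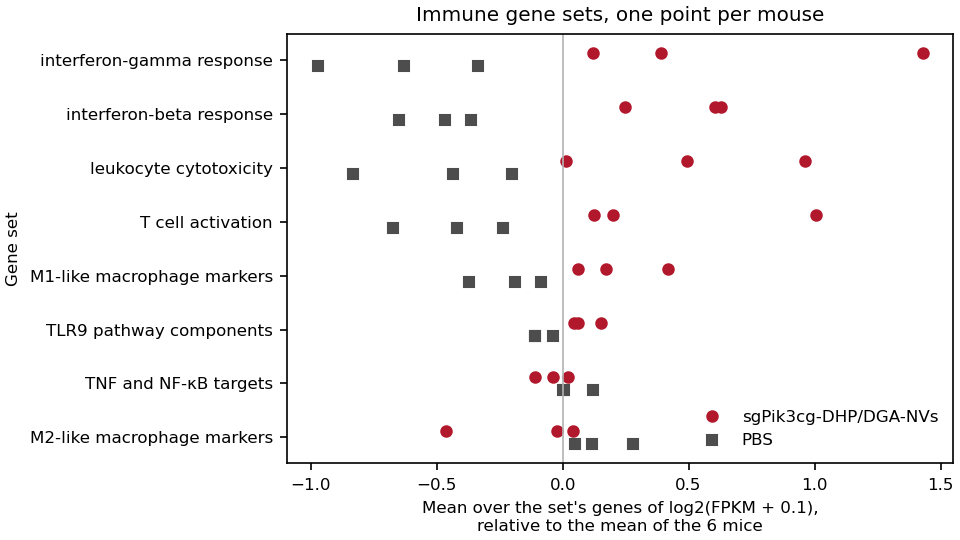
Mean of log2(FPKM + 0.1) over the genes of each of the 8 lists, relative to the mean of the 6 mice, with 1 point per mouse. NV mice (circles) lie above the PBS mice (squares) in 6 lists, below them for M2-like markers, and among them for TNF and NF-κB targets.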

**Fig. 8:**
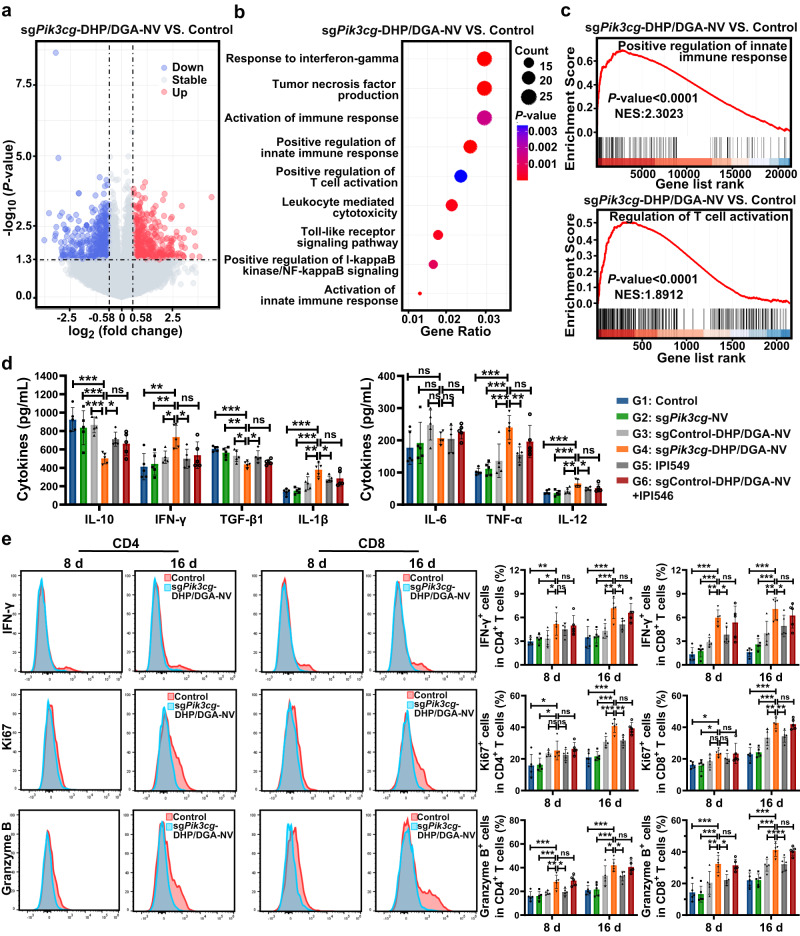
sg*Pik3cg*-DHP/DGA-NVs treatment reshaped the tumor immune microenvironment and induced potent antitumor immunity against breast cancer. **a** Volcano plot of the differentially expressed genes (DEGs) based on RNA-seq analysis of 4T1 tumor tissue from the sg*Pik3cg*-DHP/DGA-NVs group (1 × 10^10^ NVs every two days) compared to the control group on day 16 post-model establishment. *n* = 3 mice per group. **b** Enriched gene ontology (GO) terms associated with DEGs related to immune activation. *n* = 3 mice per group. **c** GSEA enrichment analysis showing the enrichment of genes upregulated in positive regulation of innate immune response and T cell activation. *n* = 3 mice per group. **d** Cytokine levels in 4T1 tumors of mice after treated with either NVs (1 × 10^10^ NVs every two days) or IPI549 (15 mg/kg every day) were determined by ELISA on day 16 following the establishment of the tumor model. *n* = 5 mice per group. **e** The influence of sg*Pik3cg*-DHP/DGA-NVs on intratumoral T cell activation and proliferation (percentage of IFN-γ^+^, ki67^+^ and Granzyme B^+^ cells in CD4^+^ T cells and CD8^+^ T cells) of mice with above mentioned treatments was evaluated using flow cytometry analysis at 8 days and 16 days post-tumor cell inoculation. *n* = 5 mice for each time point. Data are presented as the means ± SD. Statistical analyses were performed using one-way ANOVA with Dunnett’s multiple comparison test except the ELISA assay of IL-6 in **d** (Kruskal-Wallis test with Dunn’s multiple comparisons test). *P < 0.05, **P < 0.01 and ***P < 0.001. ns, no significant change. The exact *P*-value and source data are provided as a Source Data file.

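The 5 genes higher in the NV group with the smallest p among DEGs whose groups did not overlap were Trf, Ifi44l, Oasl2, Ifi44 and Phf11b. Trf, which encodes transferrin, was at 83.0 ± 4.38 FPKM in the NV group and 37.9 ± 3.86 FPKM in the PBS group (SD, n = 3 mice per group), a log2 fold change of 1.13. Ifi44l was at 12.0 ± 3.77 against 3.11 ± 0.0991 FPKM (1.87) and Phf11b at 12.6 ± 3.46 against 3.91 ± 0.28 FPKM (1.63). Oasl2 (1.12) and Ifi44 (1.53) are interferon-induced, as is Ifi44l. Except for Trf, these are members of families of similar genes, and reads that the authors' counting could have split between members make their values uncertain. The 5 lower genes chosen in the same way were Krt14, Gadd45b, Cd163, Tnc and Ddit4. Krt14, a keratin gene of a large family, was at 9.00 ± 1.91 FPKM in the NV group and 24.3 ± 2.3 FPKM in the PBS group (log2 fold change -1.44), and the scavenger receptor gene Cd163 at 2.57 ± 0.0897 against 5.72 ± 1.05 FPKM (-1.11). The log2 fold changes of Gadd45b, Tnc and Ddit4 were -0.82, -0.89 and -1.13. The adjusted p-values of these 10 genes by limma's test lay between 0.0947 and 0.1. All 10 genes were DEGs with the replicate block too, and all but Gadd45b (-0.58) after a correction for GC content. Keratinocyte genes, which include Krt14, were lower without passing the correction (adjusted p = 0.171 by camera).

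The paper's list of DEGs (Supplementary Data 6) holds 889 genes, which are the paper's 377 higher and 512 lower. Of these, 595 passed the filter on low values, all 595 changed in the listed direction, and 507 were DEGs here. Adjusted over these 595 genes alone, 522 had an adjusted p under 0.05 by limma, but the list was called on the same 6 libraries, so this count says nothing about stability. With the replicate block, 466 of the listed genes were DEGs.

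For the 9 GO terms of Fig. 8b, the genes listed by the paper were looked up in the FPKM values. Of the 23 tested genes listed under the response to interferon-gamma, 21 were higher in the NV group (median log2 fold change 1.50). Under tumor necrosis factor production 17 of 22 were higher (0.79), and under positive regulation of I-kappaB kinase/NF-kappaB signaling 10 of 10 (0.84). Under the toll-like receptor signaling pathway 11 of 15 were higher (0.88), and under positive regulation of T cell activation 12 of 14 (0.83). These genes had been called by the paper before they were assigned to terms.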

ELISA and immunopathological staining of 4T1 tumor tissue treated with sg*Pik3cg*-DHP/DGA-NVs showed a significant increase in immunostimulatory cytokines and a decrease in immunoregulatory cytokines (Fig. 8d and Supplementary Fig. 30a). Flow cytometry data indicated a substantial increase in the ratio of CD4^+^ and CD8^+^ T cells in both the tumor and peripheral blood, along with heightened expression of activation and proliferation markers (IFN-γ^+^, Ki67^+^, and Granzyme^+^), particularly within 4T1 tumor tissues following sg*Pik3cg*-DHP/DGA-NVs treatment (Fig. 8e and Supplementary Figs. 30b and 31). Additionally, there was a significant increase in the proportion of CD80^+^ and CD86^+^ dendritic cells (DCs) within mouse tumor tissues after sg*Pik3cg*-DHP/DGA-NVs treatment, indicating DC activation (Supplementary Fig. 30c). These cytokines and immune cell activation patterns were consistent in sg*Pik3cg*-DHP/DGA-NVs treated MC38 tumor tissue (Supplementary Fig. 32). These findings suggest that the reversal of TAM phenotype facilitated by sg*Pik3cg*-DHP/DGA-NVs leads to a transformation of the entire tumor microenvironment from a “cold” state to a “hot” state. Given the cytotoxic impact of heightened TNF-α levels and massive T cell infiltration on tumor cells within a short timeframe, we employed neutralizing antibodies targeting TNF-α and CD8. This resulted in a reduction in the therapeutic efficacy of sg*Pik3cg*-DHP/DGA-NVs, indicating that the elevation of immunostimulatory cytokines and activated T cell infiltration mediated by NVs is crucial for its anticancer activities (Supplementary Figs. 33, 34). Furthermore, the co-administration of a PD-1 inhibitor and sg*Pik3cg*-DHP/DGA-NVs demonstrated superior efficacy compared to using PD-1 inhibitor or sg*Pik3cg*-DHP/DGA-NVs alone (Supplementary Fig. 35). These findings suggest that the combination of PI3Kγ blockade with PD-1 inhibitors holds significant promise for cancer immunotherapy.

## Discussion

Although autologous cell-based gene editing therapy is advancing rapidly in clinical trials, CRISPR-Cas9 system for clinical tumor treatment is still in the early stages of development^25^. In order to achieve effective and precise cancer treatment, the CRISPR-Cas9 components must penetrate different physical barriers to reach the target cells, and the Cas9 protein and sgRNA must be transported into the nucleus for gene editing. Therefore, a safe and efficient delivery system is crucial for the success of CRISPR-Cas9-mediated editing therapeutics. Although non-viral carriers have been rapidly developed and show great potential for CRISPR-Cas9 delivery, further improvement are urgently required to enhance their in vivo targeting ability. Moreover, the big size and charged surface of CRISPR-Cas9 components make it difficult to condense into a nano-sized delivery carrier. Biological vesicles might be a more promising delivery carrier for CRISPR-Cas9 therapy^11^. Several approaches have utilized mammalian cell-derived vesicles (exosomes, etc.) as the carrier of gene editing system^26^. However, mammalian cell-derived vesicles have been shown to be involved in a variety of physiological responses, and their function complexity restricts their application in drug delivery development^27^. Additionally, the low production yield of naturally secreted extracellular vesicles results in a high cost for their preparation^28^. However, lytic bacterial-derived vesicles could potentially offer a promising alternative. Their parent cells can be efficiently produced in large quantities through fermentation, and the yield of vesicles obtained through bacterial lysis is significantly higher compared to those obtained through natural secretion. In this study, we used engineered bacteria as the site for both gene editing tool production and carrier materials construction, which further simplified the preparation process. Through physical extrusion, the protoplast derived NVs showed a highly uniform morphology of spherical bilayers. The yield of protoplast-derived vesicles (117.5 μg of sg*Pik3cg*-DHP/DGA-NVs in protein amount from 1 × 10^9^ CFU bacteria) significantly exceeds that of naturally-produced bacterial vesicles (5.42 μg of OMVs in protein amount from 1 × 10^9^ CFU bacteria), according to our study and previous research^15^. Unlike the selective packaging seen into OMVs (packaging efficiency: 0.87% for Cas9 and 0.54% for sg*Pik3cg*), the physical extrusion process could ensure the effective loading of Cas9-sg*Pik3cg* RNP (packaging efficiency: 23.00% for Cas9 and 24.46% for sg*Pik3cg*) and bacterial CpG-rich DNA fragments. This high-efficiency loading occurs without affecting the biological activities of the components, as verified by our analyses. Physical extrusion, therefore, represents a method for the rupture and subsequently self-assemble into NVs. Overall, the ease of production, high yield and efficient loading make protoplast-derived vesicles a promising avenue for large-scale clinical applications.

Bio-safety is the primary concern when utilizing bacterial-derived vesicles for therapeutic applications, such as, OMVs, which are natural extracellular vesicles derived from the outer membrane containing most virulent factors^29^. Systemic injection of OMVs could induce sepsis-like symptoms, including cytokines storm, which may be particularly dangerous for tumor patients who are already in poor physical condition^30^. Although genetic engineering of genes involved in LPS biosynthesis could reduce OMVs toxicity, other virulence factors, such as bacterial adhesins, proteases, and cytotoxins cannot all be eliminated simultaneously^31^. Moreover, genetical modification may also affecting bacterial viability and vesicle production efficiency^16^. Using vesicles derived from protoplasts offers a viable alternative. Current safety experiments showed that sg*Pik3cg*-DHP/DGA-NVs quickly normalized inflammatory markers and neutrophil levels post-administration. In contrast, OMV injections led to elevated serum factors and neutrophil levels across multiple organs, even proving lethal in mice, consistent with previous studies^30,32^.This may be due to the fact that the majority of toxins are lost after the removal of bacterial outer membrane and periplasm. Previous studies have also confirmed the safety and non-pathogenic properties of protoplasts or protoplast-derived vesicles^15,33^. Additionally, the inclusion of PEG-conjugated DSPE during physical extrusion could shield dangerous signals on the vesicle surface and prevent their recognition by the mononuclear phagocyte system, greatly reducing the risk of provoking a systemic inflammatory response. Our cytotoxicity, hemolysis assay and toxicity tests have also demonstrated that protoplast-derived NVs are safer than OMVs. Therefore, using physical extrusion to prepare protoplast-derived NVs not only improves yield but also ensures safety.

Tissue distribution assay demonstrated sg*Pik3cg*-DHP/DGA-NVs were highly enriched in the tumor site and predominantly taken up by TAMs. We believe that the precise TAM targeting ability of these NVs were attributed to the combination of pH-responsive long-circulating polymer (DHP) and galactosamine conjugated ligand (DGA). It has been widely accepted that the PEG chain modification could shield the nanocomplex and enabled them to evade clearance by the mononuclear phagocytosis system^34^. Therefore, DHP decoration could prolong the circulation time of sg*Pik3cg*-DHP/DGA-NVs and these NVs accumulated in the tumor site due to the enhanced permeation and retention (EPR) effect. The excellent pH responsive detachment of PEG fragments from NVs was demonstrated by markedly reduced ratio of RhB^+^ sg*Pik3cg*-DHP/DGA-NVs after acidic PBS treatment and the non-overlap of RhB-labeled PEG fragment and CFSE-labeled NVs in the acidic tumor tissue, which led to the exposure of galactosamine-decorated NVs surface. Unmodified vesicles from protoplasts have demonstrated some tumor penetration, possibly due to specific surface components. In upcoming research, we aim to identify these components to further boost the vesicles’ inherent tumor-targeting abilities. Our previous study demonstrated that MGL, which was highly expressed on TAMs, can facilitate uptake of nano-complex containing galactosamine moieties by macrophage^20^. The current cellular uptake experiments also revealed that DGA decoration could greatly enhance TAM targeting behavior of sg*Pik3cg*-DHP/DGA-NVs through MGL-mediated endocytosis. Interestingly, intracellular distribution data further demonstrated that NVs could successfully escape from the lysosome after macrophages endocytosis. It is possible that NVs contain some types of bacterial polypeptides, which might be protonated and formed amphiphilic α-helices with high affinity for lysosomal membranes. These α-helices adhere and insert into lysosomal membranes to form pores that help NVs escape from lysosomes^35,36^. Then, CpG-enriched genomic DNA fragments bind to intracellular TLR9 and our luciferase assay, western blotting and cytokine assay demonstrated their immunostimulant effects. Meanwhile, Cas9 protein with nuclear localization sequence enters the nucleus to perform its gene editing function in TAMs, which was confirmed by T7E1 analysis and NGS. Therefore, our triple targeting strategy comprised of a long-circulating polymer, TAM targeting ligand and NVs-unique bacterial polypeptides resulted in a higher gene editing efficiency or protein expression inhibition efficiency than previous reports^37,38^. However, our in vivo distribution experiments demonstrated that sg*Pik3cg*-DHP/DGA-NVs treatment led to the gene editing in only a small fraction of cells in normal organs such as the liver and spleen. Although we did not specifically assess PI3Kγ protein expression levels and related inflammatory factors in these normal organs post-NV administration, bio-safety assessments based on H&E staining and biochemical indexes suggest that nonspecific editing did not lead to significant inflammation or tissue damage in normal organs. This underscores the safety of our vesicle-based therapeutic approach. In future studies, we plan to investigate whether sg*Pik3cg*-DHP/DGA-NVs mediated-gene editing in normal organs might activate tissue-resident immune cells and trigger inflammatory responses. In brief, protoplast-derived NVs have versatile applications, serving as integrated platforms for the production, loading, and modification of a variety of biotherapeutic molecules, including nucleic acids and proteins. Additionally, these bacterial vesicles offer two layers of customization: genetic manipulation of the parent bacteria and surface alteration of the vesicles themselves. This flexibility could address some drawbacks of non-viral carriers like lipid nanoparticles (LNPs), such as drug inactivation and limited targeting capabilities^39^.

Previous studies have found that targeting PI3Kγ signaling via siRNA or kinase inhibitor could switch the immunosuppressive TAMs towards immune-stimulatory phenotype and synergize with immune checkpoint inhibitors to suppress tumor growth in various murine cancer models^40,41^. These suggest that specific inhibition of PI3Kγ in TAMs holds great promise in cancer immunotherapy. However, designing TAM-reprogramming therapies based on PI3Kγ blockade still faces great challenges, particularly in maintaining re-educated TAMs in an anti-tumor immunostimulatory phenotype for prolonged periods. To overcome these challenges, the present study utilized *E. coli* protoplast-derived NVs to deliver Cas9-sg*Pik3cg* RNP into TAMs. This approach demonstrated superior biosafety and target specificity, exhibiting little influence on the fitness of TAMs. More importantly, the results showed that sg*Pik3cg*-DHP/DGA-NVs treatment exhibited better TAM repolarizing efficiency and therapeutic effects than IPI549. The tumor growth inhibition (TGI) ratio of sg*Pik3cg*-DHP/DGA-NV ranged from 70.5% to 81.8% in the 4T1 mouse tumor model based on the outcomes of four experiments. In the MC38 mouse tumor model, it was 76.4%, as determined from a single experiment. These results indicate a consistently low variability in the anti-tumor effects mediated by sg*Pik3cg*-DHP/DGA-NVs, highlighting its promising potential in cancer immunotherapy. In our study, IPI549 showed a tumor growth inhibition (TGI) ratio of 39.5% to 51.5% in the 4T1 model from two experiments, and 45.1% in the MC38 model from one experiment, consistent with results from prior^41^. Additionally, we analyzed the TGI ratios of other PI3Kγ antagonists, which exhibited TGIs ranging from 21.2% to 44.1% in the 4T1 tumor model and around 40.0% in the MC38 tumor model^42–45^. Notably, the tumor-suppressive efficacy of sg*Pik3cg*-DHP/DGA-NVs surpasses that of standard PI3Kγ antagonists. This enhanced therapeutic efficacy may be attributed to the permanent inhibition of PI3Kγ activity in TAMs through *Pik3cg* gene knockout using the CRISPR-Cas9 system, in contrast to the short-term inhibition offered by small molecule compounds. Western blotting and enzyme activity assays revealed that sg*Pik3cg*-DHP/DGA-NVs more effectively disrupted the PI3K pathway than IPI549. Moreover, successfully edited TAMs remained viable 10 days post-injection with sg*Pik3cg*-DHP/DGA-NVs. Therefore, sg*Pik3cg*-DHP/DGA-NVs treatment can permanently reshape TAMs into an anti-tumor M1-like phenotype regardless of the immunosuppressive tumor microenvironment. The study also found that bacteria-derived genomic DNA fragments containing CpG-rich sequences were effectively transferred into macrophages by sg*Pik3cg*-DHP/DGA-NVs. These DNA fragments are ideal activators of TLR9 and synergize to induce polarization of macrophages towards an M1-like phenotype by targeting the downstream transcription factor such as NF-κB^46^. Our hypothesis was validated by data showing that the use of TLR9-knockout mice and the TLR9-signaling inhibitor ODN2088 partially neutralized the ability of sg*Pik3cg*-DHP/DGA-NVs to repolarize macrophages and their therapeutic impact. In contrast, co-treatment with sgControl-DHP/DGA-NV and IPI549 exhibited the therapeutic effects comparable to those of sg*Pik3cg*-DHP/DGA-NVs alone. Therefore, the CRISPR-Cas9 system targeting *Pik3cg* and the TLR9 ligands in sg*Pik3cg*-DHP/DGA-NVs are crucial for their potent immune-stimulatory effects on TAMs. TAMs re-educated by sg*Pik3cg*-DHP/DGA-NVs exhibited an activated immune phenotype, characterized by reduced secretion of immunosuppressive cytokines like IL-10 and TGF-β, and increased levels of immunostimulatory cytokines such as IL-12 and TNF-α. These cytokines are pivotal in activating dendritic cells (DCs) and subsequent T-cell activation and proliferation, thereby transforming “cold” tumors into “hot” ones^47^. 

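Across all leukocytes, 11 pan-leukocyte markers in the 4T1 tumors were higher in the NV group by a mean log2 fold change of 0.36 (adjusted p = 5.12e-04 by camera over 15 lists of cell types and technical genes), with all NV mice above all PBS mice. Ptprc, which encodes CD45, was at 6.37 ± 1.53 FPKM in the NV group and 4.07 ± 0.073 FPKM in the PBS group (SD, n = 3 mice per group). Pan-macrophage markers rose by 0.17 over 15 genes (adjusted p = 0.0584), and their groups overlapped. Their adjusted p was under 0.05 in 13 of 22 alternative settings and lay between 9.82e-04 and 0.772. With the replicate number as a block, the adjusted p was 5.64e-04 for leukocytes and 0.0654 for macrophages. Over the 22 alternative settings that of leukocytes lay between 8.21e-06 and 0.47, and it was above 0.05 in 1 of them. B cell markers (0.94) and neutrophil markers (0.60) had larger means but overlapped between the groups (adjusted p = 0.243 and 0.185 by camera). Leaving out 1 mouse at a time moved the mean of B cell markers between 0.2423 and 2.1704. Their adjusted p by camera was under 0.05 in 2 of these 6 fits (lowest 0.00681). In the neutrophil list, Ngp was at 47.2, 331 and 13.1 FPKM in NV mice 1, 2 and 3 and between 12.0 and 16.7 FPKM in the PBS mice. Dendritic cell markers had a mean of -0.10 that turned positive in several settings. Among the genes of T and NK cells, Trbc1, the constant region of the T cell receptor beta chain and a near copy of a second such gene, rose by 1.43 (standard error 0.33), Il2rb by 1.27 (standard error 0.31), Il7r by 1.19 (standard error 0.29) and Nkg7 by 2.12 (standard error 0.29). Cd4 was below the filter on low values, at 0.541, 0.650 and 0.335 FPKM in the NV tumors and 0.296, 0.185 and 0.173 FPKM in the PBS tumors. The proliferation marker Mki67 was at 26.7 ± 4.35 FPKM in the NV group and 24.7 ± 0.855 FPKM in the PBS group, a difference within the spread between mice (exact two-sided permutation test, p = 0.5). In bulk RNA these values mix the number of cells with the expression per cell.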

Both flow cytometry and transcriptomic sequencing confirmed that sg*Pik3cg*-DHP/DGA-NVs successfully shifted the tumor microenvironment towards immune activation, which enhances T cell-mediated anti-tumor efficacy. This treatment also reduced TGF-β level in the tumor tissue, implicating a potential disruption in the activation of tumor-associated fibroblasts and hindrance in the formation of a fibrotic barrier within the tumor^48^. Thus, the durable reprogramming of TAMs can dismantle both the immunosuppressive and fibrotic barriers in the tumor microenvironment, greatly improving the efficacy of various therapeutic agents, including chemotherapy drugs, immunotherapeutics, and cell-based therapies. The synergistic anti-tumor effects observed with sg*Pik3cg*-DHP/DGA-NVs and PD-1 antibody treatments offer a promising avenue for future combination therapies in oncology.

In conclusion, we developed an in vivo gene-editing technology using bacteria-derived NVs for the efficient delivery of the CRISPR-Cas9 system. This approach enables the effective reprogramming of endogenous TAMs, resulting in significant therapeutic benefits for cancer treatment without triggering systemic immune responses. Our findings suggest that this strategy has potential as a valuable tool in cancer therapy.

## Methods

### Ethical statement

This research complies with all relevant ethical regulations. All animal experimental procedures were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the Animal Ethical Board of Nanjing University (IACUC-2005005-2).

### Chemical and biological reagents

1,2-distearoyl-sn-glycero-3-phosphoethanolamine-N-Succinimidyl Ester (DSPE), mPEG_2000_-OH and Boc-NH-PEG_2000_-NH_2_ were purchased from Ruixi Biological Technology CO., LTD (Xi’an, China). Isopropyl β-D-1-thiogalactopyranoside (IPTG), the BCA protein assay kit, PBS, and the *E. coli* BL21 (DE3) strain were obtained from Sangon Biotech (Shanghai, China). IPI549, purchased from MedChemExpress LLC (Shanghai, China), was dissolved in a 5% 1-methyl-2-pyrrolidinone solution in polyethylene glycol 400 for in vivo use. Other reagents were sourced from Sigma-Aldrich (St. Louis, MO, USA). 4T1 cells (catalog number (cat. no.): SCSP-5056), Raw 264.7 cells (cat. no. SCSP-5036), 293 T cells (cat. no. SCSP-502) were obtained by Cell Bank, Chinese Academy of Sciences (Shanghai, China). MC38 cells (cat. no.: 1101MOU-PUMC000523) was obtained from the Cell Resource Center, Peking Union Medical College (Beijing, China).

### Mouse tumor model

Female BALB/c mice and C57BL/6 J mice were procured from Beijing Vital River Laboratory Animal Technology Co. Ltd (Beijing, China). C57BL/6Smoc-*Tlr9*^*em1Smoc*^ (TLR9 KO) mice were obtained from Shanghai Model Organisms Center Inc. (Shanghai, China). All animals were housed in a specific pathogen-free (SPF) environment with 21 ± 2 °C and a relative humidity of 55 ± 10%, with free access to standard food and water. For maximal tumor burden, we complied with the guideline of Animal Ethical and Welfare Committee of Nanjing University and the maximal tumor size did not exceed 2000 mm^3^. To establish the mouse breast cancer model, 100 μL PBS containing 1 × 10^6^ 4T1 cells were subcutaneously injected into the right back of 6-week-old female BALB/c mice. For the colorectal cancer model, 1 × 10^6^ MC38 cells in 100 μL PBS were subcutaneously injected into the right back of 6-week-old female C57BL/6 J mice or 6-week-old female TLR9 KO mice.

### Preparation and characterization of sg*Pik3cg*-DHP/DGA-NV

*E. coli* harboring CRISPR plasmids (BPK764) were cultured in LB medium at 37 °C. When the OD 600 reached 0.5, isopropyl β-D-1-thiogalactopyranoside (IPTG) was added to induce the expression of the geneome editing system. The bacteria were then cultured overnight at 25 °C with shaking at 200 rpm and finally resuspended in 50 mM Tris-HCl buffer (pH 8.0) containing 20% (w/v) sucrose. Lysozyme (final concentration:1 mg/mL) and EDTA (final concentration: 50 mM) were added to the cell suspension and it was further incubated at 37 °C for 35 min to obtain protoplasts. The protoplasts were washed three times with the fresh Tris-HCl buffer to remove the remaining outer membrane components^49^.

The synthesis protocols for a pH-responsive phospholipid derivative (DHP) and a TAM-targeted phospholipid derivative (DGA) were provided in the supplementary information. To create protoplast-derived NVs, protoplasts and DHP/DGA were transferred into a mini-extruder (Avanti Polar Lipids, Birmingham, AL, USA) and passed through 5, 1, and 0.4 μm polycarbonate membrane filters (Whatman, Maidstone, UK) sequentially. The crude extrudate was further purified using iodixanol density-gradient ultracentrifugation (100,000 × g for 2.5 h at 4 °C), and NV fractions were collected from the interface between 50 % and 10 % iodixanol (Axis Shield Diagnostics Ltd, Dundee, Scotland). Finally, the NVs were washed twice, resuspended in PBS, and stored at −80 °C until use. To determine the decoration efficiency of DHP/DGA in NVs, fluorescence-labeled DHP/DGA were added during the extrusion process and the collected NVs were used for flow cytometer and fluorescence resonance energy transfer (FRET) analysis. OMVs were prepared following a previous report^50^.

The diameters of NVs after undergoing multiple freeze-thaw cycles, NVs pre-incubated with fetal bovine serum for 24 h, or NVs pre-incubated in PBS for 8 days were examined by Nanosight NS300 (Malvern, United Kingdom). The morphology, Zeta potential and polydispersity index (PDI) of NVs were examined by TEM (JEM-2100, JEOL, Tokyo, Japan), Zetasizer Nano-Z (Malvern) and NanoBrook 90Plus Zeta (Brookhaven, Holtsville, NY, USA), respectively. The yield of NVs was calculated by quantifying the protein content of NVs produced from a known amount of *E*. *coli*. To assess the pH-responsive ability of DHP, NVs incorporated with RhB-DHP were incubated with PBS (pH 7.4 or pH 6.5) for flow cytometry and FRET analysis. Additionally, 50 μL PBS containing 5 × 10^9^ CFSE-labeled sg*Pik3cg*-RhB-DHP/DGA-NVs were directly injected into 4T1 tumor tissues and tumor-adjacent tissues, respectively. The tissues were harvested for fluorescence photography, H&E staining and ELISA assay (IL-1β and IL-6) 24 h post-injection.

### Component identification of sg*Pik3cg*-DHP/DGA-NV

To analyze the nucleotide content in NVs, DNA and RNA isolated from *E. coli* and NVs were assessed using LabChip GX (PerkinElmer, Waltham, MA, USA) and Agilent 2100 Bioanalyzer (Santa Clara, CA, USA). The total protein from *E. coli*, *E. coli* protoplasts, OMVs and NVs was extracted and subjected to LC-MS analysis on a Shimadzu UFLC 20ADXR HPLC system connected to an AB Sciex 5600 Triple TOF mass spectrometer (AB SCIEX, Waltham, MA, USA). Subsequently, MaxQuant software was employed to analyze protein mass spectrometry data. The intensity-based absolute quantification (iBAQ) method was applied to rank the abundance of distinct proteins within each group. The protein levels across different samples were compared by label-free quantification (LFQ) intensity, represented by a normalized intensity profile generated using a specific algorithm^51^.

The encapsulation of sg*Pik3cg*, Cas9 protein and CpG-rich DNA fragments by NVs was assessed through western blotting and PCR. Absolute quantification of Cas9 protein and sgRNA copies in NVs were conducted using ELISA (Cell Biolabs, Inc, San Diego, CA, USA) and qRT-qPCR, respectively. A luciferase reporter assay was applied to evaluate the stimulatory effect of NVs-encapsulated CpG-rich genomic DNA fragments on the TLR9 pathway. Furthermore, endotoxin content, cell toxicity, hemolysis assay and in vivo toxicity of NVs were performed to examine the biosafety of NVs. Detailed information on the above-mentioned methods is provided in the supplementary information.

### Cellular uptake of NVs in M2-BMDMs and subcellular distribution

0.5 mL of medium containing 5 × 10^5^ M2-BMDMs was seeded into 24-well plates overnight before the addition of NVs. Then, the medium was removed, and 6 × 10^8^ CFSE stained sg*Pik3cg*-NV, sg*Pik3cg*-DGA-NV, or sg*Pik3cg*-DHP/DGA-NV treated with either PBS at pH 7.4 or pH 6.5 in 0.5 mL DMEM medium, was introduced into the wells. After incubation at 37 °C for 3 h, the medium containing NVs was removed, and M2-BMDMs were washed twice with PBS before fresh medium was added. Uptake efficiency was examined using a ZEISS confocal microscope (ZEISS LSM 980, Oberkochen, Germany), a flow cytometer (Thermo Fisher Attune, Waltham, MA, USA), and the fluorescence intensity of the treated cell lysate was quantified using a microplate reader (Thermo Fisher, Em: 488 nm; Ex: 530 nm). To investigate the role of MGL-mediated endocytosis in the uptake of DGA-labeled NVs, potential competitors such as GalNAc or GlcNAc (100 mmol/L) were pre-incubated with BMDMs for 1 h prior to adding NVs. Moreover, BMDMs were transfected with siRNA targeting *Mgl*1/2 for 48 h before the addition of NVs.

To investigate the subcellular localization of NVs in M2-BMDMs, CFSE-labeled DHP/DGA-NVs were incubated with M2-BMDMs for 3 h. Subsequently, the cells were stained with LysoTracker Red (Beyotime Biotechnology, Shanghai, China) to visualize lysosomal escape, and observations were made using a ZEISS confocal microscope. The co-localization of NVs and lysosomes was analyzed using ImageJ Software. To assess the nuclear import of Cas9 protein, immunofluorescence staining and western blotting assays were conducted. Additionally, the presence of nuclear sgRNA, total sgRNA, and CpG-rich DNA sequences in M2-BMDMs, brought in by NVs, was characterized 12 h (except CpG-rich DNA sequences for 3 h), after the addition of NVs using PCR amplification and agarose gel electrophoresis. The information of primers and antibodies used was shown in Supplementary Data 10–11.

### Cell treatments

To examine the effects of NVs, 1.5 × 10^6^ M2-BMDMs were seeded in 6-well plates and allowed to incubate for 24 h prior to the addition of sg*Pik3cg*-DHP/DGA-NVs. These NVs were pre-treated with pH 6.5 PBS, and then were introduced to BMDMs for 6 h, followed by the incubation with fresh medium for 42 h. In certain experimental conditions, M2-BMDMs were treated with ODN1826 (a classical mouse TLR9 agonist, final concentration: 10 μmol/L) and IPI549 (a PI3Kγ inhibitor, final concentration: 1 μmol/L) for 48 h. To further investigate the role of NVs encapsulated CpG-rich DNA sequences in macrophage repolarization, 10 μmol/L ODN2088 (a TLR9 inhibitor) was added to BMDMs 30 min prior to NVs treatment and co-incubated for 48 h. A T7E1 assay was conducted to examine gene-editing efficiency, and next-generation sequencing (NGS) was performed to evaluate induced indel patterns. Western blotting was utilized to determine the protein levels of molecules related to the PI3Kγ and TLR9 pathways. The phenotype of BMDMs was characterized by quantifying mRNA levels of M1/M2 markers (iNOS and Arg1), performing ELISA assays for cytokines, and analyzing M1/M2 markers (CD86 and CD206) using flow cytometry. Detailed methods are provided in the supplementary information.

To assess the persistence of the genome editing system in macrophages, a conditioned medium (CM) was prepared using 4T1 cells. These cells were cultured in serum-free 1640 medium for 24 h, and the resulting supernatant was filtered through a 0.22 μm membrane filter to create the 4T1 cell-CM. Next, 1.5 × 10^6^ BMDMs in 6-well plates were treated with 1.8 × 10^9^ sg*Pik3cg*-DHP/DGA-NVs for 6 h and further cultured in fresh DMEM medium for an additional 18 h. Subsequently, the BMDMs were exposed to 4T1 cell-CM for 24 h. Additionally, another group of BMDMs was treated with 1 μmol/L IPI549 for 24 h, followed by the addition of 4T1 cell-CM containing an equivalent concentration of IPI549 for another 24 h. Finally, the collected macrophages were analyzed for phenotype using RT-qPCR and flow cytometry.

### Biodistribution assay of NVs in mouse tumor models

To establish the most effective dosing strategy for NVs in mouse tumor models, we initially conducted a series of preliminary tests with varied doses and schedules. The optimal regimen was determined to 1 × 10^10^ NVs per mouse, administered bi-daily. This specific dosage and frequency were found to maximize targeting efficiency and gene-editing capability in TAMs. In exploring the biodistribution of NVs within these models, we injected 4T1 tumor-bearing mice intravenously via the tail vein with 100 μL of PBS containing 1 × 10^10^ Cy5-labeled sg*Pik3cg*-NVs, sg*Pik3cg*-DGA-NVs, or sg*Pik3cg*-DHP/DGA-NVs. For control purposes, a group of mice received only PBS. To monitor in vivo distribution following repeated doses, the aforementioned Cy5-labeled sg*Pik3cg*-DHP/DGA-NVs were administered every two days. The IVIS Spectrum system (PerkinElmer) was then employed to capture images of mice and their organs at specified time points. Tumor tissues, other organs and blood were collected for immunofluorescence staining, quantification of fluorescence intensity, and flow cytometry. Additionally, we isolated TAMs to assess gene-editing efficiency at different time points. For detailed methods, please refer to the supplementary information.

### Anti-tumor activity of sg*Pik3cg*-DHP/DGA-NVs

Tumor-bearing mice were randomly assigned to receive 100 μL PBS containing 1 × 10^10^ different type of NVs (sg*Pik3cg*-NVs, sg*Pik3cg*-DHP/DGA-NVs, and sgControl-DHP/DGA-NVs) via tail vein injection every two days. Alternatively, they received IPI549 solution by oral gavage once a day at 15 mg/kg, starting on day 4 after tumor cell inoculation. In some cases, mice were co-treated with other reagents: 1) ODN2088 or its corresponding control (50 μg per mice every two days), 2) anti-TNF-α antibody (500 μg per mouse every two days), 3) anti-CD8α antibody (100 μg per mouse every 3 days), 4) anti-PD-1 antibody (250 μg per mouse every 3 days) via intraperitoneal injection. The relative tumor volume (RTV) = (tumor volume on measured day)/(tumor volume on day 0). TGI ratio was calculated as following described: TGI (%) = [1 − (RTV of the treated group)/(RTV of the control group)] × 100 (%)^52^. Tumor volume was calculated using the formula: (length × width^2^)/2. Tumor tissues were excised, weighed, and used for H&E staining, immunopathological staining, RT-qPCR assay, transcriptome sequencing, and ELISA assay on day 16 for the 4T1 animal model and day 19 for the MC38 animal model after tumor cell inoculation. Tumor and peripheral blood leukocytes were harvested for flow cytometry. TAMs were purified for ELISA assay and western blotting analysis. Body weight change during treatment, biochemical indicator assay (Jiancheng Bioengineering, Nanjing, China), and histological examination were performed to evaluate the in vivo safety of NVs. Detailed methods are provided in the supplementary information.

### Statistical analysis

Results are expressed as the Mean ± SD. Data were processed in GraphPad Prism 8 software (GraphPad Software Inc. La Jolla, CA, USA) by two-tailed Student’s t-test, Mann-Whitney test, one-way ANOVA, two-way ANOVA or Kruskal-Wallis test. Survival rates were analyzed using a survival curve with the Log-rank (Mantel-Cox) test. The exact sample size and statistical test for each experiment are outlined in the corresponding figure legends. Statistical significance was considered when *P* < 0.05, and “ns” indicates no significance.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

### Source data

Source Data

## Data Availability

The next-generation sequencing data generated in this study have been deposited in the Sequence Read Archive (SRA) repository under accession code PRJNA1018426. RNA sequencing data are available in the Gene Expression Omnibus (GEO)/NCBI public database under accession code GSE243428. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the iProX partner repository with the dataset identifier PXD045507^53,54^. The obtained data of mass spectrometry proteomics was processed and then searched using the integrated Andromeda search engine against the UniProt database for *E. coli* BL21 (DE3) [https://www.uniprot.org/uniprotkb?facets=reviewed%3Afalse&query=BL21%28DE3%29&view=cards]. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided in this paper. Source data are provided with this paper.

# Supplementary material for: Bacterial protoplast-derived nanovesicles carrying CRISPR-Cas9 tools re-educate tumor-associated macrophages for enhanced cancer immunotherapy
**Source:** Nat Commun. 2024 Jan 31;15:950. doi: 10.1038/s41467-024-44941-9
**Supplement:** Supplementary file 1 — Supplementary Information

# **Bacterial Protoplast-Derived Nanovesicles Carrying CRISPR Cas9 Tools Re-educate Tumor-Associated Macrophages for Enhanced Cancer Immunotherapy**

**Mingming Zhao<sup>1#</sup>, Xiaohui Cheng<sup>1#</sup>, Pingwen Shao<sup>1</sup>, Yao Dong<sup>1</sup>, Yongjie Wu<sup>1</sup>, Lin Xiao<sup>1</sup>, Zhiying Cui<sup>1</sup>, Xuedi Sun<sup>1</sup>, Chuancheng Gao<sup>1</sup>, Jiangning Chen<sup>1,2\*</sup>, Zhen Huang<sup>1\*</sup>, Junfeng Zhang<sup>1\*</sup>**

**#The authors contributed equally:** Mingming Zhao and Xiaohui Cheng

## Supplementary methods

### Synthesis of DSPE-hydrazone-mPEG<sub>2000</sub> (DHP)

For the synthesis of DHP, mPEG<sub>2000</sub>-Ph-CHO was synthesized according to a previous report (yield ratio: 90%)<sup>1</sup>. The reaction intermediate (oxalic hydrazide) required for DHP synthesis was obtained as previously described<sup>2</sup>. Briefly, 445 mg oxamic acid which was dissolved in 30 mL ddH<sub>2</sub>O, and 2.5 mL 10% hydrazine hydrate was stirred overnight at room temperature, and then the solvent was evaporated under reduced pressure to obtain oxalic hydrazide (yield ratio: 91%).

1 g mPEG<sub>2000</sub>-Ph-CHO and oxalic hydrazide (48.4 mg) were dissolved in 10 mL ethanol and stirred for 6 h and then the solvent was removed by rotary evaporation under reduced pressure. The sediment was dissolved in 10 mL distilled water and then filtrated. The filtrate was extracted with dichloromethane (DCM) (10 mL×3), concentrated under reduced pressure, and poured into the ice-cold ether for precipitation. mPEG<sub>2000</sub>-hydrazone-COOH was obtained by filtration and further dried under vacuum for 24 h (yield ratio: 90%). Then, 200 mg mPEG<sub>2000</sub>-hydrazone-COOH was dissolved in 5 mL dimethylformamide (DMF). 2 mL chloroform containing 1,2-distearoyl-sn-glycero-3-phosphorylethanolamine (DSPE) (66.28 mg), 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide (EDC) (27.57 mg), and 4-(dimethylamino) pyridine (DMAP) (1.0 mg) was added and reacted at 40°C for 12 h and then concentrated under reduced pressure and poured into ice ether for precipitation. The precipitate was first vacuum-dried and then redissolved in ethanol. It was subsequently dialyzed in double-distilled water using a membrane with a 2kDa molecular weight cutoff for 48 h. The sample underwent lyophilization afterwards, resulting in a 92% yield ratio of DHP. To determine its structure, DHP was analyzed using a <sup>1</sup>H NMR spectrometer (Bruker AVANCE III HD, Billerica, MA, USA). The <sup>1</sup>H NMR spectrum of DHP (400 MHz, DMSO) revealed the following chemical shifts:  $\delta$  11.37 (br, 1H), 8.44 (br, 1H), 7.98 (m, 3H), 7.76 (m, 2H), 5.60 (m, 1H), 4.74 (m, 2H), 4.55 (m, 2H), 4.30 (m, 2H), 4.00 (m, 2H), 3.68 (m, 2H), 3.51 (m, -CH<sub>2</sub> of PEG), 3.42 (m, 2H), 3.36 (m, 2H), 3.24 (s, 3H), 1.40 (m, 4H), 1.23 (m, -CH<sub>2</sub> of DSPE), 0.85 (t, 6H). <sup>13</sup>C NMR (CDCl<sub>3</sub>, 101 MHz)  $\delta$  173.51, 173.13, 173.05, 171.54, 144.67, 135.92, 128.71, 127.94, 127.12, 72.72, 71.96, 70.59, 70.27, 64.16, 62.53, 61.72, 59.10, 45.78, 34.32, 34.14, 31.98, 29.77, 29.72, 29.58, 29.42, 29.20, 24.92, 22.75, 14.19. In the FT-IR spectrum, the bound assignments of DHP were described below: 1103 cm<sup>-1</sup>, C-O of PEG<sub>2000</sub>, stretching vibration; 1464 cm<sup>-1</sup>, CH<sub>2</sub> bending vibration; 1647 cm<sup>-1</sup>, C=O, stretching

vibration (amide); 1736  $\text{cm}^{-1}$ , C=O, stretching vibration (ester); 2916  $\text{cm}^{-1}$ , 2882  $\text{cm}^{-1}$ , C-H, stretching vibration; 3433  $\text{cm}^{-1}$ , N-H stretching vibration.

Rhodamine B labeled DHP (RhB-DHP) was synthesized as following described. 3 g Boc-NH-PEG<sub>2000</sub>-NH<sub>2</sub> was dissolved in 10 mL DMF, and then Rhodamine B (0.68 g), EDC (0.44 g) and DMAP (0.017 g) were added. The mixture was stirred overnight at room temperature, concentrated by rotary evaporation and precipitated with ice-cold ether. RhB-PEG<sub>2000</sub>-NH-Boc was collected via filtration and further dried under vacuum for 24 h (yield ratio: 90%). 6 mL DCM containing 2 g RhB-PEG<sub>2000</sub>-NH-Boc and 2 mL trifluoroacetic acid was mixed. The reaction was kept in an ice bath with magnetic stirring for 1 h. The reactant was washed with distilled water for 3 times and dried with anhydrous sodium sulfate. The separation steps of RhB-PEG<sub>2000</sub>-NH<sub>2</sub> from reactant were the same as the previous steps of RhB-PEG<sub>2000</sub>-NH-Boc. The product yield of the reaction is 92 %. 2 g RhB-PEG<sub>2000</sub>-NH<sub>2</sub> dissolved in 10 mL DCM, and 2 mL DMF solution containing 1,4-carboxybenzaldehyde (0.14 g), N, N'-dicyclohexylcarbodiimide (DCC) (0.33 g), and DMAP (0.098 g) was added and reacted at room temperature for 24 h. The solvent was removed by rotary evaporation under reduced pressure. RhB-PEG<sub>2000</sub>-Ph-CHO was obtained from the sediment according to the separation protocols of mPEG<sub>2000</sub>-hydrazone-COOH. The product yield of the reaction is 90%. The following procedure to obtain the final product RhB-PEG<sub>2000</sub>-hydrazone-DSPE referred to the synthesis protocols of mPEG<sub>2000</sub>-hyd-DSPE. The fluorescence spectra of RhB-labeled DHP were scanned by a micro plate reader (Thermo Fisher, Waltham, MA, USA) to ensure the successful conjugation of the fluorescent probe to DHP.

### **Synthesis of DSPE-galactose (DGA)**

DGA was synthesized via one-step reaction<sup>3</sup>. Typically, 200 mg of 1,2-distearoyl-sn-glycero-3-phosphoethanolamine-N-Succinimidyl Ester was dissolved in 10 mL chloroform. Subsequently, a solution of 5 mL DMSO, containing 35.82 mg of galactosamine and 20.25 mg of triethylamine, was added. The mixture was stirred at room temperature for 6 h, after which it was poured into acetone to induce precipitation. The resulting precipitate was collected, vacuum-dried, and then redissolved in DMSO. It was then dialyzed against double distilled water for 48 h using a membrane with a 500 Da molecular weight cutoff, followed by lyophilization to obtain DGA with a 90% yield ratio. The <sup>1</sup>H NMR spectrum of DGA (400 MHz, CDCl<sub>3</sub>) showed chemical shifts at  $\delta$  7.58 (br, 2H), 5.26 (br, 4H), 4.70 (br, 1H), 4.41 (m, 2H), 4.18 (m, 2H), 4.02 (br,

3H), 3.76 (m, 4H), 3.50 (m, 4H), 2.30 (m, 8H), 1.63 (m, 8H), 1.29 (m, -CH<sub>2</sub> of N-succinimidyl DSPE), 0.92 (t, 6H). <sup>13</sup>C NMR (DMSO, 101 MHz) δ 173.26, 172.75, 91.64, 70.86, 70.13, 68.95, 67.41, 63.78, 63.50, 63.26, 62.84, 61.31, 50.96, 35.81, 34.11, 33.95, 31.84, 29.60, 29.27, 29.02, 28.69, 25.60, 24.96, 22.64, 14.44. In the FT-IR spectrum, the bound assignments of DGA were described below: 723 cm<sup>-1</sup>, -(CH<sub>2</sub>)<sub>n</sub>- of DSPE; 1051 cm<sup>-1</sup>, C-O stretching vibration; 1466 cm<sup>-1</sup>, CH<sub>2</sub> bending vibration; 1645 cm<sup>-1</sup>, C=O, stretching vibration (amide); 1742 cm<sup>-1</sup>, C=O, stretching vibration (ester); 2920 cm<sup>-1</sup>, 2851 cm<sup>-1</sup>, C-H, stretching vibration; 3314 cm<sup>-1</sup>, O-H, stretching vibration.

The Cy5.5-labeled DGA was synthesized according to following described. Briefly, 200 mg galactosamine was dissolved in 3 mL DMSO. Then, Cy5.5-NHS (1.0 g), and triethylamine (0.28 g) were added and reacted at room temperature for 5 h. The reaction solution was poured into ice ether for precipitation. The precipitate was collected by centrifugation, then acetone was used to wash it for 3 times, and Cy5.5-galactose was obtained by vacuum drying. The product yield was 85%. Then, 2 mL DMSO containing 100 mg Cy5.5-galactose, 12.0 mg succinic anhydride and 20.2 mg triethylamine was stirred at room temperature for 8 h. Then, Cy5.5-galactose-COOH was obtained from the reactant according to the separation protocols of Cy5.5-galactose (yield ratio: 89%). Finally, 50 mg DSPE was dissolved in 3 mL chloroform, and DMSO solution containing COOH-galactose-Cy5.5 (80.31 mg), EDC (15.63 mg), and DMAP (0.8 mg) was added and reacted at 40 °C for 8 h. The chloroform was removed by rotary evaporation under reduced pressure, then the sediment was dialyzed (molecular weight cut-off: 500) for 24 h in distilled water and lyophilized to obtain DSPE-galactose-Cy5.5 (yield ratio: 90%).

The FITC-labeled DGA was synthesized according to following described. Initially, 100 mg of lactose was dissolved in 5 mL of dimethylformamide (DMF). Then, Fmoc-L-Lys(Boc)-OH (0.2601 g), PyBOP (0.3466 g), and triethylamine (0.1123 g) were added and reacted at room temperature for 0.5 h. The reaction mixture was concentrated under reduced pressure. The reaction solution was poured into ice ether for precipitation. The precipitate was collected by centrifugation, then acetone was used to wash it for 3 times and Fmoc-L-Lys (Boc)-lactose was obtained via vacuum drying. Subsequently, 100 mg of Fmoc-L-Lys (Boc)-lactose was weighed and dissolved in a methanol-hydrochloric acid mixture (volume ratio 1:5). After a 0.5-hour reaction at room temperature, the solvent was removed under reduced pressure to yield Fmoc-L-Lys (NH<sub>2</sub>)-lactose. This product was then dissolved in 5 mL of DMF, and FITC (0.0705 g)

and triethylamine (0.0367 g) were added. The reaction was allowed to proceed for 0.5 h at room temperature. Following this, 2 mL of pyridine were introduced, and the mixture was stirred at room temperature for 1 hour. Subsequently, the reaction mixture was concentrated under reduced pressure. Ice-cold ether was used for precipitation, and the product was collected through filtration with a sand core funnel. The final step involved vacuum drying to obtain NH<sub>2</sub>-L-Lys (FITC)-lactose. 100 mg of NH<sub>2</sub>-L-Lys (FITC)-lactose was weighed and dissolved in 5 mL of DMF. DSPE-COOH (0.1189 g), PyBOP (0.0876 g), and triethylamine (0.0284 g) were then added until complete dissolution was achieved. After a 0.5-hour reaction period at room temperature, the reaction mixture was concentrated under reduced pressure. Ice-cold ether was used for precipitation, and the product was collected through filtration with a sand core funnel. The final step involved vacuum drying to obtain DSPE-L-Lys (FITC)-lactose. The fluorescence spectra of Cy5.5 or FITC-labeled DGA were scanned by a micro plate reader (Thermo Fisher) to ensure the successful conjugation of the fluorescent probe to DGA.

#### **Differential Scanning Calorimetry (DSC) analysis**

$7 \times 10^{10}$  sgPik3cg-NV and  $7 \times 10^{10}$  sgPik3cg-DHP/DGA-NV were resuspended in 50  $\mu$ L PBS. DHP or DGA was suspended in PBS to achieve a final concentration of 35 mg/mL and 20 mg/mL, respectively. 30  $\mu$ L of above-mentioned sample was transferred into a 40  $\mu$ L DSC aluminum pan and subjected to DSC analysis using a DSC1 (Mettler Toledo, Zurich, Switzerland). The scan rate employed was 5°C/min and the reference pan was filled with 30  $\mu$ L PBS.

#### **FRET**

Fluorescence resonance energy transfer (FRET) study was used to conduct the DHP and DGA decoration and pH-responsive bone cleavage of DHP. FITC-DGA and RhB-DHP were applied to prepare RhB-DHP/FITC-DGA-NV, RhB-DHP/DGA-NV and DHP/FITC-DGA-NV. The fluorescence spectra of different types of NV were screened by a microplate reader (Thermo Fisher). (Em:488 nm; Ex:500-700nm) for DHP/FITC-DGA-NV and RhB-DHP/FITC-DGA-NV. (Em:520 nm; Ex:550-700nm) for RhB-DHP/DGA-NV.

#### **Primary cell isolation and cell culture**

Bone marrow-derived macrophages (BMDM) were induced as previously reported<sup>4</sup>. Briefly, bone marrow cells were rinsed from the tibia and femora of C57BL/6J mice

and cultured in Dulbecco's modified Eagle medium (DMEM) (Life Technology, Grand Island, NY, USA) medium with 10% fetal bovine serum (FBS) (Life Technology) and 20 ng/mL macrophage colony-stimulating factor (M-CSF, PeproTech, Cranbury, NJ, USA) for 7 days. Then, BMDMs were treated with 40 ng/mL IL-4 (PeproTech) for 2 days for M2 polarization.

Tumor leukocytes were isolated as following described. Tumor tissue was first minced in cold PBS and resuspended in DMEM containing 0.1% collagenase IV (weight per volume) and 0.1% DNase I (weight per volume) for 15 min at 37 °C, smashed with gentle MACS Dissociator (Miltenyi, Bergisch-Gladbach, Germany), lysed with red blood cell lysis buffer and filtered through 70 µm Nylon cell strainers (Falcon, New York, NJ, USA) to obtain single-cell suspensions. Leukocytes were further isolated via gradient centrifugation using Mouse Tumor infiltrating Leukocyte Isolation Kit (Solarbio, Beijing, China). Splenic macrophages, tumor-associated macrophages (TAMs) and neutrophils were isolated from the tumor leukocytes using F4/80 micro beads and neutrophil isolation kit (Miltenyi). The remaining immune cell populations after F4/80 micro beads were also collected for T7E1 analysis. Tumor fibroblast, endothelial cells and tumor cells were isolated according to a previous report<sup>5</sup>. Hepatocytes, endothelial cells, macrophages and other immune cells from mouse liver were isolated as previously described<sup>6</sup>. Peripheral blood neutrophils were also sorted using magnetic beads (Miltenyi) and the remaining immune cells populations were also collected. 293T cells and RAW 264.7 cells were cultured in DMEM containing 10% FBS. 4T1 and MC38 cells were cultured in Roswell Park Memorial Institute medium (RPMI)-1640 containing 10% FBS. All cells were cultured in an incubator with a humidified atmosphere of 5% CO<sub>2</sub> at 37°C.

### **Plasmid Construction**

sgRNAs against *Pik3cg* gene were designed according to the online tools <https://zlab.bio/guide-design-resources>. 

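Pik3cg lies on the minus strand of mouse chromosome 12, from 32173473 to 32208659 in GRCm38. In the GENCODE annotation its main transcript has 11 exons and 5871 bases, and the start codon is at 32205984 to 32205986 in exon 2, which runs from 32203992 to 32205998. Each of the 3 sgRNA sequences of Supplementary Data 10 matched the sequence of this transcript exactly 1 time, inside the coding part of exon 2. The rest of the chromosome and of the genome was not searched for further matches. The selected sgRNA-1, GCGGGGCGTAACCAGACGG (19 bases), matches the plus strand from 32205435 to 32205453, antisense to the gene, and is followed by CGG, the motif Cas9 of S. pyogenes needs. Its surroundings on that strand, with 20 bases on each side, read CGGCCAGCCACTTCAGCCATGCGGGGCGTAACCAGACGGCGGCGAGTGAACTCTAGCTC. A Cas9 cut 3 bases from the motif falls between 32205450 and 32205451, in codon 179 of the 3306 coding bases before the stop codon. The sgRNA-2, GAGGTTTGGACGTTACCCAA, matches the plus strand from 32205368 to 32205387 (next bases GGG), with its cut in codon 201. The sgRNA-3, GAGCCCTGGCCAGATCCACG, matches the minus strand from 32205578 to 32205597 (next bases TGG), with its cut in codon 136. The primers listed for screening enclose an amplicon of 843 bases from 32204992 to 32205834 that holds all 3 sites. The reference is not of the strain of the 4T1 mice, and variants of BALB/c mice at these sites were not analysed here.

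**Figure D3:**
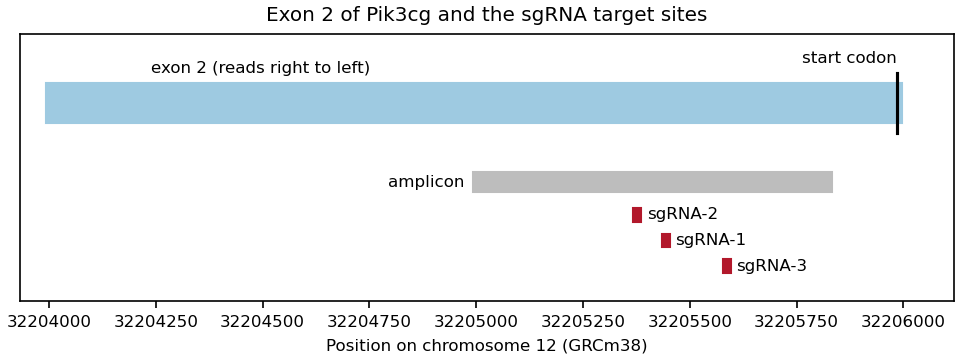
Exon 2 of Pik3cg on chromosome 12 of GRCm38 (x axis, position in bases), drawn to scale with the start codon, the screening amplicon and the 3 sgRNA target sites. The gene reads from right to left, and all 3 sites lie inside the amplicon, between 32205368 and 32205597.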

Synthesized sgRNAs (Sangon Biotech, Shanghai, China) were cloned into the plasmid vector (pSpCas9(BB)-2A-GFP, PX458, #48138, Addgene, Watertown, MA, USA). To screen the gene editing efficiency, plasmid vectors carrying different sgRNA sequences were transfected into RAW 264.7 cells using Lipofectamine 2000 (Life Technology) and genomic DNA was extracted for T7 Endonuclease I (T7E1) assay. Then, the selected sgRNA sequence-1# with the highest editing efficiency against *Pik3cg* gene or corresponding control sgRNA sequence was inserted into bacterial expression vector BPK764 (#65767, Addgene).

### **Component analyze of *E. coli* protoplast-derived nanovesicles (NVs)**

To analyze the nucleotide content in NVs, DNA and RNA were isolated from *E. coli* and NVs using a Genomic DNA Extraction kit (TIANGEN, Beijing, China) and TRIzol reagent (Thermo Fisher) according to the manufacturer's instructions, respectively. Then, the DNA and RNA were examined by LabChip GX (PerkinElmer, Waltham, MA, USA) and Agilent 2100 Bioanalyzer (Santa Clara, CA, USA).

Total protein of *E. coli*, *E. coli* protoplast, outer membrane vesicles (OMVs) and *E. coli* protoplast-derived NVs was extracted using RIPA Lysis Buffer containing 1% protease inhibitor cocktail, followed by ultrasound sonication on ice. Each sample, containing 100 µg of protein, was then subjected to LC-MS analysis on a Shimadzu UFLC 20ADXR HPLC system, connected in line with an AB Sciex 5600 Triple TOF mass spectrometer (AB SCIEX, Waltham, MA, USA). The obtained data were processed with MaxQuant (v. 1.6.7.0) and searched using the integrated Andromeda search engine against the UniProt database for *E. coli* BL21 (DE3) (<https://www.uniprot.org/uniprotkb?facets=reviewed%3Afalse&query=BL21%28DE3%29&view=cards>, downloaded on 23 September 2022). The iBAQ protein intensity, as outlined in the literature<sup>7, 8</sup>, was used to rank the abundance of distinct proteins within group. The top 200 proteins with the highest iBAQ values were classified by subcellular localization using Psortdb (<https://db.psort.org/>). COG analysis was conducted on the top 200 abundant proteins of *sgPik3cg*-DHP/DGA-NV to determine their functional categories (<http://eggnog-mapper.embl.de/>). The comparison of outer membrane and periplasmic proteins between *E.coli*-OMV and *sgPik3cg*-DHP/DGA-NV was performed by taking the logarithm of protein LFQ intensity values, represented by a normalized intensity profile generated using a specific algorithm<sup>9</sup>. Protein LFQ intensities were log2-transformed before heat mapping to reduce distributional skew and to give approximate normality, as previously reported<sup>10</sup>.

### **The screen and identification of NVs encapsulated CpG-rich DNA sequences**

Bioinformatics analysis was performed to screen the CpG-rich sequences in *E. coli* genome via the cpgplot program of EMBOSS based on the following criterion: the length was more than 800 base pairs and the ratio of C/G base was higher than 60%<sup>11</sup>. Genomic DNA was extracted from *E. coli* and nanovesicles by using a Genomic DNA Extraction Kit (TIANGEN) and used for PCR amplification of two CpG-rich DNA sequences which contain most type 1 motifs (CpG-rich sequence-9# and CpG-rich sequence-13#). The immunostimulatory effects of the PCR amplicons of CpG-rich

sequences localized in *E. coli* DNA, *E. coli* DNA, *E. coli* protoplast-derived NVs encapsulated DNA were evaluated in BMDMs by examining TNF- $\alpha$  levels.

#### **ELISA assays.**

Whole MC38 and 4T1 tumors were homogenized in cold PBS using a rotor stator (5 mm beads, 60 s  $\times$  2 replications at 60 Hz, TissueLyser-24, Jingxin Industrial Development Co., Ltd., Shanghai, China) and then centrifuged at 12,000 rpm for 10 minutes at 4 °C to obtain the supernatants. TAMs isolated from MC38 and 4T1 tumors were lysed and the protein concentrations of lysate were determined using a BCA protein assay (Sangon Biotech). The supernatant of 4T1 cell and BMDMs with different treatments were collected. The levels of cytokines were determined using ELISA kits (Thermo Fisher) following the manufacturer's instructions and further normalized to total volume (supernatants) or mg total protein (lysates).

#### **Tissue distribution assay of NVs in 4T1 tumor bearing mice**

For a single administration of  $1 \times 10^{10}$  Cy5-labeled NVs, the plasma from mice after NVs injection were collected at indicated time points (1 min, 3 min, 30 min, 1 h, 3 h and 6 h). Tumor tissue and different organs were harvested. 100 mg of different tissue was mixed with 500  $\mu$ L of PBS, used for the preparation of tissue homogenate, followed by centrifugation at 12,000 rpm for 10 minutes. The plasma and the supernatant were collected for the measurement of fluorescence intensity (Em: 644 nm; Ex: 665 nm). For repeated administration of NVs, mice were given with  $1 \times 10^{10}$  Cy5-labeled sgPik3cg-DHP/DGA-NVs every two days via tail vein injection and were photographed by the IVIS spectrum system (PerkinElmer) and quantified. Blood samples were collected at indicated time points (1 h, 3 h, 6 h, 12h, 48 h) of each dosing cycle. The tumor tissues and plasma were used to determine fluorescence intensity. TAMs were also isolated for flow cytometry and gene-editing efficiency by T7E1 assay.

#### **Luciferase reporter assay**

Luciferase reporter assay was applied to check whether the immunostimulatory effect of NVs was dependent on the TLR9 signaling pathway. TLR9 overexpression plasmid (pECMV-Tlr9-m-FLAG), NF- $\kappa$ B reporter plasmid (pNF $\kappa$ B-TA-luc) and  $\beta$ -gal reference plasmid (pCMV- $\beta$ -gal) were simultaneously transfected into 293T cells via Lipofectamine 2000 (Thermo Fisher). 24 h after transfection, 293T cells were treated with NVs for another 6 h. Under some circumstances, ODN2088 (TLR9 inhibitor, final concentration: 10  $\mu$ M) and ODN1826 (TLR9 agonist, final concentration: 10  $\mu$ M) were also added before NVs incubation or alone, respectively. Then, cells were lysed to

examine luciferase activity 24 h post to the addition of NVs. The  $\beta$ -gal assay was conducted for normalization.

### **PI3 kinase assay**

sg*Pik3cg*-DHP/DGA-NV treated BMDMs or isolated TAMs were lysed in 100  $\mu$ L lysis buffer (50 mM Tris pH 7.4, 40 mM NaCl, 1 mM EDTA, 0.5% Triton, 1.5 mM Na<sub>3</sub>VO<sub>4</sub>, 50 mM NaF, 10mM sodium pyrophosphate) with proteinase inhibitor (Roche, Vienna, Austria) on ice for 10 min. The protein concentration of lysis determined by BCA method. PI3 kinase activity was measured using PI3 kinase activity ELISA kit (K-1000s, Echelon Biosciences, Salt Lake City, UT, USA) according to the manufacture's protocol.

### **T7E1 assay and next-generation sequencing (NGS) for indels**

Genomic DNA from BMDMs, TAMs and other cell populations from different organs with *E. coli* protoplast-derived NVs treatment were extracted following the manufacturer's instruction (TIANGEN). The genomic regions covering the nuclease target sites were amplified with specific primers. To examine the off-target effect of NVs, CRISPOR program (<http://crispor.tefor.net/>) was applied to screen nine potential sites matching the on-target gene in high similarity which may induce off-target effects, corresponding primers were also used for PCR amplification. PCR products of *Pik3cg* locus purified by gel extraction were further used for NGS by Sangon Biotech and T7E1 assay. 500 ng amplicons were denatured by heating and annealed to form heteroduplex DNA. The samples were further incubated with T7E1 (NEB, Ipswich, MA, USA) for 30 min at 37°C and analyzed by 2% agarose gel electrophoresis to determine the efficiency of genome targeting. Mutation frequencies were calculated based on the band intensities using Image J software and the following equation: mutation frequency (%) =  $100 \times [1 - (1 - \text{fraction cleaved})^{1/2}]$ .

### **PCR assay**

Total RNA from *E. coli*, protoplast-derived NVs, BMDMs, and primary TAMs was isolated using TRIzol Reagent and reverse-transcribed into cDNA using the cDNA reverse transcription kit (Vazyme Biotech, Nanjing, China). The relative mRNA levels of genes were examined by qRT-PCR assay by StepOne™ Real-Time PCR System (Thermo Fisher).  $\beta$ -actin was used as an internal control. To examine the nuclear-entering efficiency of sgRNA, nuclear components from BMDMs treated with NVs were extracted with a nuclear extraction kit (Solarbio) as the manufacturer suggested. The existence of sgRNA in the total cell and nucleus in macrophages was determined by PCR and following agarose gel electrophoresis.  $\beta$ -actin was used as an internal

control for total RNA and U6 was used as the internal control for nuclear RNA. For the detection of sgRNA and CpG-rich sequences in *E. coli* and protoplast-derived NVs, PCR and agarose gel electrophoresis were performed and 16sRNA was used as the internal control. The absolute quantitative of sgRNA in *E. coli* and *E. coli* protoplast-derived NVs were analyzed by qRT-PCR. Standard curves were determined from the CT values of serial diluted sgRNA, which was synthesized by Genescript (Shanghai, China). According to the standard curves, the absolute copy numbers of sgRNA were calculated. The primer sequences are shown in Supplementary Data 10.

### **Transcriptome sequencing and bioinformatic analysis**

Total RNA was extracted from the 4T1 tumor tissues of mice with sg*Pik3cg*-DHP/DGA-NVs or PBS treatment using TRIzol reagent according to the manufacturer's protocol. To avoid the contamination of genomic DNA, RNA samples were treated with RNase-free DNase. The following cDNA library construction and high-throughput sequencing was performed by Novogene (Beijing, China). Differentially expressed genes (DEGs) were identified by the following criteria: fold change  $\geq 1.5$  and *P* value  $< 0.05$ .

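The criteria leave open how the p-value is made. The heading of Supplementary Data 6 names an unpaired two-tailed test of Student, while its columns (logFC, AveExpr, P.Value, adj.P.Val, B) are those that limma writes. With the ordinary statistic per gene in place of limma's moderated one, 647 genes met the criteria (304 higher and 343 lower in the NV group), and 3 had an adjusted p under 0.05. These were Tbxas1, Morc3 and Pdcd11, with fold changes below the criteria, and they are named here because of that result. Testing only protein-coding genes gave 800 DEGs and 141 genes with an adjusted p under 0.05, and limma-voom on the recovered reads gave 982 and 104. A pseudocount of 1 gave 675 DEGs, and no filter on low values gave 1393.

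The log2 fold change followed the GC content of the genes, taken from the exons of the reference annotation for 14113 of the tested genes (94.4%). Spearman's rho between them was -0.50 across genes, which are not independent replicates, and 0.15 for gene length. From the genes poorest in GC (18.1% to 44.5%) to the richest (55.5% to 83.3%), in 5 equal groups, the median log2 fold change went from 0.20 to -0.28. The poorest group held 141 DEGs higher and 24 lower in the NV group, and the richest 22 higher and 269 lower. After a correction for GC content within each mouse, 675 genes met the criteria, 380 higher and 295 lower. Of the 511 lower DEGs with a GC value 247 were kept, and of the 396 higher DEGs 301. With the correction and the replicate block in the same fit, 651 genes met the criteria (355 higher and 296 lower).

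**Figure D4:**
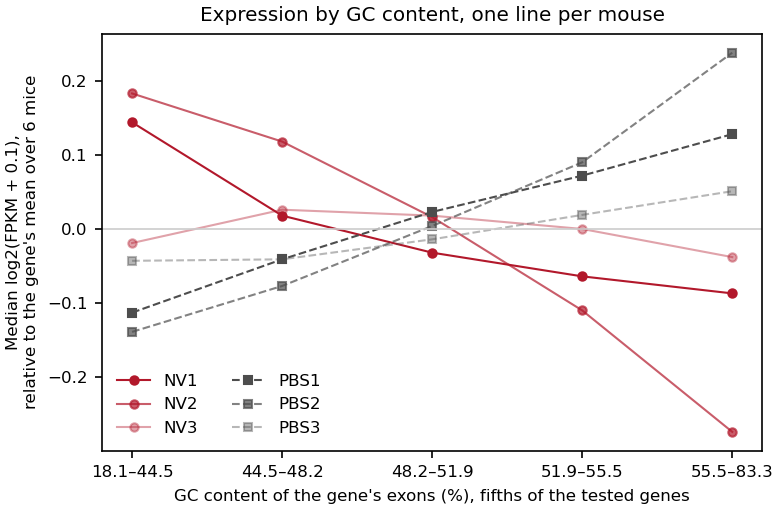
Median log2(FPKM + 0.1) of genes in 5 groups of equal size by GC content (x axis, percent), relative to each gene's mean over the 6 mice, with 1 line per mouse (solid for NV, dashed for PBS). NV mouse 2 falls from 0.18 to -0.27 and PBS mouse 2 rises from -0.14 to 0.24, while NV mouse 3 and PBS mouse 3 change least.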

To exploring the main biological functions of DEGs from sg*Pik3cg*-DHP/DGA-NVs treated tumor, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways was analyzed by KOBAS 3.0 software (<http://kobas.cbi.pku.edu.cn/kobas3/>). 

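KOBAS assigns each DEG to the KEGG pathways that contain it and asks, with the hypergeometric test named in Supplementary Data 8, whether a pathway holds more DEGs than a draw of the same size from all genes would. The result depends on which genes pass the DEG criteria and on the background of genes that could have passed them. KEGG membership was not used here. The Reactome collection of pathways was tested instead with camera, on the fold changes of all tested genes and without a list of DEGs. Of 825 Reactome sets with 10 to 500 tested genes, 30 had an adjusted p under 0.05, 11 of them higher and 19 lower in the NV group. With the replicate block there were 28, of which 10 were higher and 18 lower. The lower sets with the smallest p were collagen biosynthesis and modifying enzymes (32 genes, mean log2 fold change -0.47, adjusted p = 2.07e-08 by camera), collagen formation (42 genes, -0.41, with the same adjusted p) and assembly of collagen fibrils (27 genes, -0.44, adjusted p = 1.09e-06). Respiratory electron transport was lower by camera as well (68 genes, -0.33, adjusted p = 3.16e-04). Leaving out 1 mouse at a time gave from 13 to 52 such sets. Of the 10 ways to split the 6 mice into 3 and 3, 5 gave as many as 30 sets, the real one included. The split of NV mice 1 and 2 and PBS mouse 2 against the rest gave 156. The number of sets alone therefore does not set the treatment apart from other groupings of these mice.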

And *P* value  $< 0.05$  was considered significant. Gene set enrichment analysis (GSEA) software was provided from the institute of Massachusetts Technology, normalized enrichment score (NES) was to quantify enrichment magnitude and false discovery rate (FDR) was to quantify statistical significance.

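In GSEA all genes are ranked by their difference between the groups, and a running sum rises at each member of a gene set and falls at each other gene. The largest deviation of this sum, divided by its mean in permuted data, is the NES, so a positive NES means that members of the set gather among the genes higher in the treated group. Supplementary Data 9 names a permutation test and the FDR corrects for the number of sets. Ranking the tested genes by limma's moderated statistic and permuting genes with the fgsea program gave 59 Reactome sets with an adjusted p under 0.05 (23 higher and 36 lower in the NV group). A test of the same sets by camera that estimates the correlation between genes from the 6 mice gave 0, with 9 sets at an unadjusted p under 0.05.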

### **Flow Cytometry analysis**

Cell suspensions from the blood, spleen, liver, tumor tissues or cell lines were filtered through Nylon cell strainers (70  $\mu$ m, Falcon, USA), and red blood cells were lysed for primary cells suspensions. The cells were rinsed with PBS and further blocked with Fc-antibody diluting in PBS containing 1% BSA on ice for 10 min. For cell surface molecules staining,  $1 \times 10^6$  cells were incubated with corresponding fluorescence-labeled antibodies for 30 min on ice and then washed with 1% BSA. 7-AAD staining was used for distinguishing live and dead cells. For intracellular staining, tumor leukocytes were first blocked with Fc-antibody, stained with antibodies against with cell surface molecules, fixated and permeabilized with BD Cytofix/Cytoperm solution (BD Bioscience, San Jose, NJ, USA), and then stained with antibodies against IFN- $\gamma$ ,

ki67 and Granzyme B. For IFN- $\gamma$  staining, tumor leukocytes were firstly treated with Cell Activation Cocktail (with Brefeldin A) (Biolegend, San Diego, CA, USA) for 4 h before surface molecules staining. The Zombie Violet™ Fixable Viability Kit (Biolegend) was applied to distinguish live cells from dead cells. Flow cytometry was performed on an Attune NxT device (Thermo Fisher), and the data were analyzed with FlowJo v10.0 software (BD Biosciences, Ashland, OR, USA). The gating strategies used for flow cytometry analysis were shown in Supplementary Fig. 36-41. And the information of antibodies used was shown in Supplementary Data 11.

### **Western blotting assay**

*E. coli* protoplast-derived NVs, BMDMs, and primary TAMs were lysed in RIPA Lysis Buffer containing protease inhibitor cocktail (Sigma, St. Louis, MO, USA) at 1:100 dilution and phosphatase inhibitors (Beyotime Biotechnology, Shanghai, China) at 1:50 dilution on ice for 30 min. Additionally, nuclear proteins from BMDMs treated with NVs were extracted with a nuclear protein extraction kit (Beyotime Biotechnology, Shanghai, China) as the manufacturer suggested. For Cas9, the total protein was isolated by 8% glycine SDS-PAGE, and the other proteins were isolated by 10% glycine SDS-PAGE and then transferred to the PVDF membrane. Proteins were detected by incubation with primary antibodies, washed and incubated with goat anti-rabbit HRP secondary antibodies (Jackson ImmunoResearch, West Grove, PA, USA, 1:2000). Primary antibodies directed against Akt, p-Akt, p65, p-p65, IRAK4, C/EBP $\beta$ , p-CEBP $\beta$ , STAT1, p-STAT1, STAT3, p-STAT3, p-TAK1, PI3K $\gamma$  and TAK1 were from Cell Signaling Technology (Boston, MA, USA), p-IRAK4 was from Abcam (Cambridge, UK). Normalization was performed by blotting the same membranes with an antibody against GAPDH for the total protein, histone (H3) for a nuclear component in mammalian cells, or RecA for *E. coli* and NVs. The information of antibodies used was shown in Supplementary Data 11.

### **Immunopathological staining**

To observe the levels of macrophage galactose-type C-type lectin (MGL) expression and Cas9 protein nuclear import, M2-BMDMs and other cell lines were first fixed with 4% paraformaldehyde for 15 min, then treated with 0.3% Triton X-100 for 10 min (only for intracellular staining), blocked with PBS containing 3% BSA for 1 h and incubated with antibodies (MGL, F4/80 and Cas9) at 4 °C overnight. Corresponding fluorescence-labeled secondary antibodies were applied at room temperature for 45 min, followed by nuclear DAPI staining.

To examine MGL expression and phenotype identification of TAMs, TAM targeting ability of *sgPik3cg*-DHP/DGA-NVs, and the phenotype identification of TAMs, cells or frozen tumor sections were stained with primary antibodies (F4/80, MGL, CD86, CD206) at 4 °C for 12 h followed with fluorescence-labeled secondary antibodies and DAPI nuclear staining. Cells and sections were imaged via a confocal microscope (LSM980, ZEISS, Baden-Württemberg, Germany).

To detect the IL-12/TNF- $\alpha$ /IL-10/TGF- $\beta$ 1 levels in tumor tissues, paraffin tumor sections were deparaffinized and hydrated, then sections were boiled in citrate buffer for 10 min for epitope retrieval and blocked with 5% BSA for 1 h. Then, tumor slides were incubated with primary antibodies at 4 °C overnight followed by biotinylated-conjugated corresponding secondary antibodies at room temperature for 45 min, washed with PBS, reacted with Peroxidase-labeled Streptavidin and finally re-dyed with hematoxylin. Immunohistochemical sections were photographed using a forward microscope (Nikon DS-Ri2, Tokyo, Japan). All staining experiments were performed three times with different samples. To exclude the possibility of background staining, samples treated with secondary antibodies alone were used as negative controls. IHC staining images were scored using the semiquantitative immunoreactive score (IRS) system by ImageJ image analysis software. The intensity of immunostaining was given a score of 0–3 (0, negative; 1, weak; 2, moderate; 3, strong), and the cell percentage with positive staining cells was given a score of 1–4 (1, 0–25%; 2, 26–50%; 3, 51–75%; and 4, 76–100%). Multiplication of the intensity and the percentage of marker-positive cells resulted in an IRS ranging from 0 to 12 for each sample. The information of antibodies used was shown in Supplementary Data 11.

### **The bio-safety assay of NVs**

The determination of endotoxin content, CCK8, and hemolysis assay were performed to examine the toxicity of NVs. NVs were lysed by ultrasound sonication and the lysate were used to examine the endotoxin content (LPS) by ELISA kits (Fine Biotech, Wuhan, China) according to the manufacturer's instruction. The cell viability of BMDMs treated with different amounts of NVs for 24 h was examined by CCK8 (DOJINDO, Kumamoto, Japan).

The hemolysis assay was performed as following described. Briefly, the freshly obtained mouse red blood cells (w/v=2%) were incubated with different amounts of NVs at 37°C for 4 h. The red blood cells incubated in double distilled water and PBS were designated as the positive and negative control, respectively. Then, the supernatant

was collected by centrifugation (300×g, 10 min) and the absorbance was measured at 540 nm by the micro plate reader (Thermo Fisher). The following formula was used to calculate the level of hemolysis: hemolysis ratio (%) =  $(A_{\text{sample}} - A_{\text{PBS}}) / (A_{\text{water}} - A_{\text{PBS}}) \times 100\%$ .

To examine the immunostimulatory effect of NVs,  $1 \times 10^{10}$  different types of NVs (sg*Pik3cg*-NVs, sg*Pik3cg*-DHP/DGA-NVs, sgControl-DHP/DGA-NVs or *E. coli* derived OMVs) were intravenously injected into 4T1 tumor-bearing mice. The serum was collected at 2 h and 24 h after NVs injection for ELISA assay (IL-6 and TNF- $\alpha$ ). The whole blood was collected at 2 h and 24 h after NVs injection and the complete blood count test was conducted. Liver and spleen were also isolated, processed into cell suspensions, and analyzed using flow cytometry to assess changes in immune cell populations. Moreover, the survival rate of tumor bearing mice after NVs injection were calculated.

To examine the *in vivo* safety of NVs, the mice with NVs treatment were weighed every two days. The serum was collected for the measurement of ALT, AST, BUN, CR, and LDH by commercial kits (Jiancheng Bioengineering, Nanjing, China). Other organs (heart, liver, spleen, lung, and kidney) were harvested, sectioned, and stained with H&E for histological examination.

## Supplementary Figures

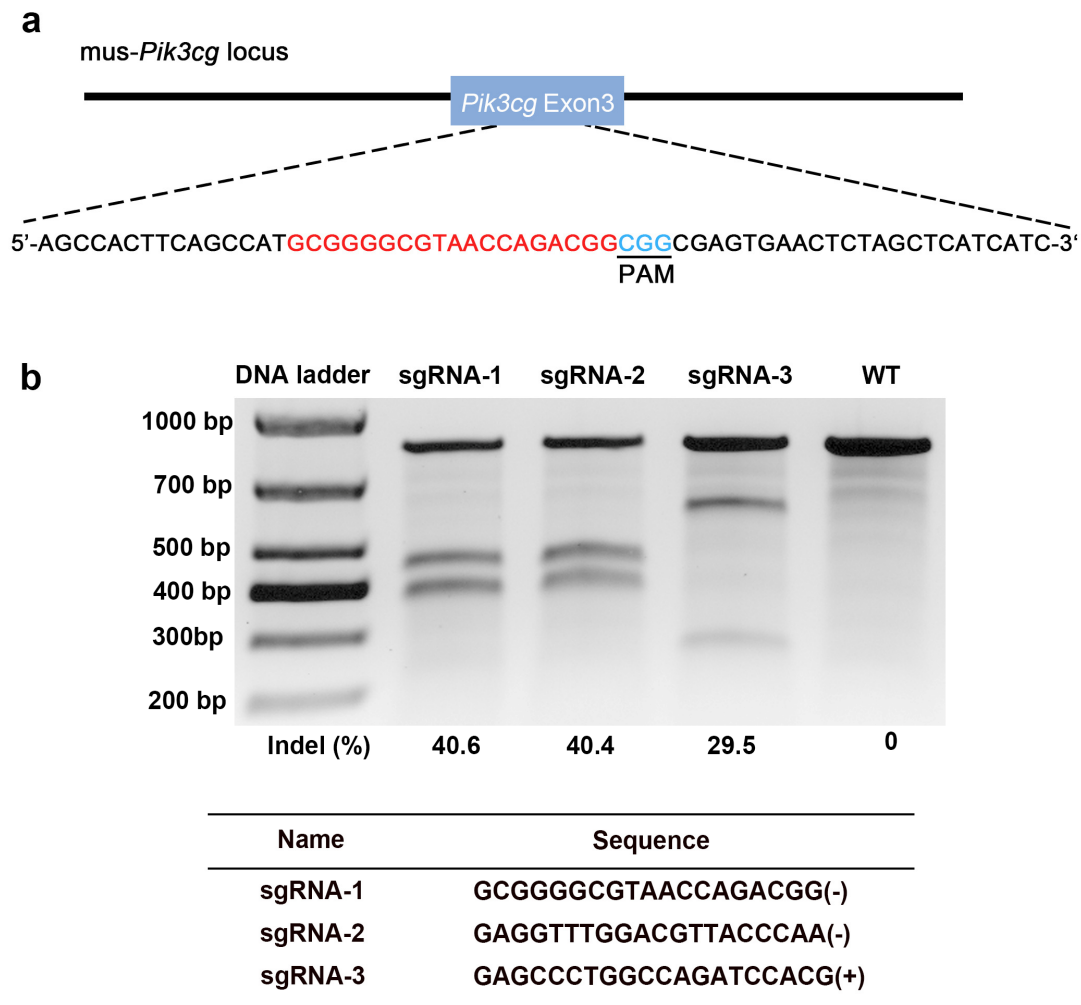

**Supplementary Fig. 1 Efficiency of CRISPR-Cas9 genome editing system for genome editing of *Pik3cg* examined by T7E1 analysis.** **a** Schematic representation of the sgRNA targeting site in *Pik3cg*-locus. **b** A total of  $5 \times 10^5$  RAW 264.7 cells were seeded in 6-well plates and transfected with 5  $\mu$ g plasmid vectors carrying potential sgRNA sequences. After 48 hours, T7E1 analysis was performed to assess indel formation in RAW 264.7 cells. (+) and (-) represent the sense strand and antisense strand of genomic DNA. The experiment was repeated three times independently with similar results. Source data are provided as a Source Data file.

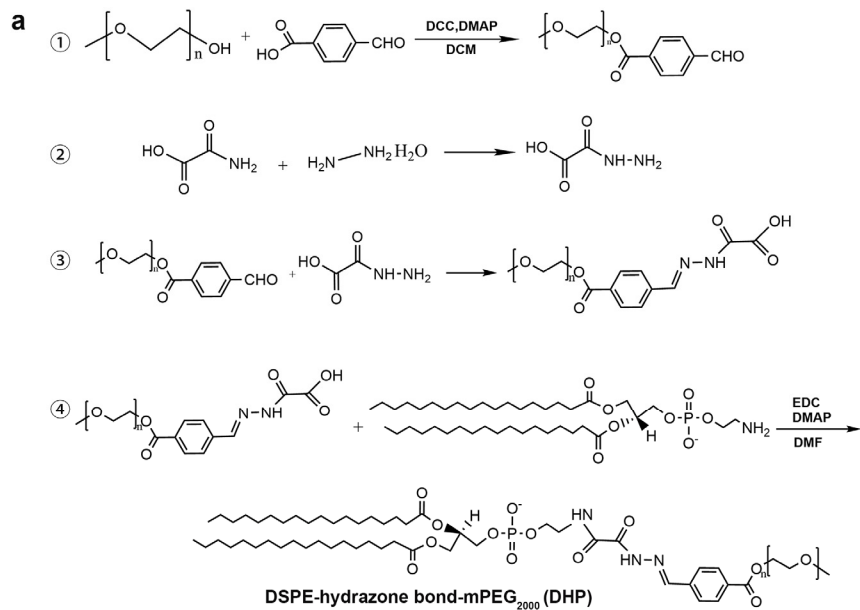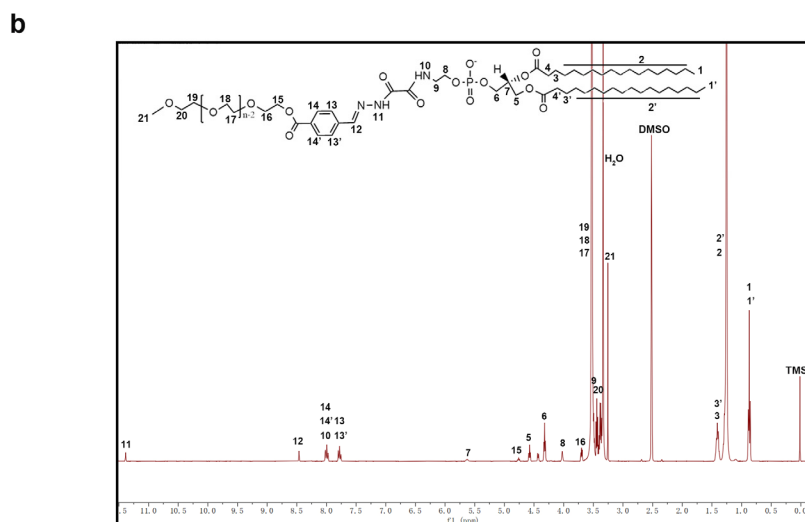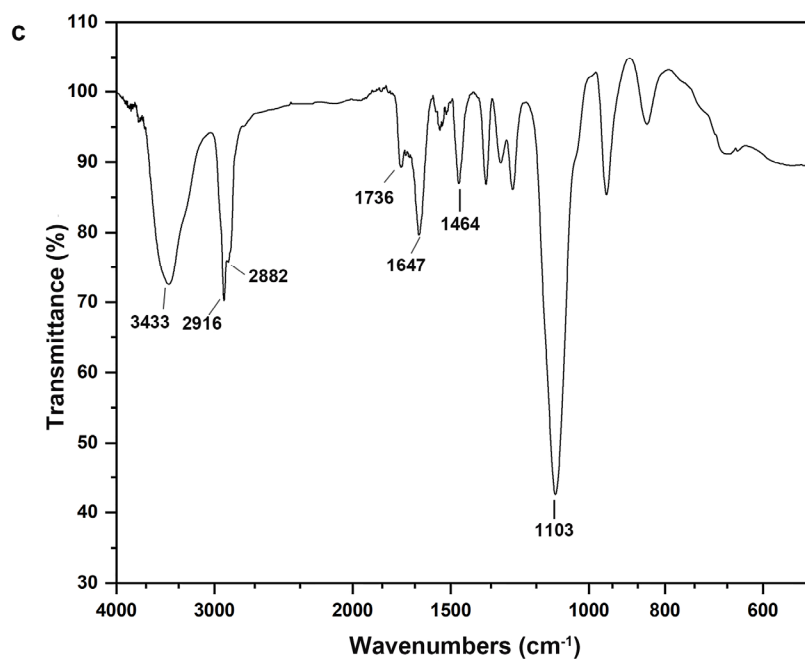

**Supplementary Fig. 2 Synthesis and characterization of DSPE-hydrazone bond-PEG<sub>2000</sub> (DHP).** **a** Schematic synthesis route of DHP. **b** <sup>1</sup>H NMR spectrum of DHP (400 MHz, DMSO). **c** FT-IR spectrum of DHP.

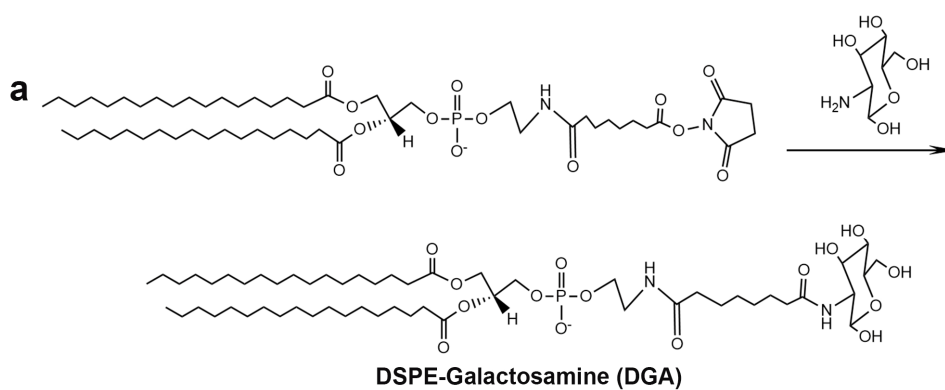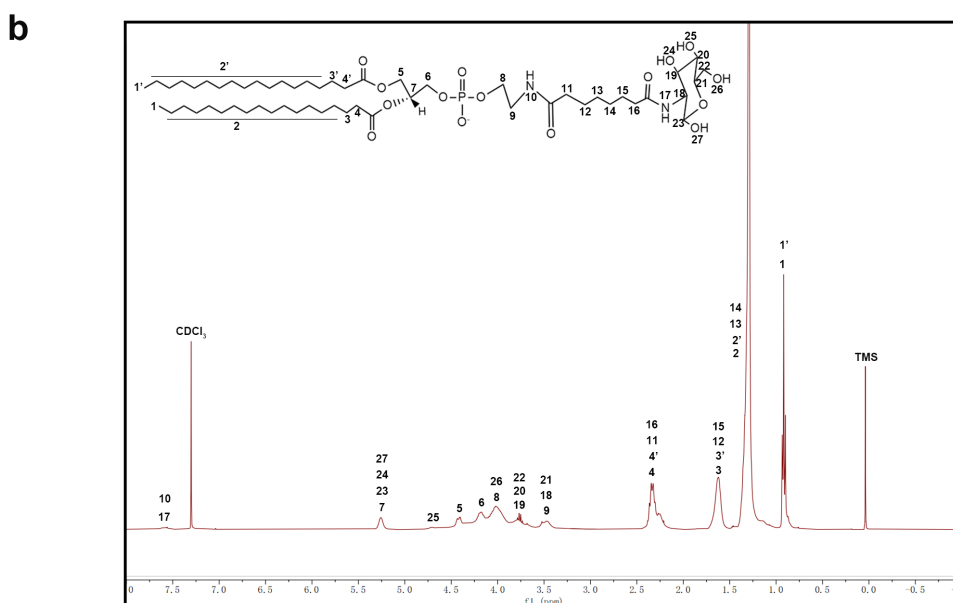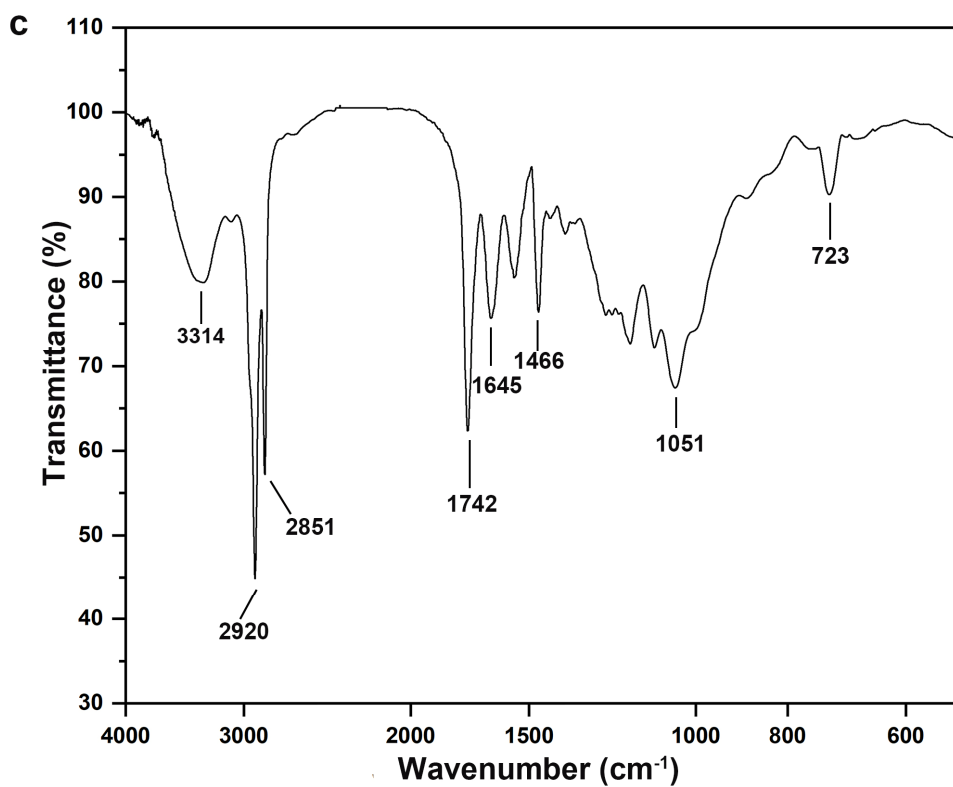

**Supplementary Fig. 3 Synthesis and characterization of DSPE-galactosamine (DGA).** **a** Schematic synthesis route of DGA. **b**  $^1\text{H}$  NMR spectrum of DGA (400 MHz,  $\text{CDCl}_3$ ). **c** FT-IR spectrum of DGA.

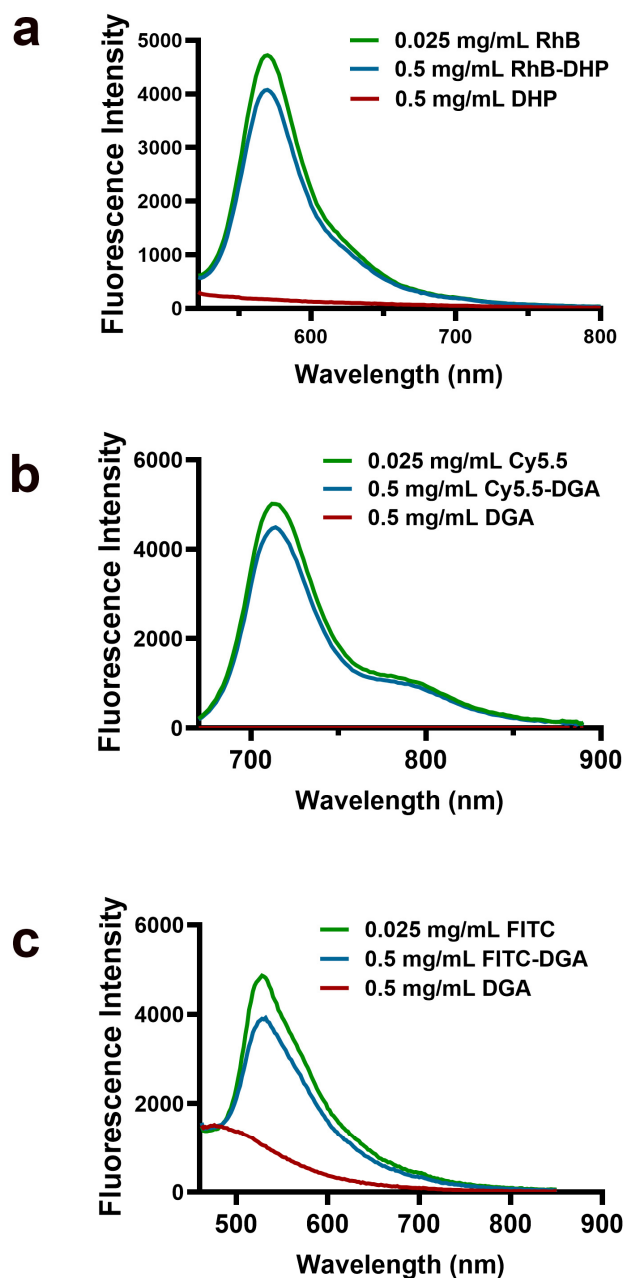

**Supplementary Fig. 4 Fluorescence spectra of fluorescence-labeled DHP and DGA.**

**a** Fluorescence spectra of 50  $\mu\text{g}$  of Rhodamine B (RhB)-labeled DHP in 100  $\mu\text{L}$  of  $\text{CHCl}_3$  with an emission wavelength ( $\text{Em}$ ) of 480 nm and an excitation range ( $\text{Ex}$ ) of 518-800 nm. **b** Fluorescence spectra of 50  $\mu\text{g}$  of Cy 5.5-labeled DGA in 100  $\mu\text{L}$  of  $\text{CHCl}_3$ , featuring an  $\text{Em}$  of 626 nm and an  $\text{Ex}$  range of 660-890 nm. **c** Fluorescence spectra of 50  $\mu\text{g}$  of FITC-labeled DGA in 100  $\mu\text{L}$  of  $\text{CHCl}_3$ , with an  $\text{Em}$  of 420 nm and an  $\text{Ex}$  range of 462-850 nm. The experiments for panels (a-c) were repeated three times independently with similar results. Source data are provided as a Source Data file.

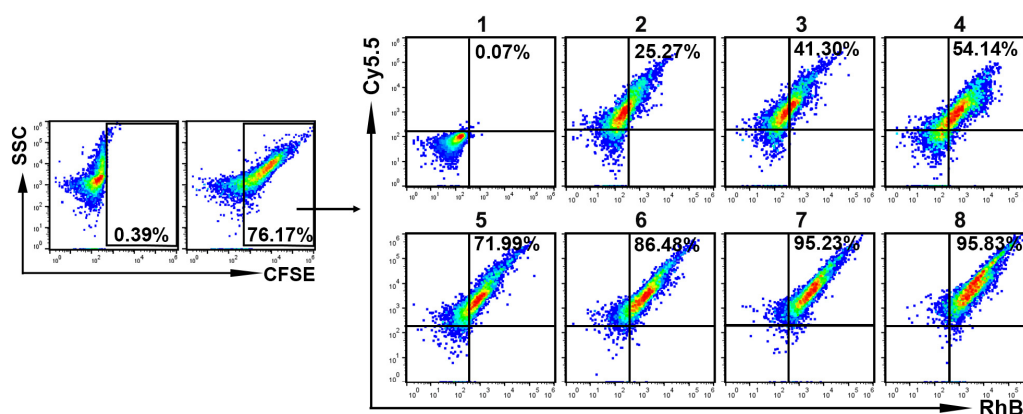

**Supplementary Fig. 5 Decoration efficiency of RhB-DHP and Cy5.5-DGA for NVs.** A total of  $1 \times 10^9$  CFU *E. coli* derived protoplast was added with specified amounts of RhB-DHP and Cy5.5-DGA for physical extrusion. Flow cytometry scatter plots depicting  $\text{RhB}^+\text{Cy5.5}^+$  NVs were shown. RhB-DHP and Cy5.5-DGA were added during the NVs preparation process.  $n = 3$  biologically independent samples.

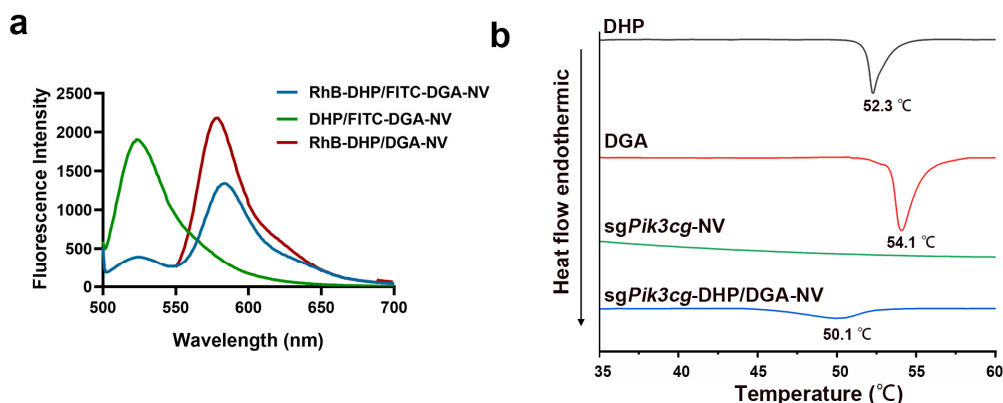

**Supplementary Fig. 6** Fluorescence spectrum of *sgPik3cg*-RhB-DHP/FITC-DGA-NVs and differential scanning calorimetry (DSC) spectrograms of protoplast-derived NVs decorated with DHP and DGA. **a** The fluorescence spectrum was obtained from 100  $\mu$ L of PBS containing  $5 \times 10^{10}$  either RhB-DHP/FITC-DGA-NVs, RhB-DHP/DGA-NVs, or DHP/FITC-DGA-NVs. For DHP/FITC-DGA-NVs and RhB-DHP/FITC-DGA-NVs, the emission wavelength (Em) was set at 488 nm and the excitation (Ex) range was 500-700 nm. For RhB-DHP/DGA-NVs, the Em was 520 nm with an Ex range of 550-700 nm. **b** Effects of DHP and DGA on the phase transition temperature of NVs bilayer membranes. The experiments for panels (a-b) were repeated three times independently with similar results. Source data are provided as a Source Data file.

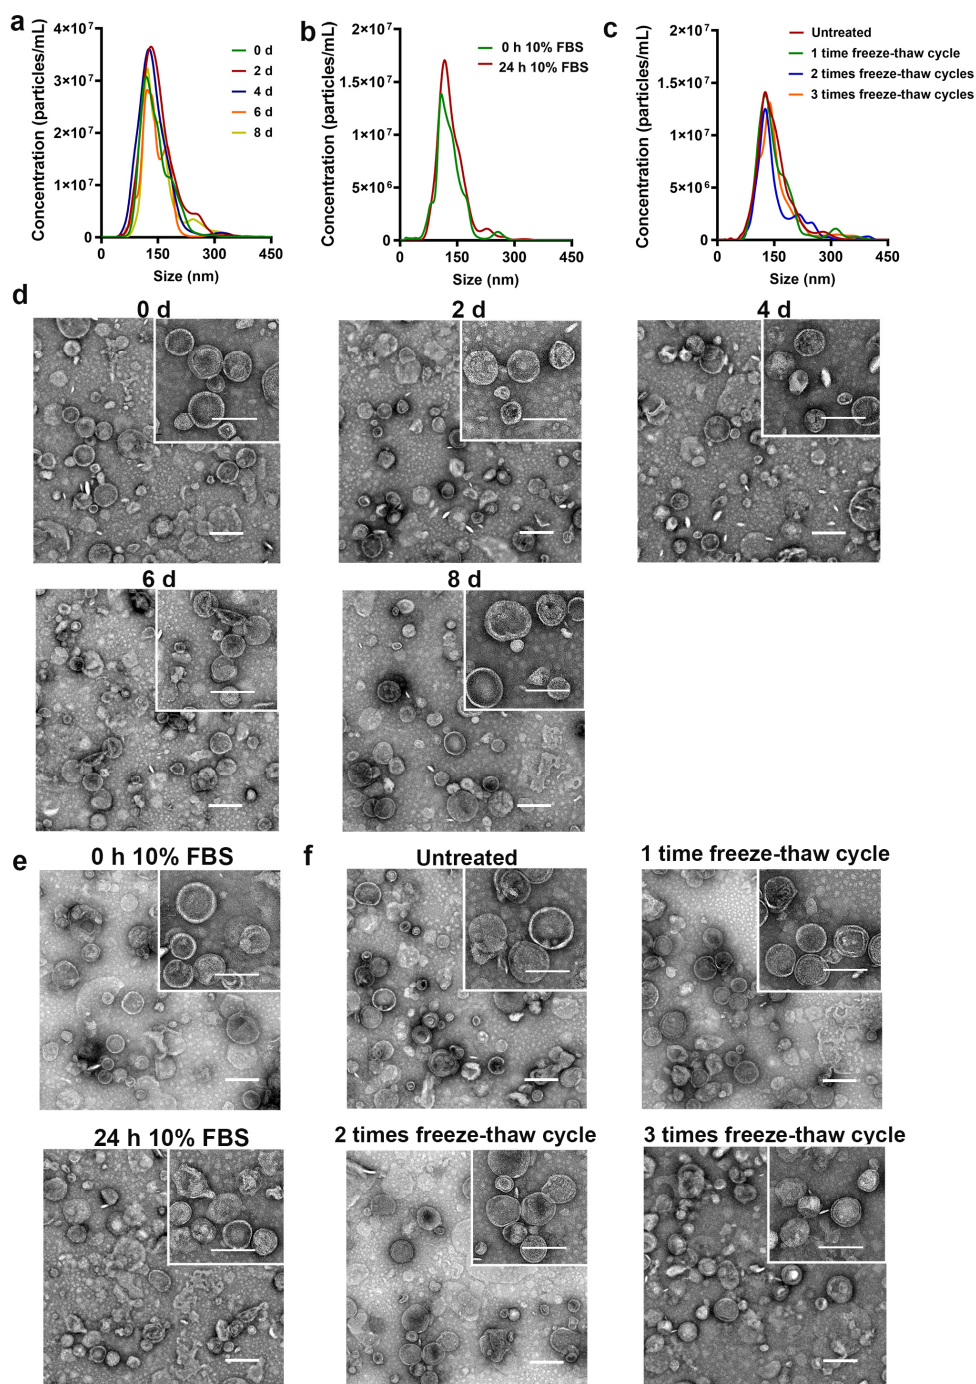

**Supplementary Fig. 7 Characterization of *sgPik3cg*-DHP/DGA-NVs under different treatments.** **a-c** The average diameter of  $1 \times 10^{10}$  NVs in a 100  $\mu$ L volume with different treatments (eight-day incubation in PBS with for s sampling every two, 10% FBS incubation, and multiple freeze-thaw cycles) was examined using Nanosight analysis. **d-f** The morphology of NVs was characterized using transmission electron microscopy (TEM). Scale bar = 200 nm. The experiments for panels (**a-f**) were repeated three times independently with similar results. Source data are provided as a Source Data file.

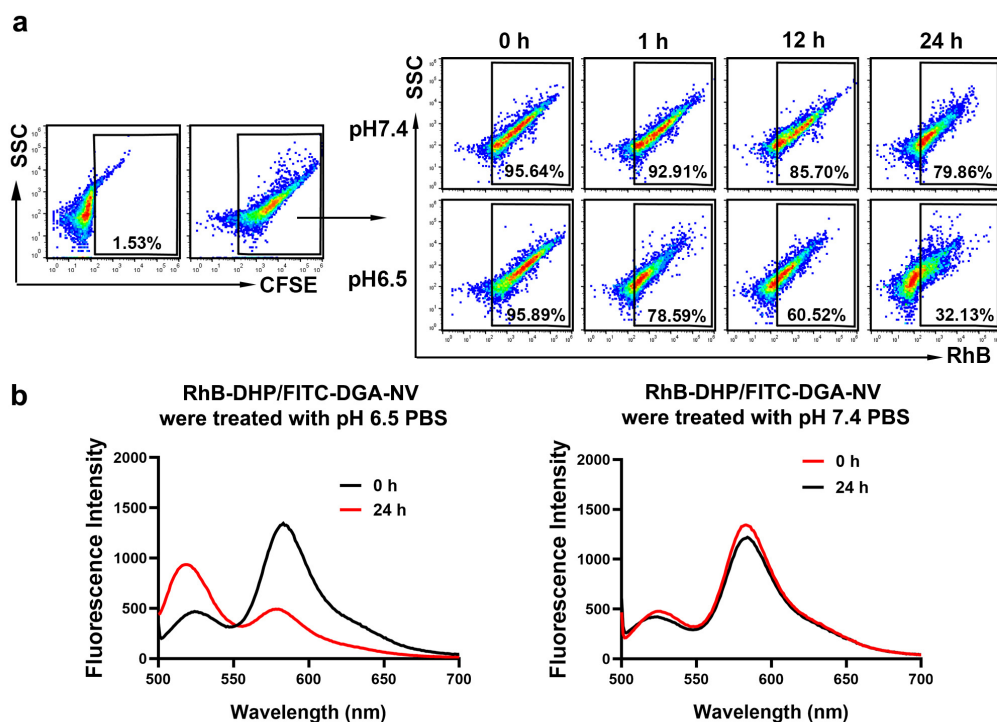

**Supplementary Fig. 8 *In vitro* test of hydrazone linkage-breaking efficiency of DHP under the acidic environment.** **a** Flow cytometry analysis was performed on *sgPik3cg*-RhB-DHP/Cy5.5-DGA-NVs treated with PBS of different pH values at indicated time points. The representative images presented are from a sample size of  $n = 3$ . **b** The fluorescence spectrum of  $5 \times 10^{10}$  RhB-DHP/FITC-DGA-NVs was measured after treatment with 100  $\mu$ L of PBS at different pH values. The excitation wavelength was set at 488 nm, with an emission scan ranges from 500 to 700 nm. The experiments were repeated three times independently with similar results. Source data are provided as a Source Data file.

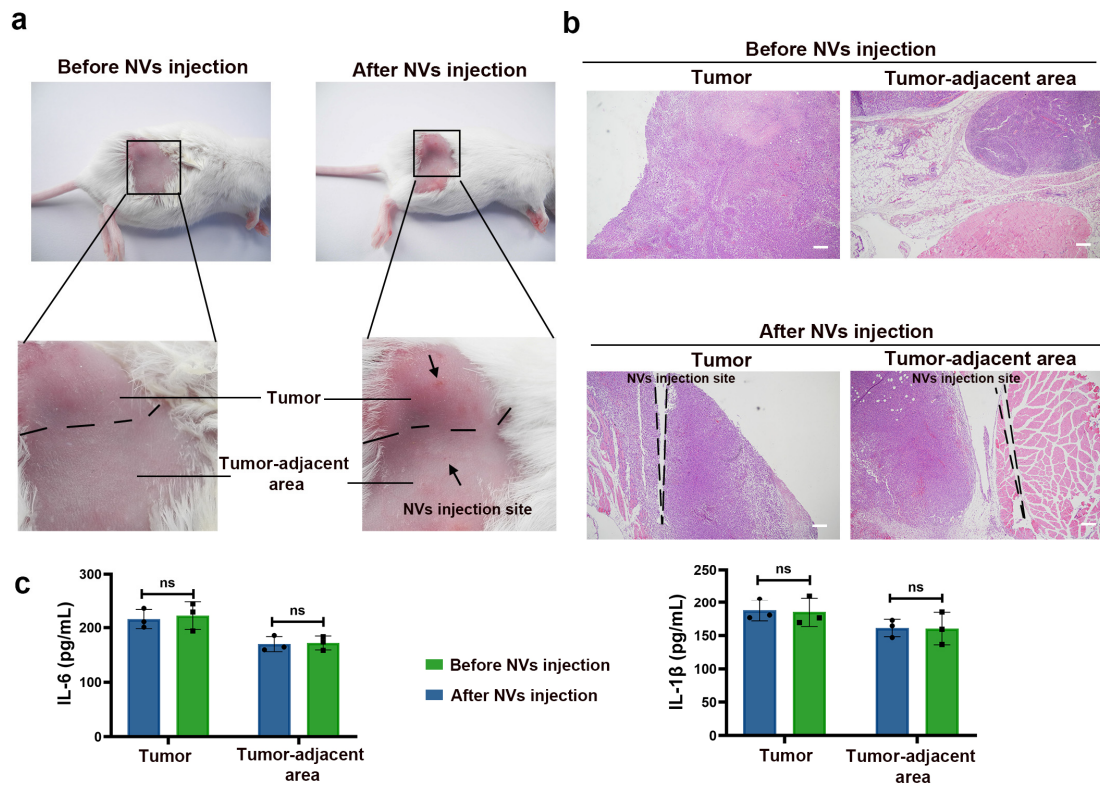

**Supplementary Fig. 9 The evaluation of tissue damage and inflammation caused by *in situ* injection of *sgPik3cg*-DHP/DGA-NVs.** **a** The image of tumor area and tumor-adjacent area before and after *in situ* injection of 50  $\mu$ L PBS containing  $5 \times 10^9$  *sgPik3cg*-DHP/DGA-NVs. The representative images presented are from a sample size of  $n = 3$  mice. **b-c** H&E staining and cytokines detection of the injection site. Representative images are shown. Scale bar = 200  $\mu$ m.  $n = 3$  mice per group. Data are represented as mean  $\pm$  SD. ns, no significant change. Statistical analyses were performed using unpaired student's t-test (two-tailed). The exact *P*-value and source data are provided as a Source Data file.

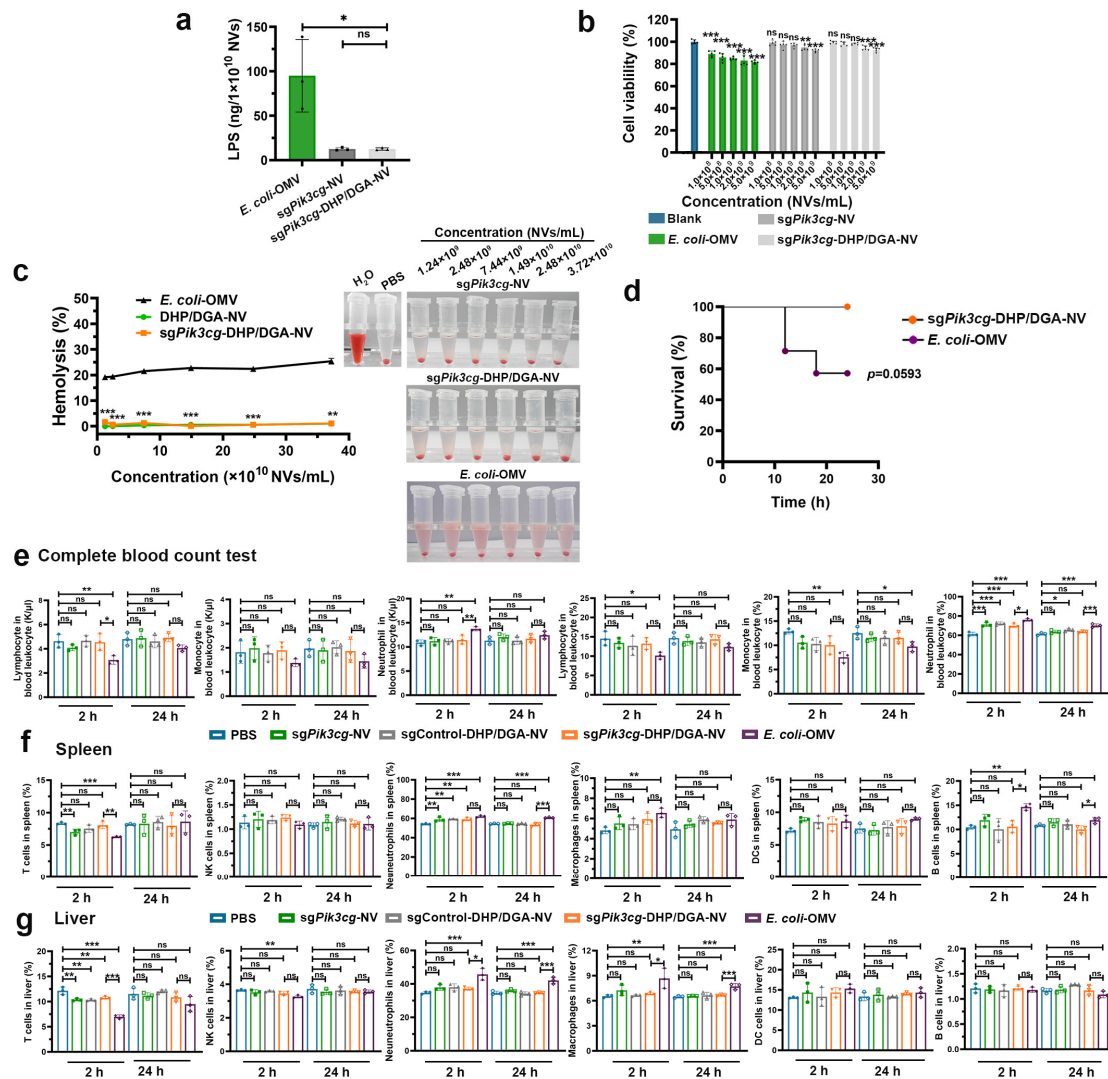

### Supplementary Fig. 10 Bio-safety assessments after treatment with different NVs.

**a** The LPS contents were measured in the lysate of  $1 \times 10^{10}$  *E. coli* protoplast derived-NVs or OMVs.  $n = 3$  biologically independent samples. **b** A total of  $5 \times 10^3$  bone marrow-derived macrophages (BMDMs) in 96-well plates were treated with different types of NVs at the indicated concentrations for 24 h and the viability of BMDMs was determined using the CCK-8 assay.  $n = 5$  biologically independent samples.  $*P < 0.05$  compared with blank group. **c** The hemolytic effects of *E. coli*-OMVs and the corresponding amount of NVs were examined using PBS containing 2% (w/v) mouse red blood cells. The statistical analysis was conducted between *E. coli*-OMVs and sgPik3cg-DHP/DGA-NVs.  $n = 3$  biologically independent samples. **d** Survival rate of 4T1-bearing mice after in vein injections of 100  $\mu$ L PBS containing  $1 \times 10^{10}$  different types of NVs (corresponding total protein amount: protoplast-derived NVs (94  $\mu$ g in total protein amount); *E. coli*-OMVs (10  $\mu$ g in total protein amount)).  $n = 7$  mice per group. **e** The complete blood count test of 4T1-bearing mice at 2 h and 24 h after above mentioned NVs treatments.  $n = 3$  mice per group. **f-g** Flow cytometry analysis of spleen and liver immune cell subsets in 4T1-bearing mice at 2 h and 24 h after above

mentioned NVs treatments.  $n = 3$  mice per group. Data are represented as mean  $\pm$  SD. Statistical analysis in panel **c** was performed using two-way ANOVA with Dunnett's multiple comparison test. The Log-rank (Mantel–Cox) test was used in panel **d**. Other statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test except the FACS analysis of DC (24 h) and B cell (24 h) in panel **f** (Kruskal-Wallis test with Dunn's multiple comparisons test).  $*P < 0.05$ ,  $**P < 0.01$  and  $***P < 0.001$ . ns, no significant change. The exact  $P$ -value and source data are provided as a Source Data file.

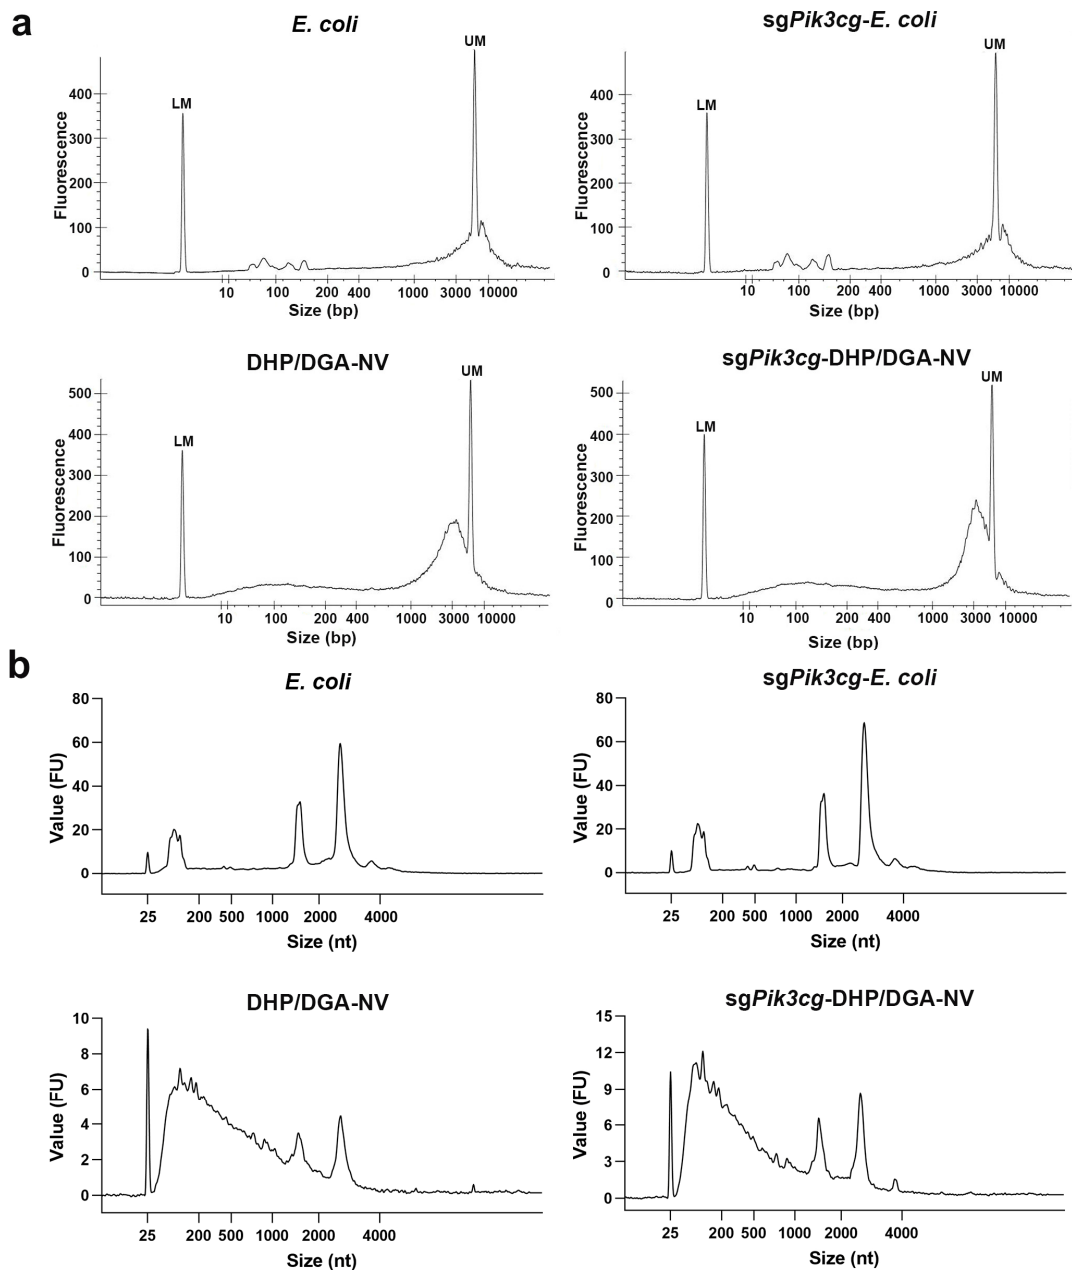

**Supplementary Fig. 11 Electropherogram of nucleic acid components in *E. coli* and NVs. a** The electropherogram summary of total DNA from *E. coli* and *E. coli* protoplast derived-NVs using LabChip bioanalyzer. **b** The electropherogram summary of total RNA from *E. coli* and NVs using Angilent 2100 bioanalyzer. The experiments for panels (a-b) were repeated three times independently with similar results.

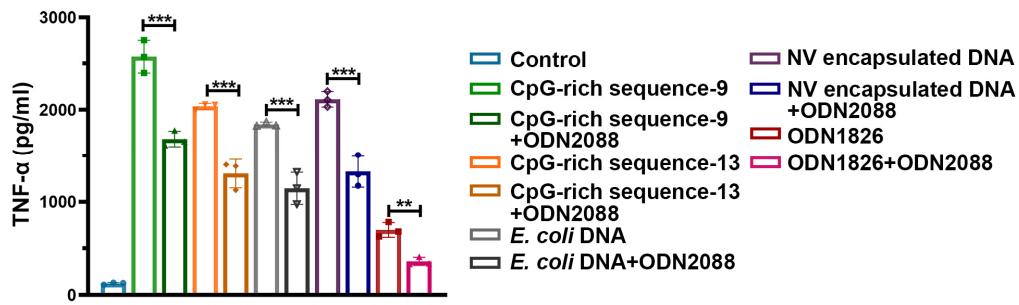

**Supplementary Fig. 12 Immunostimulatory effects of CpG-rich genomic DNA sequences from *E. coli*.**  $1 \times 10^6$  BMDMs were treated with 10  $\mu\text{g/mL}$  PCR amplicons of CpG-rich sequences localized in *E. coli* DNA, 500 ng/mL *E. coli* DNA, 500 ng/mL *E. coli* protoplast derived-NVs encapsulated DNA, or 10  $\mu\text{mol/L}$  ODN1826 (TLR9 agonist) for 24 h. Under some circumstances, ODN2088 (TLR9 inhibitor, 10  $\mu\text{mol/L}$ ) and corresponding scramble control were added 30 min before the addition of above-mentioned nucleic acids and co-incubated for another 24 h. The supernatant was collected to determine TNF- $\alpha$  levels.  $n = 3$  biologically independent samples. Data are represented as mean  $\pm$  SD. Statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test.  $**P < 0.01$  and  $***P < 0.001$ . The exact  $P$ -value and source data are provided as a Source Data file.

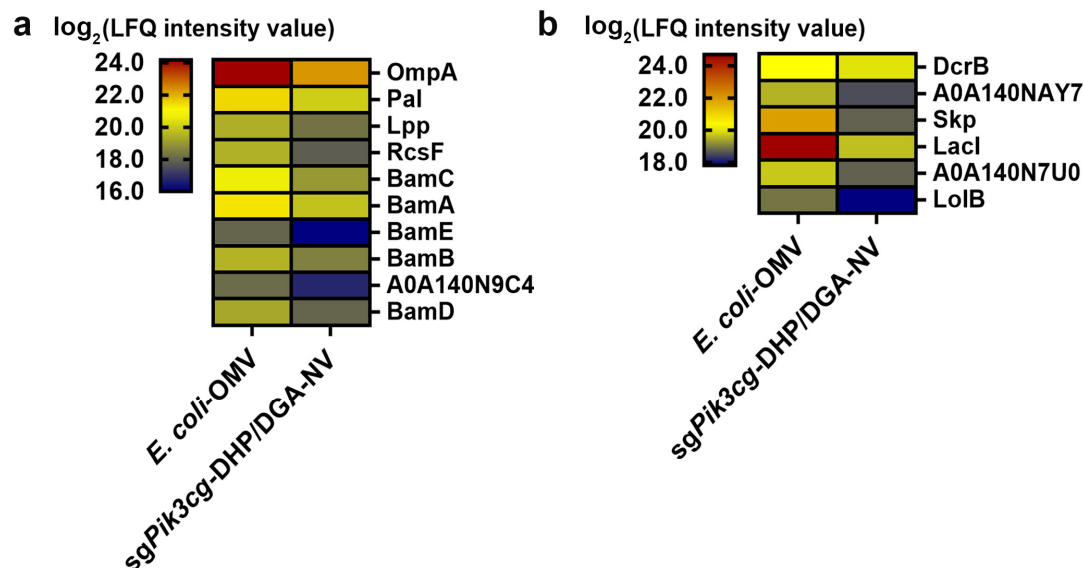

**Supplementary Fig. 13 The comparison of outer membrane (a) and periplasm proteins (b) from *E. coli*-OMVs and *E. coli*-protoplast derived NVs.** A total of 100  $\mu\text{g}$  of protein from each of *E. coli*-OMVs and *E. coli*-protoplast derived NVs was subjected to LC-MS analysis. The abundance of protein across different samples was determined using the  $\log_2$ -transformed label-free quantification (LFQ) intensities and was represented in a heat map. All experiments for panels (a-b) were independently repeated three times, yielding consistent results. Source data are provided as a Source Data file.

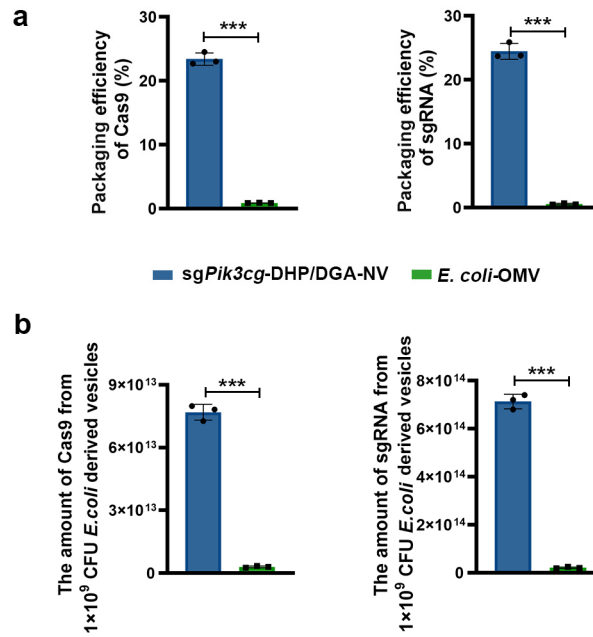

**Supplementary Fig. 14 The quantification of Cas9 protein and sgRNA in *sgPik3cg*-DHP/DGA-NVs and *E. coli*-OMVs. a** The packaging efficiency of Cas9 and sgRNA in *sgPik3cg*-DHP/DGA-NVs and OMVs. **b** The total amount of Cas9 and sgRNA in *sgPik3cg*-DHP/DGA-NVs and OMVs obtained from  $1 \times 10^9$  CFU *E. coli*.  $n = 3$  biologically independent samples for panels (a-b). Data are represented as mean  $\pm$  SD. \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ . Statistical analyses were performed using unpaired student's t test with Welch's correction (Two-tailed). The exact  $P$ -value and source data are provided as a Source Data file.

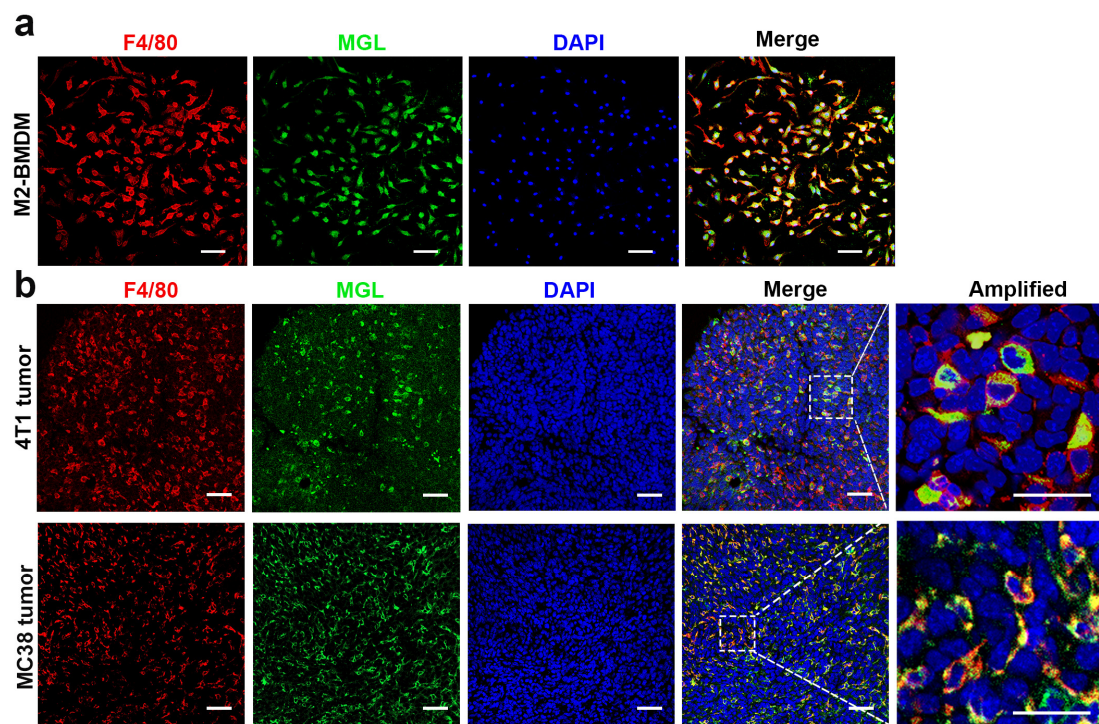

**Supplementary Fig. 15 Detection of MGL in M2-BMDMs and TAMs in 4T1/MC38 tumor tissues of mice.** a-b A total of  $5 \times 10^5$  M2-BMDMs seeded in 24-well plates, as well as 4T1/MC38 tumor tissues from mice, were stained with antibodies targeting the macrophage marker F4/80 and macrophage galactose-type C-type lectin (MGL). These samples were then imaged. Red, F4/80; green, MGL; blue, DAPI nuclear staining. Scale bar = 50  $\mu\text{m}$ ; scale bar = 10  $\mu\text{m}$  for amplified image. The experiments were repeated three times independently with similar results.

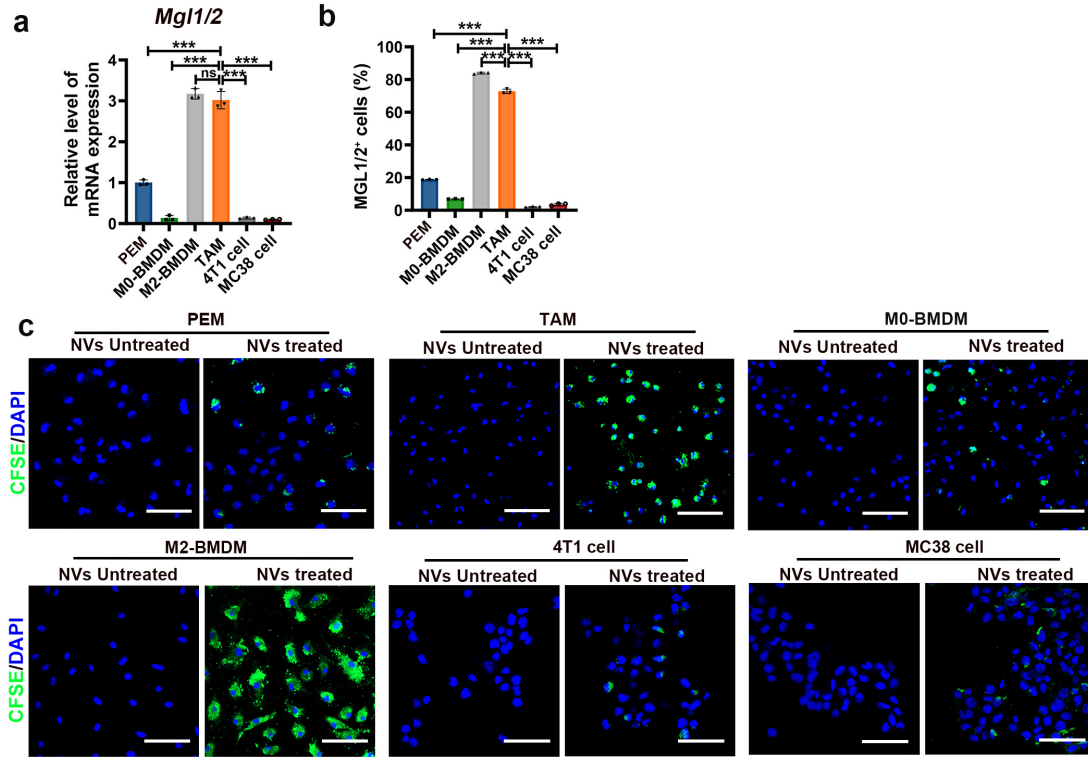

**Supplementary Fig. 16 The efficiency evaluation of *sgPik3cg*-DHP/DGA-NVs entry into cells with different MGL expression levels.** **a** Relative *Mgl1/2* mRNA levels in different types of macrophages and tumor cells were determined by RT-qPCR.  $n = 3$  biologically independent samples. **b** Flow cytometry was used to analyze the level of MGL1/2 in different types of macrophages and tumor cells.  $n = 3$  biologically independent samples. **c**  $5 \times 10^5$  different types of macrophages and tumor cells in 24-well plates were treated with  $6 \times 10^8$  CFSE-*sgPik3cg*-DGA-NVs for 3 h and applied for fluorescent microscopy. Green, CFSE labeled NVs; blue, DAPI nuclear staining. Scaled bar = 50  $\mu\text{m}$ . The experiments were repeated three times independently with similar results. Data are represented as mean  $\pm$  SD. Statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test.  $*P < 0.05$ ,  $**P < 0.01$  and  $***P < 0.001$ . ns, no significant change. The exact  $P$ -value and source data are provided as a Source Data file.

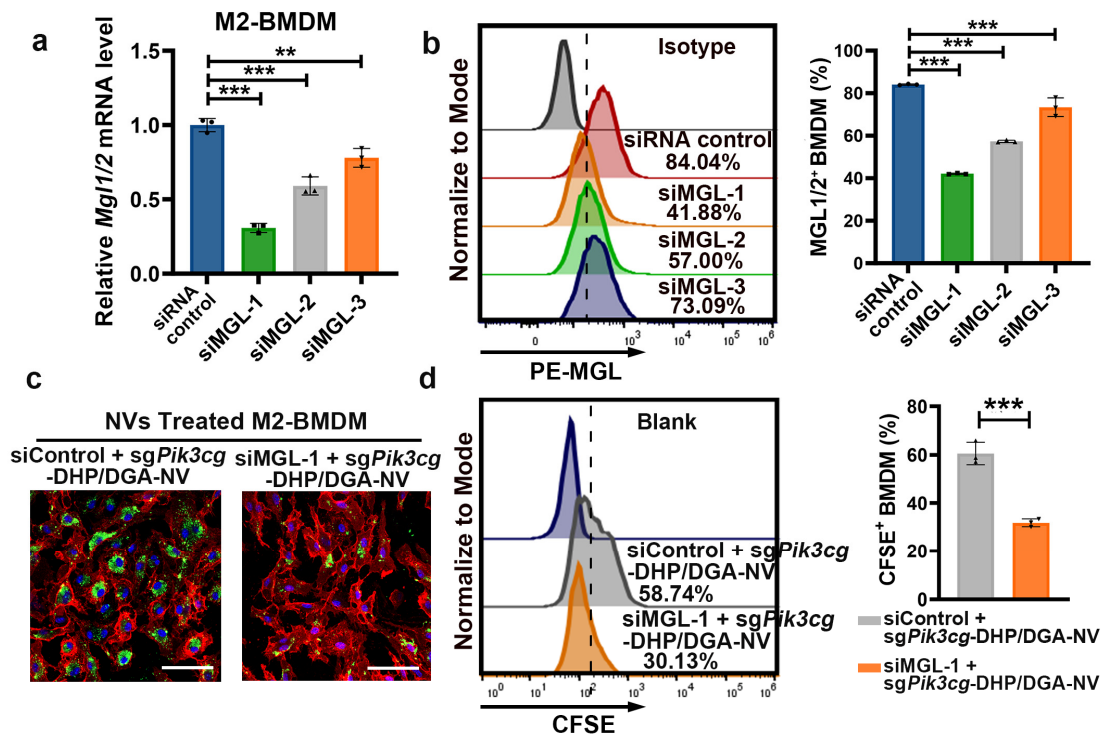

**Supplementary Fig. 17 Cellular uptake of NVs by M2-BMDMs was dependent on MGL-mediated endocytosis.** **a** A total of  $5 \times 10^5$  BMDMs were transfected with 200 pmol of siRNA targeting *Mg1/2* for 48 h. The relative mRNA levels of *Mg1/2* in M2-BMDMs were then examined using RT-qPCR 48 hours post-transfection.  $n = 3$  biologically independent samples. **b** The ratios of MGL1/2<sup>+</sup> macrophages were determined by flow cytometry 48 h after the transfection of siRNAs targeting *Mg1/2*.  $n = 3$  biologically independent samples. **c-d**  $5 \times 10^5$  M2-BMDMs were transfected with siRNA sequence 1 targeting *Mg1/2* (siMGL-1) for 48 h and subsequent treatment with  $6 \times 10^8$  CFSE-sg*Pik3cg*-DGA-NVs for 3 h and applied for fluorescent microscopy and flow cytometry. Red, F4/80; green, CFSE labeled NVs; blue, DAPI nuclear staining. Scaled bar = 50  $\mu$ m.  $n = 3$  biologically independent samples. Data are represented as mean  $\pm$  SD. Statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test except panel **d** (unpaired student's t-test (two-tailed)). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . The exact  $P$ -value and source data are provided as a Source Data file.

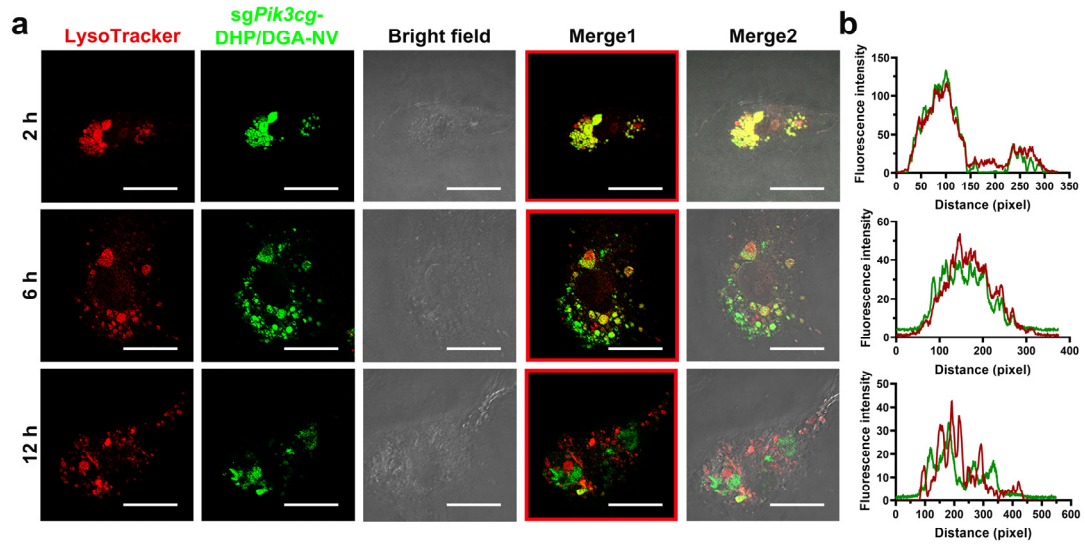

**Supplementary Fig. 18 Subcellular localization of *sgPik3cg*-DHP/DGA-NVs in M2-BMDMs.** **a** A total of  $5 \times 10^5$  M2-BMDMs were seeded in 24-well plates and treated with  $6 \times 10^8$  CFSE-*sgPik3cg*-DGA-NVs for 3 h. Subsequently, the cells were stained with LysoTracker Red at indicated time points and then imaged. **b** The scan profiles of fluorescence intensity in the red rectangle. Red, lysosomal dye; green, NVs. The experiments for panels (**a-b**) were repeated three times independently with similar results. Scale bar=25  $\mu$ m. Source data are provided as a Source Data file.

**a** *Pik3cg*-locus

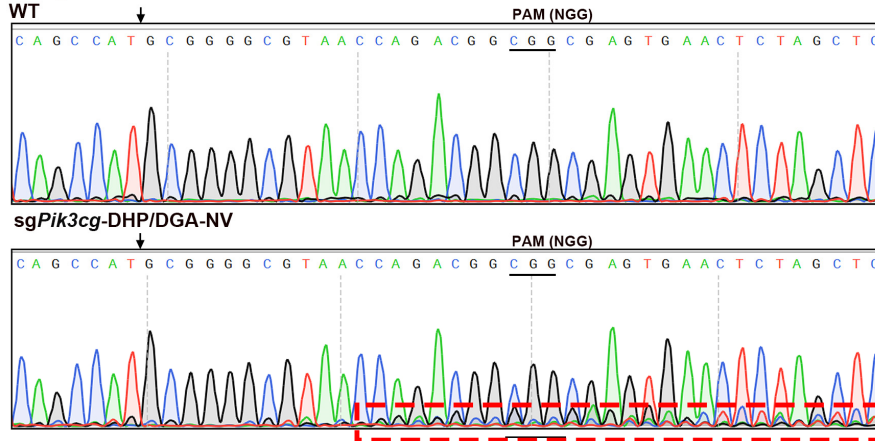

**b** Representative mutation patterns of *Pik3cg* locus

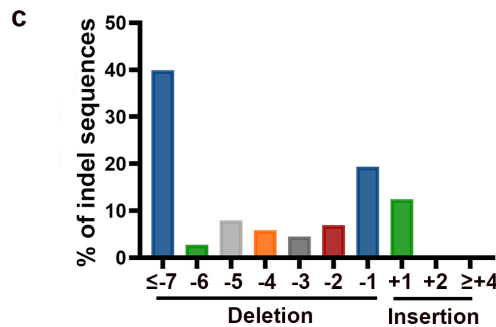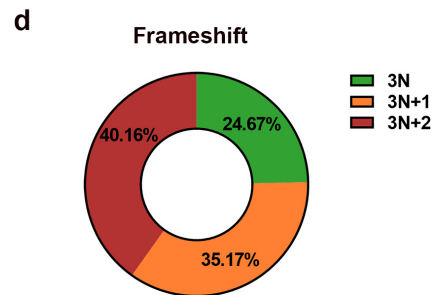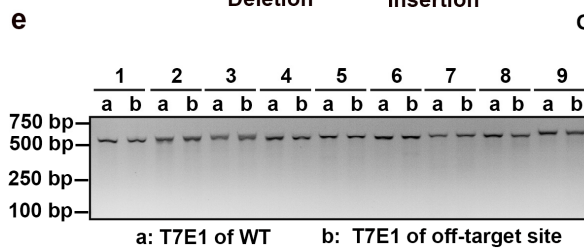

Off-target Sequences

1. TGAGGGGTGAAATCAGACGG
2. TGCAGCGTGTACCCAGACGG
3. TGCACGGCGTATCCAGACGC
4. AGAGGGGCGTAAGCAGACAG
5. TGCTGCGCGTCACCAGACAG
6. TGCAGGGGTTTACCCAGAAGG
7. TGCAGGGGGTAACCCAGAGTG
8. TGCAGGGGCGTCAGCAGAAGG
9. TGCTGGGCGTAATCACACTG

**Supplementary Fig. 19 Evaluation of genome editing efficiency of *Pik3cg* in M2-BMDM treated with sg*Pik3cg*-DHP/DGA-NVs.** A total of  $1.5 \times 10^6$  M2-BMDMs in 6-well plates were treated with  $1.8 \times 10^9$  sg*Pik3cg*-DHP/DGA-NVs, which had been pre-treated in pH 6.5 PBS for 6 h. This was followed by the replacement of the medium with fresh culture medium. The macrophages were then harvested 48 h after incubation with the NVs. **a** Sanger sequencing analysis of PCR amplicons in *Pik3cg* locus from M2-BMDMs. **b** Representative mutation patterns of *Pik3cg* locus in M2-BMDMs treated with sg*Pik3cg*-DHP/DGA-NVs were examined by NGS. **c** The proportion of indels in *Pik3cg* locus. **d** The frameshift pattern analysis in *Pik3cg* locus. **e** T7E1 analysis of the potential off-target effect in M2-BMDMs treated with sg*Pik3cg*-DHP/DGA-NVs. The experiments for panels (**a-e**) were repeated three times independently with similar results. Source data are provided as a Source Data file.

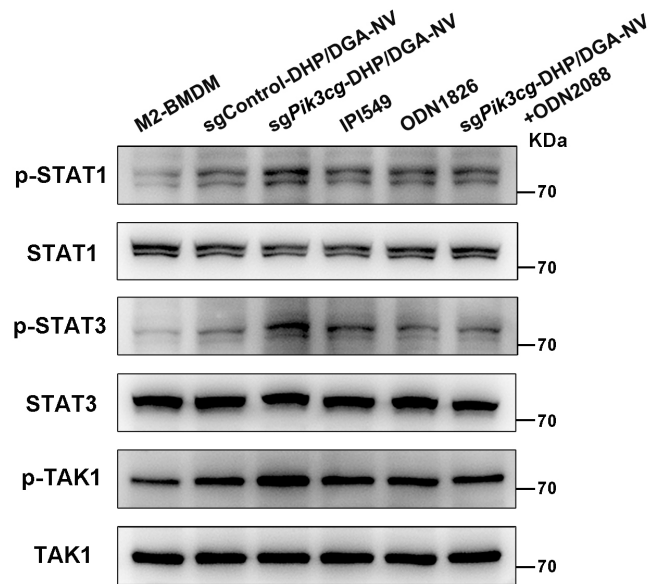

**Supplementary Fig. 20 Western blotting of downstream proteins of IFN- $\gamma$ , IL-6 and TNF- $\alpha$  signaling pathways.**  $1.5 \times 10^6$  M2-BMDMs in 6-well plates treated with NVs ( $1.8 \times 10^9$ ) for 6 h after which the medium was replaced with fresh medium for another 42 h, ODN1826 (10  $\mu$ mol/L) or IPI549 (PI3K $\gamma$  inhibitor, 1  $\mu$ mol/L) for 48 h, and then cells were harvested for western blotting to examine the level of p-STAT1, p-STAT3 and p-TAK1. The experiments were repeated three times independently with similar results. Source data are provided as a Source Data file.

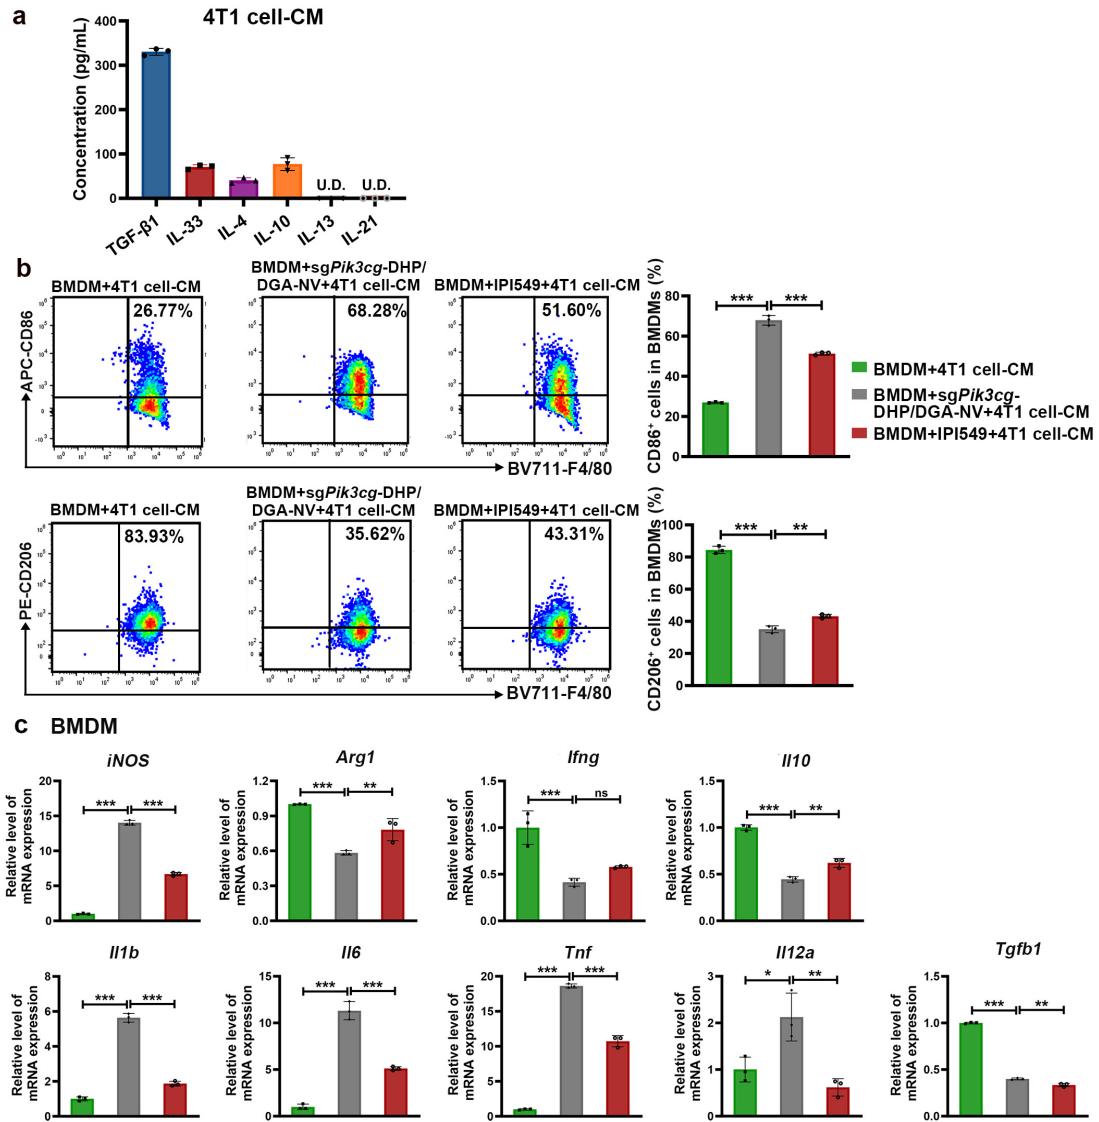

**Supplementary Fig. 21** *sgPik3cg*-DHP/DGA-NVs pre-treated BMDMs persistently maintain the immunostimulatory phenotype against 4T1 tumor cell conditioned medium. **a** The levels of M2-related cytokines in the supernatant from 4T1 tumor cells were determined using ELISA. A total of  $1 \times 10^6$  4T1 tumor cells were seeded in a 6-well plate, and the supernatant was collected 24 h post-seeding.  $n = 3$  biologically independent samples. **b-c**  $1.5 \times 10^6$  BMDMs in 6-well plates were treated with  $1.8 \times 10^9$  *sgPik3cg*-DHP/DGA-NVs for 6 h and further cultured in fresh DMEM medium for 18 h. Then, 4T1 tumor cell conditioned medium (4T1 cell-CM) was added to NVs pre-treated BMDMs for another 24 h incubation. Meanwhile, BMDMs were exposed to 1  $\mu$ mol/L IPI549 treatment for 24 h, and subsequently, the 4T1 cell-CM containing an equivalent concentration of IPI549 was added for another 24 h. Flow cytometry analysis and qRT-PCR assay were applied to evaluate the influence of tumor cell-derived factors on macrophage polarization.  $n = 3$  biologically independent samples for panels (**b-c**). Data are represented as mean  $\pm$  SD. Statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test. \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ . U.D., undetected. The exact  $P$ -value and source data are provided as a Source Data file.

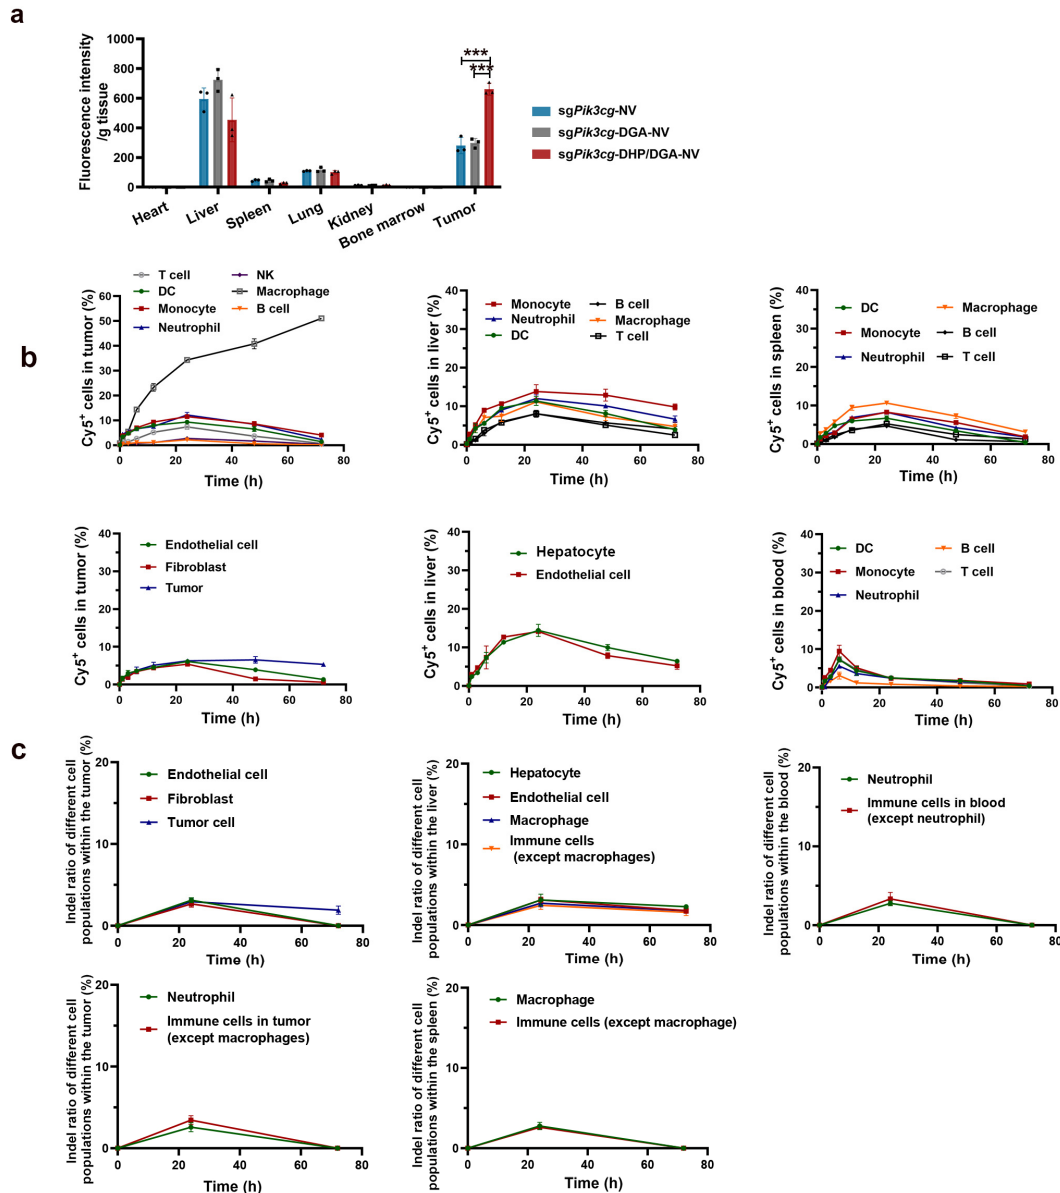

**Supplementary Fig. 22 The bio-distribution of NVs and editing efficiency of different cell population from the tissues in 4T1 tumor bearing mice. a** The Cy5 fluorescence intensity of different tissues from 4T1 tumor-bearing mice 72 h after in vein injection of different types of Cy5-NVs (dose:  $1 \times 10^{10}$  NVs per mice) (Em: 644 nm; Ex: 665 nm).  $n = 3$  mice per group.  $*P < 0.05$ ,  $**P < 0.01$ . **b** The ratios of Cy5-positive cells among cell populations from different organs of 4T1 tumor-bearing mice in vein injected with  $1 \times 10^{10}$  sgPik3cg-DHP/DGA-NVs were examined by flow cytometry at indicated time points.  $n = 3$  mice per time point. **c** Indel ratio of different cell population from different organs of 4T1 tumor-bearing mice in vein injected with  $1 \times 10^{10}$  sgPik3cg-DHP/DGA-NVs were determined by T7E1 assay at indicated time points.  $n = 3$  mice per time point. Data are represented as mean  $\pm$  SD. Statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test.  $***P < 0.001$ . The exact  $P$ -value and source data are provided as a Source Data file.

**a** Representative mutation patterns of *Pik3cg* locus

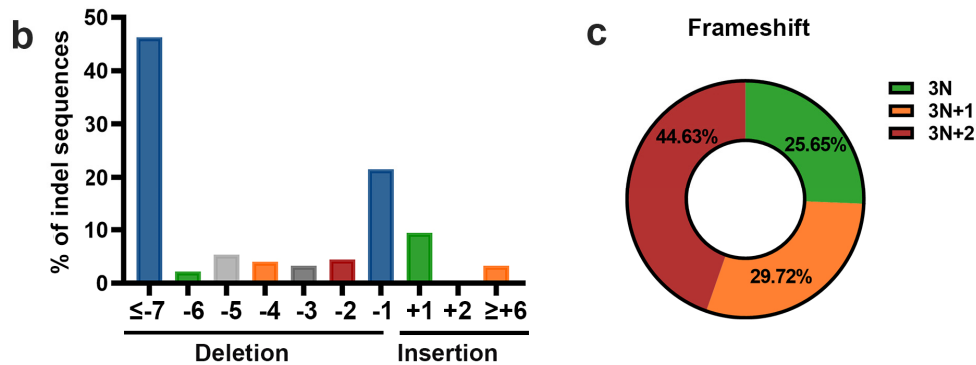

**Supplementary Fig. 23 Evaluation of genome editing efficiency for *Pik3cg* in TAMs from 4T1 tumor-bearing mice after in vein injection of sg*Pik3cg*-DHP/DGA-NVs.** **a** Representative mutation patterns of the *Pik3cg* locus in TAMs isolated from mice 72 h post to the treatment of  $1 \times 10^{10}$  sg*Pik3cg*-DHP/DGA-NVs were examined by NGS. **b** The proportion of indels in *Pik3cg* locus. **c** The frameshift pattern analysis in *Pik3cg* locus from TAMs. The experiments for panels (a-c) were repeated three times independently with similar results. Source data are provided as a Source Data file.

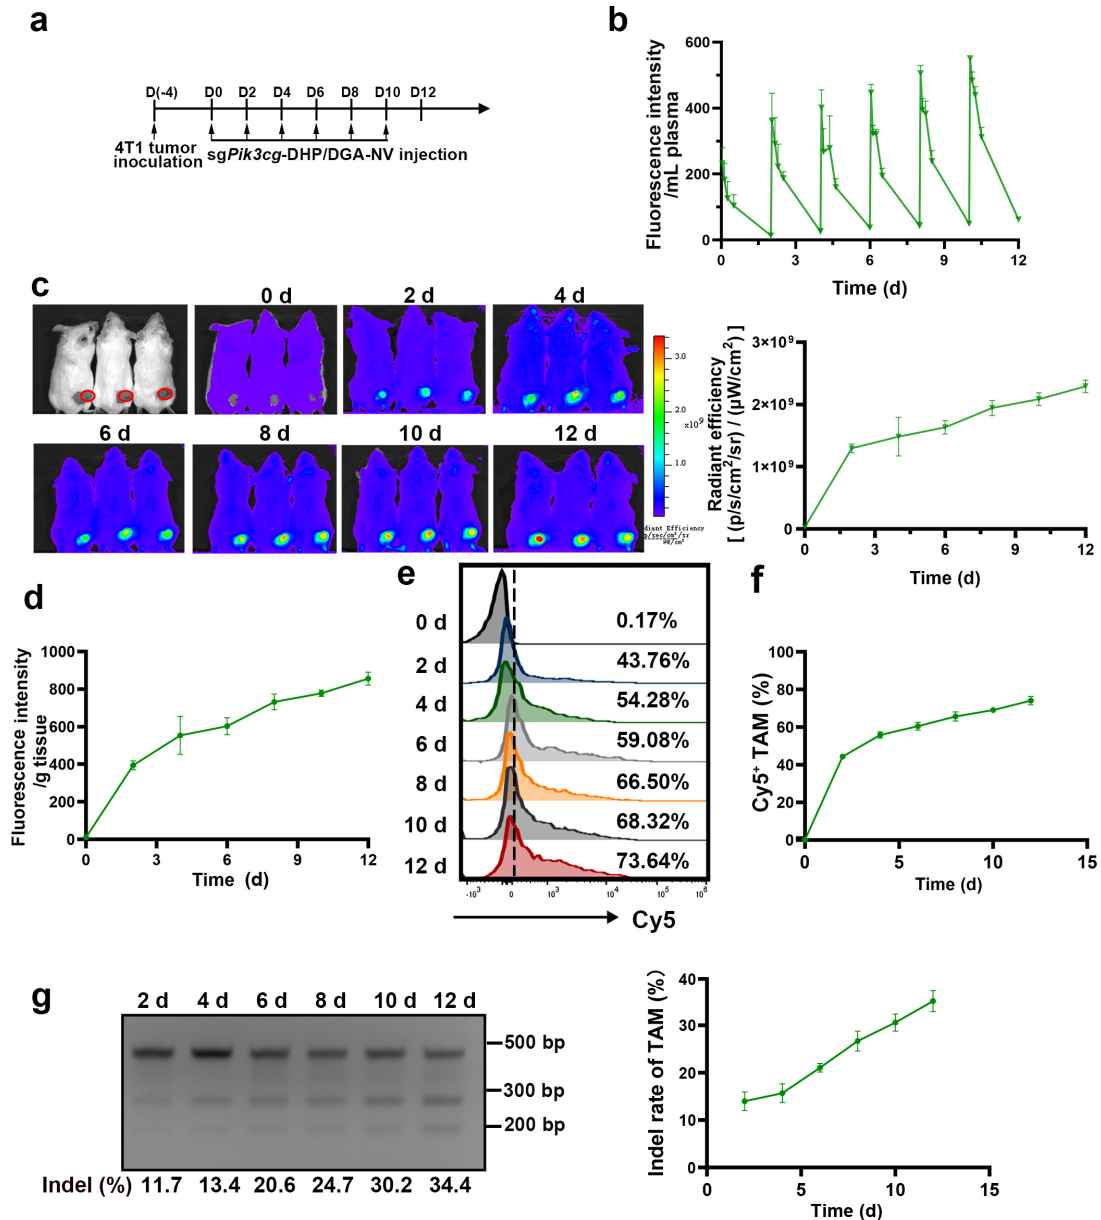

**Supplementary Fig. 24 The accumulation of sgPik3cg-DHP/DGA-NVs in tumor tissue and TAMs with the repeated administration.** **a** Schematic illustration of intravenous injection of Cy5-labeled sgPik3cg-DHP/DGA-NVs (dose:  $1 \times 10^{10}$  NVs per mice, every two days for 6 times) into 4T1 tumor-bearing mice. **b** The Cy5 fluorescence intensity in the plasma from mice with repeated injection of Cy5-NVs was determined by microplate reader (Em: 644 nm; Ex: 665 nm).  $n = 3$  mice per time point. **c** Fluorescence images of the 4T1 tumor-bearing mice and fluorescence quantitative analysis of the tumor site (red circle) at indicated time points after repeated injection of Cy5-NVs.  $n = 3$  mice. **d** The Cy5 fluorescence density of tumor tissues from mice with repeated injection of Cy5-NVs was determined by microplate reader (Em: 644 nm; Ex: 665 nm)  $n = 3$  mice. **e-f** Flow cytometry was used to analyze the ratio of Cy5<sup>+</sup> TAMs from mice after NVs injection at indicated time points.  $n = 3$  mice per time point. **g** T7E1 analysis for indel formation in TAMs from mice at different time points after treatment with NVs. A representative image is shown.  $n = 3$  mice per time point. Data are represented as mean  $\pm$  SD. Source data are provided as a Source Data file.

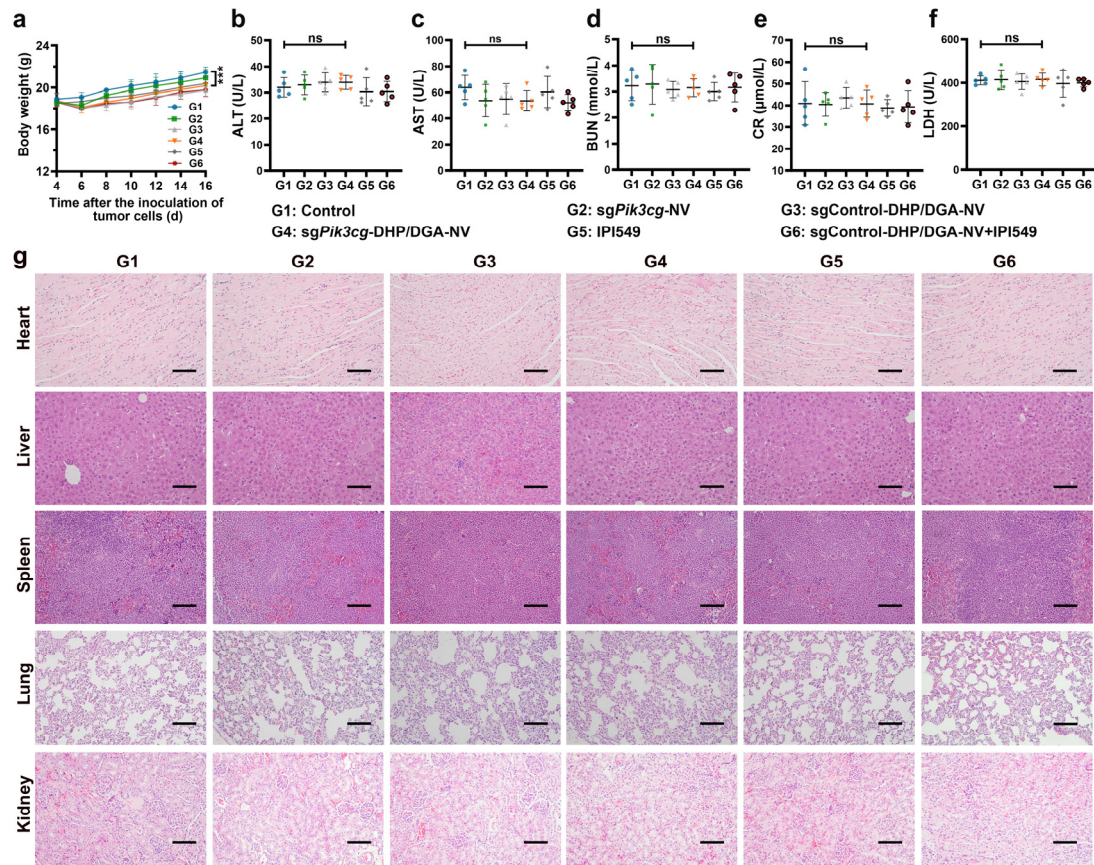

**Supplementary Fig. 25 Safety assay in 4T1 tumor-bearing mice after treatment with different NVs.** **a** Body weight curves of 4T1 tumor-bearing mice with an in-vein injection of NVs ( $1 \times 10^{10}$  NVs every two days) or intragastric administration of IPI549 (15 mg/kg every day). Statistical analyses were performed using two-way ANOVA with Dunnett's multiple comparison test. **b-f** The examination of blood biochemical indexes from 4T1 tumor-bearing mice with NVs and IPI549 treatment on day 16 post to the inoculation of tumor cells. Statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test. **g** Representative H&E staining of tissue sections harvested from heart, liver, spleen, lung and kidney of mice, conducted on day 16 following the inoculation of tumor cells, after treatment with different NVs and IPI549. Scale bar=100 μm. n = 5 mice per group for panels (a-g). Data are represented as mean  $\pm$  SD. \* $P < 0.05$  and \*\* $P < 0.01$ . ns, no significant change. The exact  $P$ -value and source data are provided as a Source Data file.

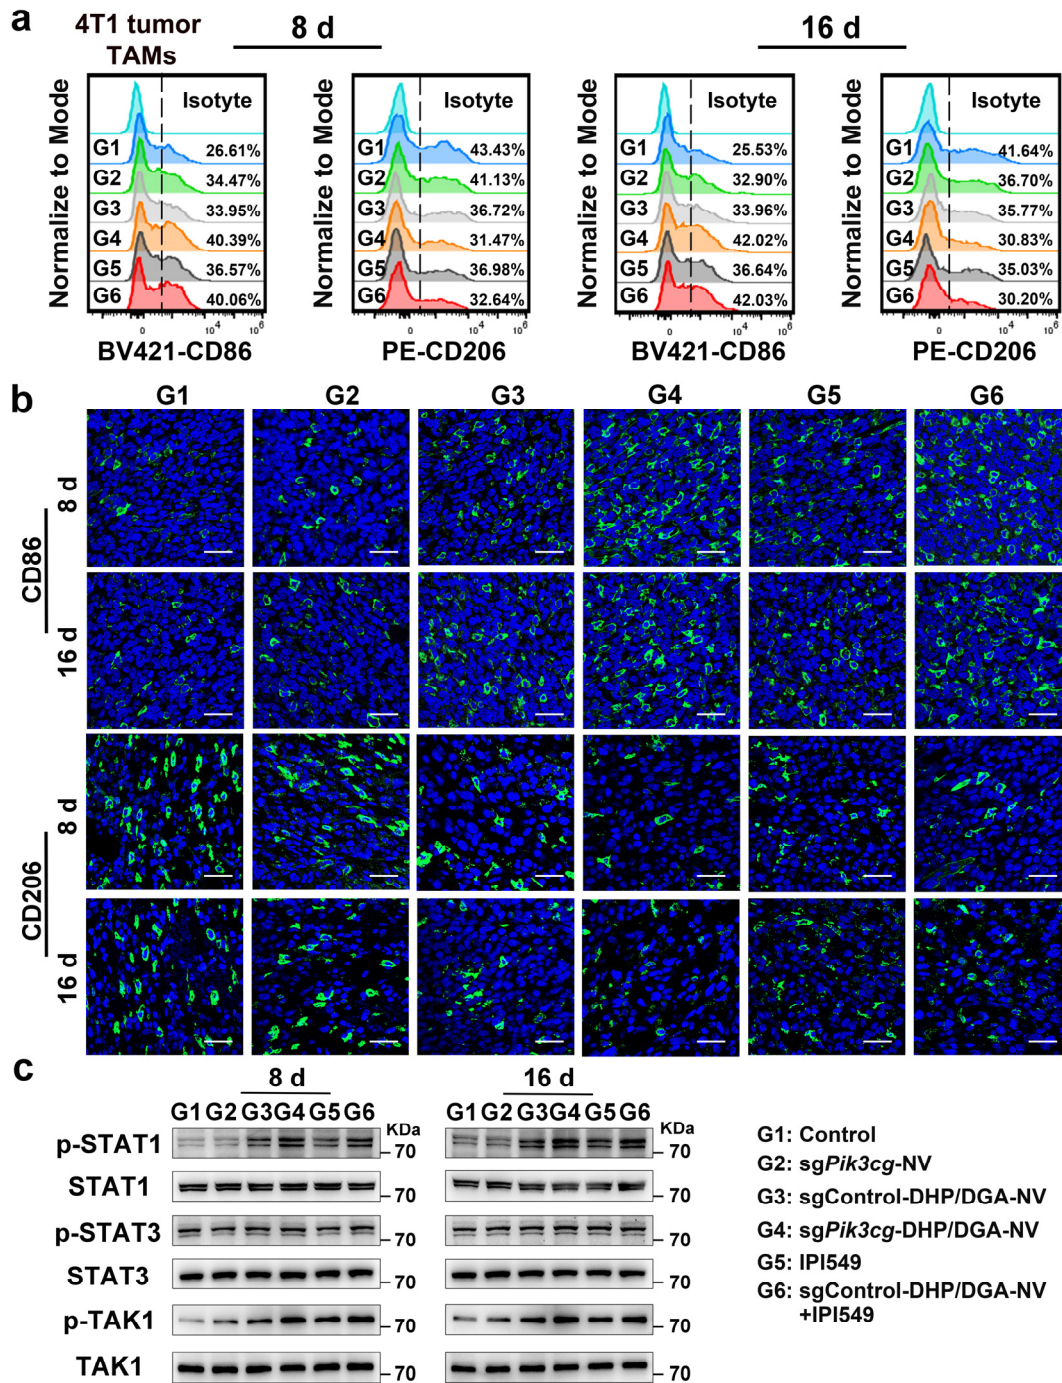

**Supplementary Fig. 26 sgPik3cg-DHP/DGA-NVs treatment repolarized TAMs in 4T1 tumor-bearing mice.** **a-b** 4T1 tumor-bearing mice received treatments through intravenous injections of NVs at a dose of  $1 \times 10^{10}$  NVs every two days, or through daily intragastric administration of IPI549 at a dosage of 15 mg/kg. The effects of sgPik3cg-DHP/DGA-NVs on TAMs phenotype (CD86 and CD206) from 4T1 tumor-bearing mice were identified by flow cytometry analysis and immunofluorescence staining at 8 days and 16 days post to the inoculation of tumor cells. Green, CD86/CD206; blue, DAPI nuclear staining. Scaled bar = 50  $\mu$ m. Representative images are shown. n = 5 mice for each time point. **c** The levels of IFN- $\gamma$ , IL-6 and TNF- $\alpha$  pathways related molecules (p-STAT1, p-STAT3 and p-TAK1) in TAMs isolated from mice with above mentioned treatments were detected by western blotting. The experiments were

repeated three times independently with similar results. Source data are provided as a Source Data file.

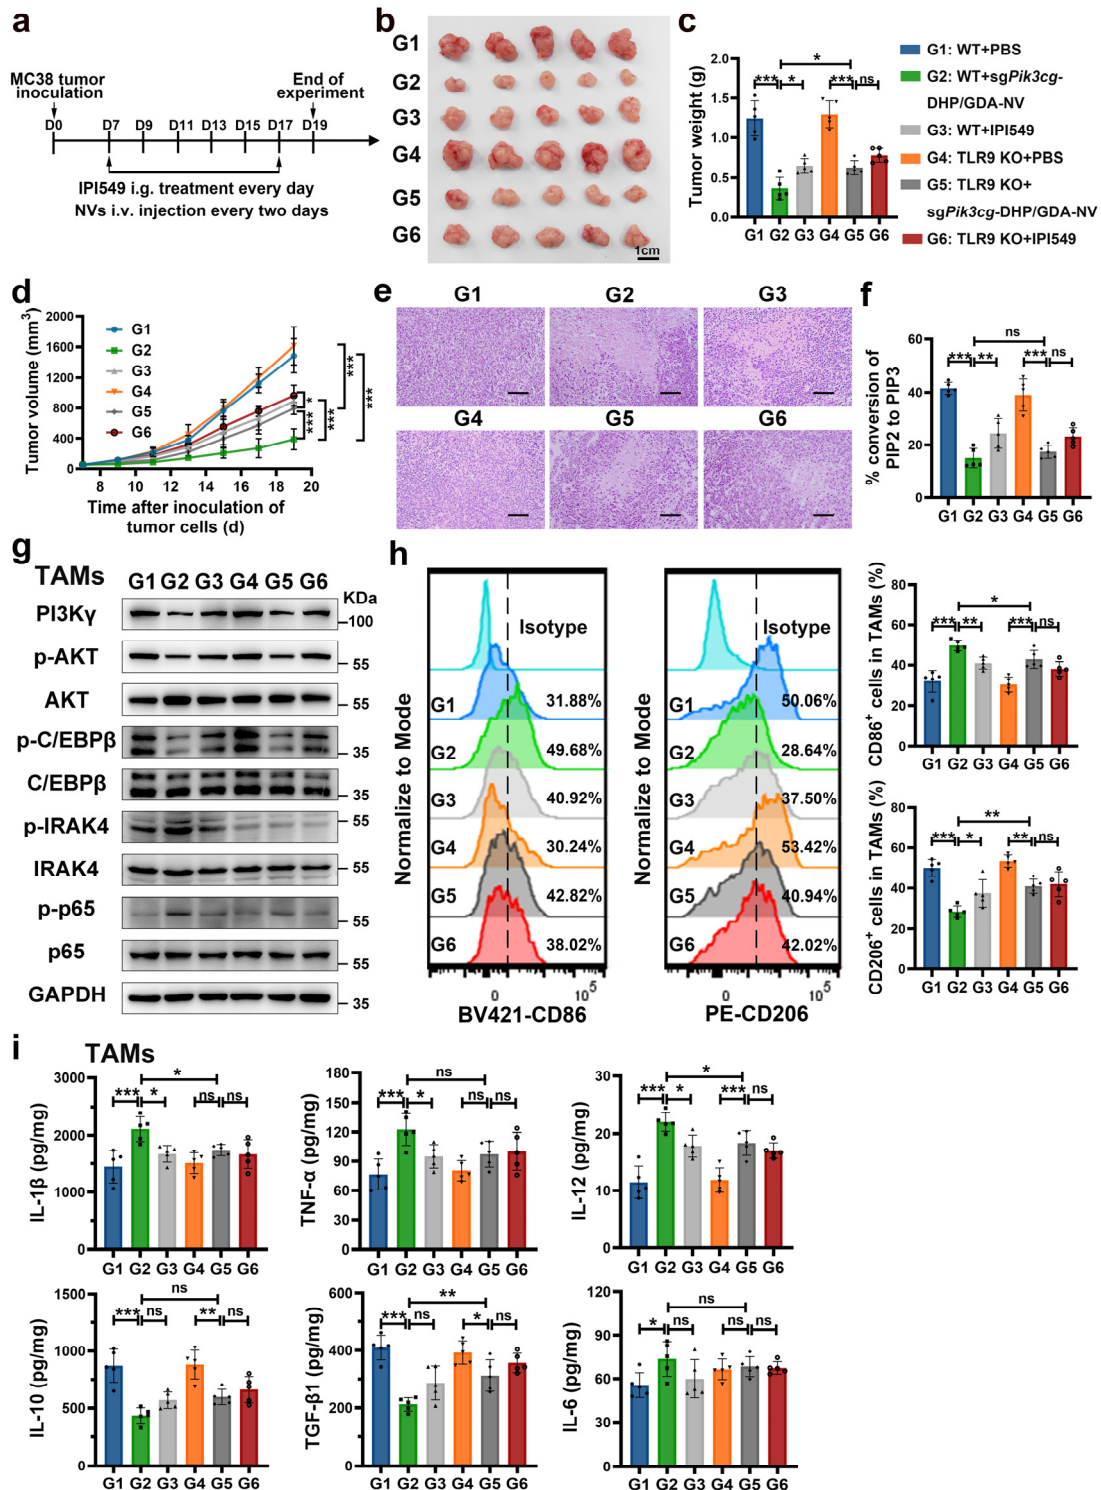

**Supplementary Fig.27 TLR9 gene deletion impaired the therapeutic effects of *sgPik3cg*-DHP/DGA-NVs in MC38 tumor-bearing mice.** **a** Schematic diagram of MC38 tumor-bearing wild type (WT) mice and TLR gene knockout (TLR9 KO) mice with an in-vein injection of *sgPik3cg*-DHP/DGA-NVs ( $1 \times 10^{10}$  NVs every two days) or intragastric administration of IPI549 (15 mg/kg every day). **b-c** Images of tumors and mean tumor weights from mice with different NVs or IPI549 treatment at day 19 post to the inoculation of tumor cells.  $n = 5$  mice per group. **d** Tumor volume curves in the different treatment groups of MC38 tumor-bearing mice.  $n = 5$  mice per group. **e**

Representative images of H&E staining of MC38 tumor sections. Scale bar, 100  $\mu$ m. n = 5 mice per group. **f** Phosphoinositide 3-kinase activity of TAMs, characterized by the conversion ratio of PIP2 to PIP3, was determined by ELISA on day 19 post to model establishment. n = 5 mice per group. **g** The levels of PI3K $\gamma$  and TLR9 pathways related molecules (p-C/EBP $\beta$ , p-AKT, p-IRAK4 and p-p65) in TAMs isolated from mice with above mentioned treatments were detected by western blotting at 19 days post to the inoculation of tumor cells. The experiments were repeated three times independently with similar results. **h-i** The effects of sg*Pik3cg*-DHP/DGA-NVs on TAMs phenotype and derived cytokines were identified by flow cytometry analysis (CD86 and CD206) and ELISA. n = 5 mice per group. Data are represented as mean  $\pm$  SD. Two-way ANOVA with Dunnett's multiple comparison test was used in panel **d**. Other statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test. \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ . ns, no significant change. The exact  $P$ -value and source data are provided as a Source Data file.

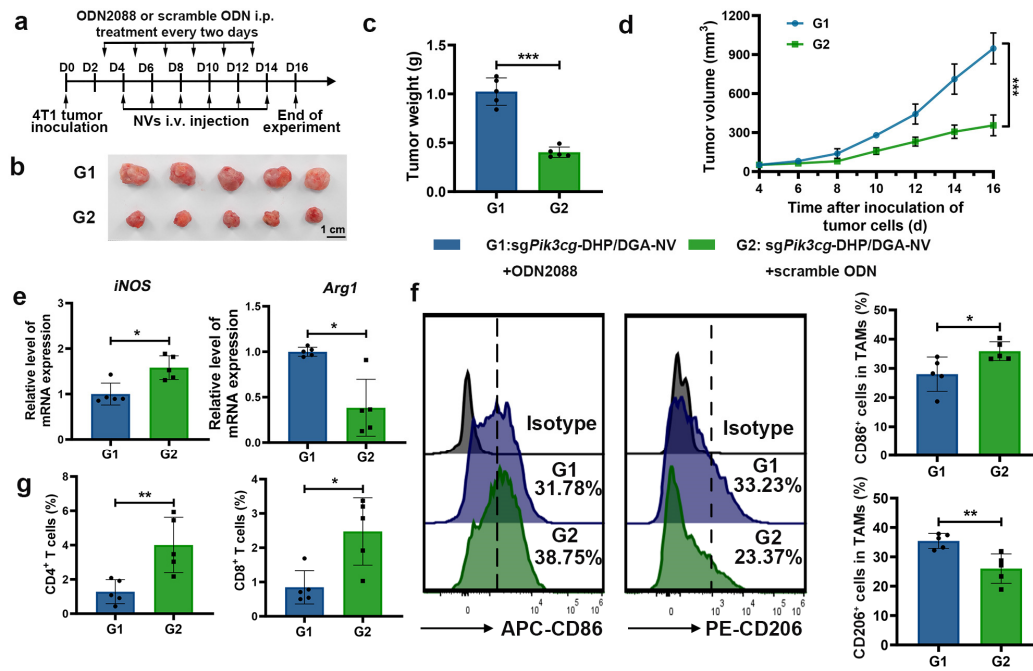

**Supplementary Fig.28 TLR9 antagonist OND2088 partially abolished the therapeutic effect of *sgPik3cg*-DHP/DGA-NVs in 4T1 tumor-bearing mice.** **a** Schematic diagram of 4T1 tumor-bearing mice with an in-vein injection of *sgPik3cg*-DHP/DGA-NVs ( $1 \times 10^{10}$  NVs per mice every two days) and intraperitoneal injection of TLR9 antagonist ODN2088 or scramble ODN (50  $\mu$ g per mice every two days). **b-c** Images of tumors and mean tumor weights from mice with different NVs and ODN2088 or scramble ODN treatment at day 16 post to the inoculation of tumor cells. **d** Tumor volume curves in the different treatment groups of 4T1 tumor-bearing mice. **e-f** The effects of *sgPik3cg*-DHP/DGA-NVs on TAMs phenotype were identified by qRT-PCR assay (*iNOS* and *Arg1*) and flow cytometry analysis (CD86 and CD206). **g** The influence of *sgPik3cg*-DHP/DGA-NVs on intratumor CD4<sup>+</sup>/CD8<sup>+</sup> T cell ratio were identified by flow cytometry analysis.  $n = 5$  mice per group for panels (**b-g**). Data are represented as mean  $\pm$  SD. Two-way ANOVA with Bonferroni's multiple comparison test was used in panel **d**. Other statistical analyses were performed using unpaired Student's t test (two tailed) except RT-qPCR assay on the relative level of *Arg1* expression (unpaired t test with Welch's correction (two tailed)), *iNOS* expression in **e** and FACS analysis on CD8<sup>+</sup> T cell in panel **g** (Mann Whitney test). \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ . The exact  $P$ -value and source data are provided as a Source Data file.

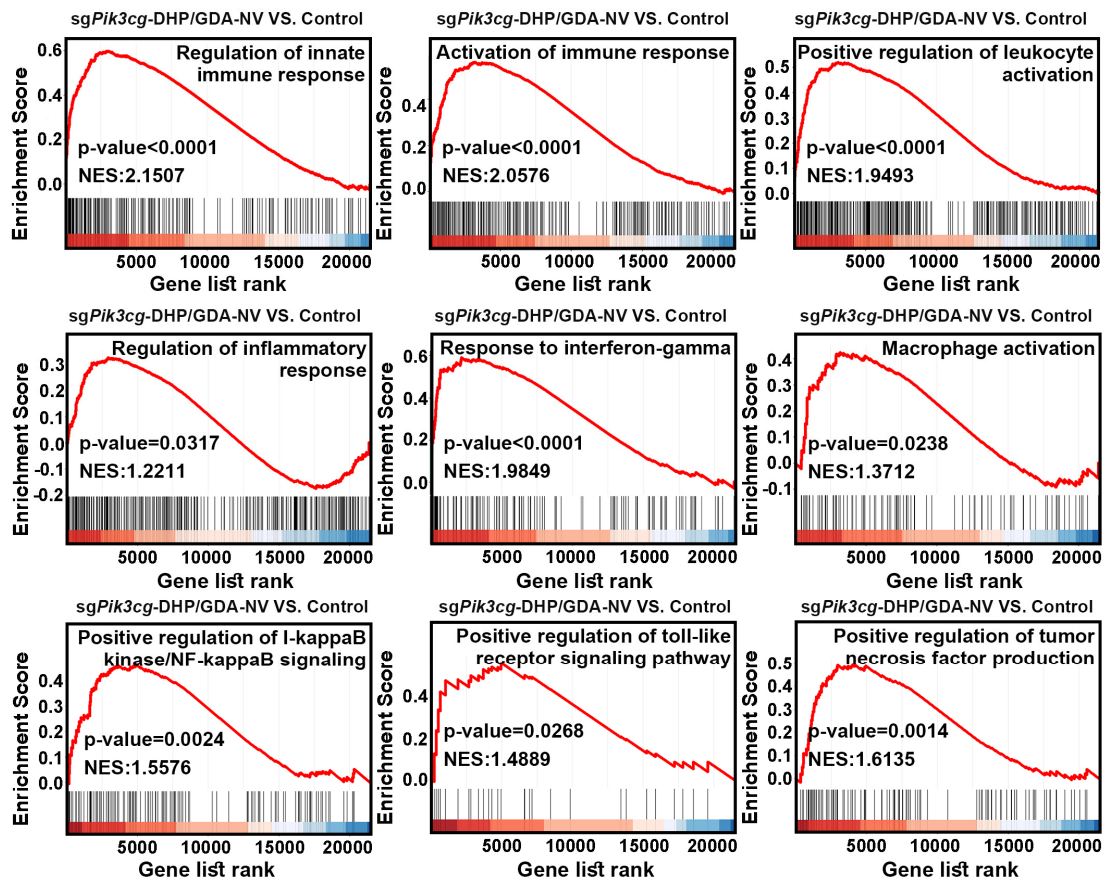

**Supplementary Fig. 29 Gene Set Enrichment Analysis (GSEA) comparing the expression of genes involved in immune activation in 4T1 tumor tissue.** The comparison is between the *sgPik3cg*-DHP/GDA-NVs treated group, receiving  $1 \times 10^{10}$  NVs every two days, and the control group, assessed on day 16 after the establishment of the model.  $n = 3$  mice per group.

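Reactome sets of immune pathways give the same comparison for collections of genes that were not chosen by hand, tested with camera over all tested genes of the 3 NV and 3 PBS tumors. Interferon gamma signaling rose by a mean log2 fold change of 0.45 over 69 genes (adjusted p = 2.31e-07) and interferon signaling by 0.39 over 96 genes (adjusted p = 9.74e-07). Cytokine signaling in the immune system rose by 0.23 over 195 genes (adjusted p = 2.24e-04). The larger sets of the adaptive (331 genes, 0.13, adjusted p = 0.105) and innate immune system (422 genes, 0.08, adjusted p = 0.161) did not pass. Antigen presentation by class I MHC rose by 0.31 over 30 genes (adjusted p = 0.0111), costimulation by the CD28 family by 0.36 over 37 genes (adjusted p = 0.0114) and PD-1 signaling by 0.79 over 12 genes (adjusted p = 0.0325). T cell receptor signaling rose by 0.20 over 41 genes and did not pass the correction (adjusted p = 0.0601). Interferon alpha and beta signaling (12 genes, 0.33, adjusted p = 0.194), the cascades of Toll-like receptors (101 genes, 0.07, adjusted p = 0.351) and NF-κB activation in B cells (63 genes, -0.03, adjusted p = 0.948) did not pass either. Of the sets named for NF-κB, the activation through FADD and RIP-1 passed (10 genes, 0.26, adjusted p = 0.0443). Others went both ways without passing. Examples are NF-κB that signals survival (12 genes, -0.38, adjusted p = 0.18) and its activation mediated by TRAF6 (15 genes, 0.04, adjusted p = 0.926). Genes of MHC class I are near copies of one another, between which the authors' counting could have split reads. The adjusted p of interferon gamma signaling lay between 8.66e-13 and 0.997 over the alternative settings, the latter with the correlation between genes estimated from the mice. Antigen presentation by class I MHC did not pass in 3 of 22 alternative settings, and costimulation by the CD28 family in 4. Leaving out 1 mouse moved their means between 0.11 and 0.45 and between 0.23 and 0.45.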

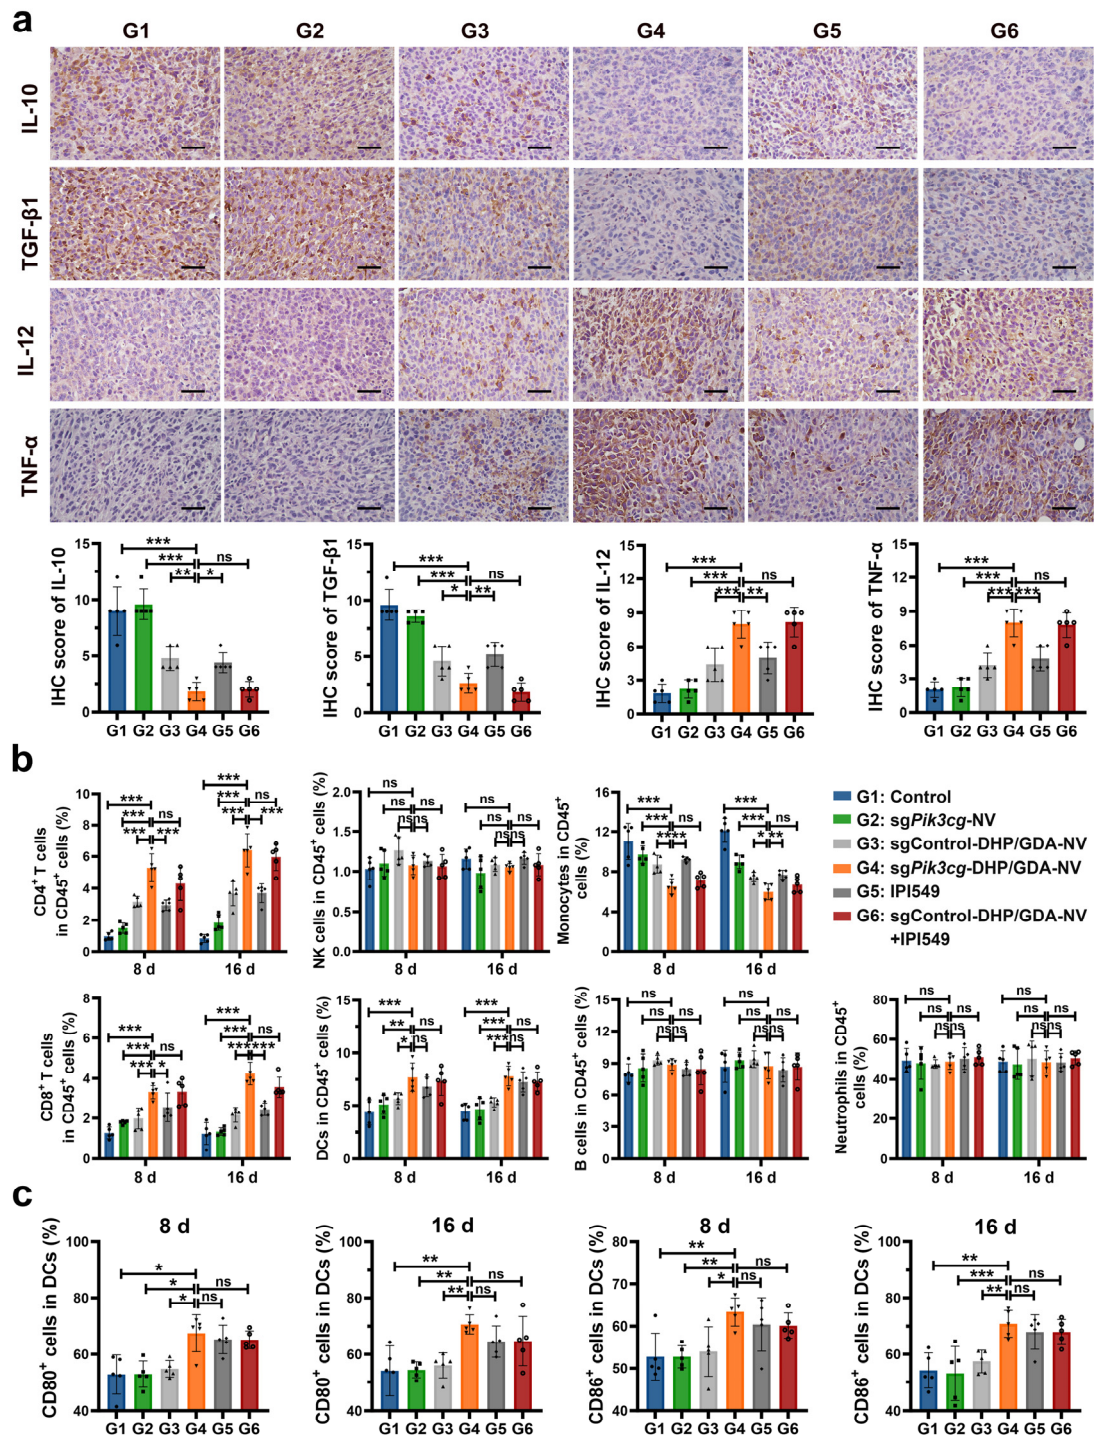

**Supplementary Fig. 30** *sgPik3cg*-DHP/DGA-NVs therapy improved the tumor microenvironment of 4T1 tumor-bearing mice. **a** Representative immunohistochemical staining of immunosuppressive cytokines (IL-10 and TGF- $\beta$ 1) and immunostimulatory cytokines (IL-12 and TNF- $\alpha$ ) in 4T1 tumor tissue from mice with an in-vein injection of NVs ( $1 \times 10^{10}$  NVs every two days) or intragastric administration of IPI549 (15 mg/kg every day) at 16 days post to 4T1 model establishment. **b-c** The influence of *sgPik3cg*-DHP/DGA-NVs on the ratio of

intratumoral leukocyte and activated DC (CD80<sup>+</sup> and CD86<sup>+</sup>) was evaluated by flow cytometry analysis at 8 days and 16 days post to the inoculation of tumor cells. n = 5 mice per group for panels (a-c). Data are represented as mean  $\pm$  SD. Statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test except FACS analysis on NK cell on 16 d, FACS analysis on neutrophil on 8 and 16 d and FACS analysis on CD80<sup>+</sup> cell in DC on 8 d (Kruskal-Wallis test with Dunn's multiple comparisons test). \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ . The exact  $P$ -value and source data are provided as a Source Data file.

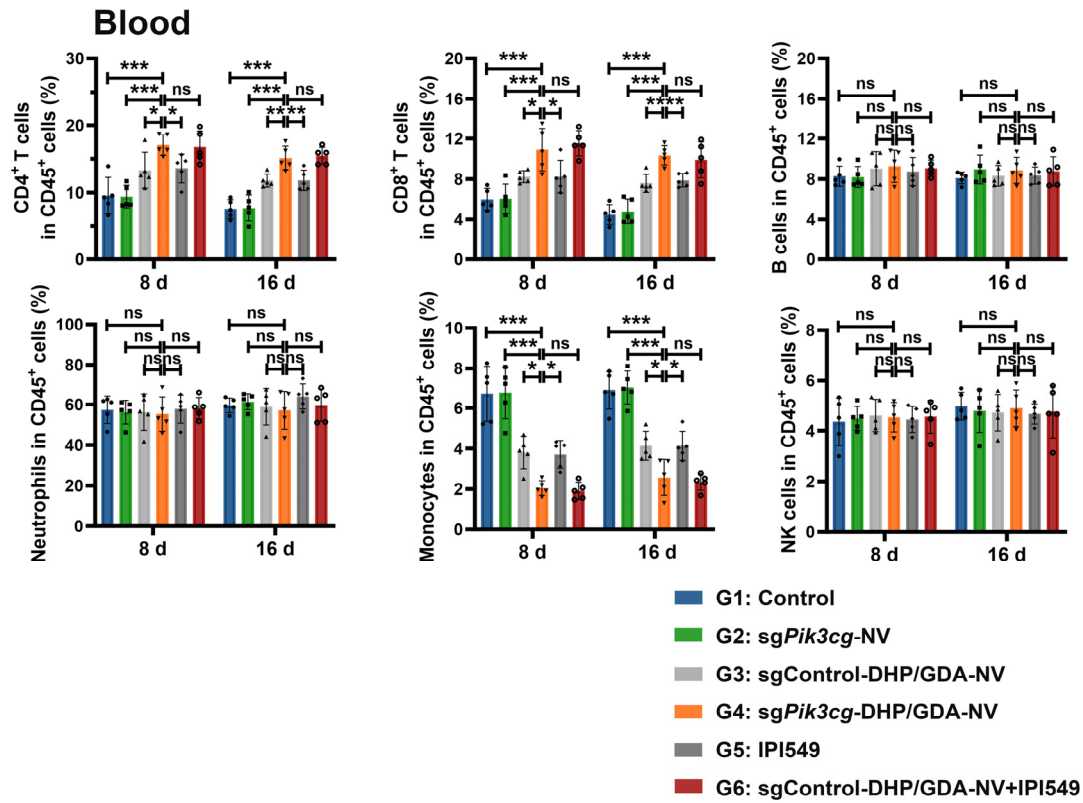

**Supplementary Fig. 31** The influence of *sgPik3cg*-DHP/DGA-NVs and IPI549 treatment on the immune cell ratio of peripheral blood leukocyte from 4T1 tumor bearing mice treated with *sgPik3cg*-DHP/DGA-NVs or IPI549. 4T1 tumor-bearing mice were treated with intravenous injections of NVs at a dose of  $1 \times 10^{10}$  NVs every two days, or through daily intragastric administration of IPI549 at a dosage of 15 mg/kg. The ratio of immune cells in the peripheral blood leukocyte was evaluated using flow cytometry analysis at 16 days after the inoculation of tumor cells.  $n = 5$  mice for each time point. Data are represented as mean  $\pm$  SD. Statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test.  $*P < 0.05$ ,  $**P < 0.01$  and  $***P < 0.001$ . ns, no significant change. The exact  $P$ -value and source data are provided as a Source Data file.

### a MC38 Tumor

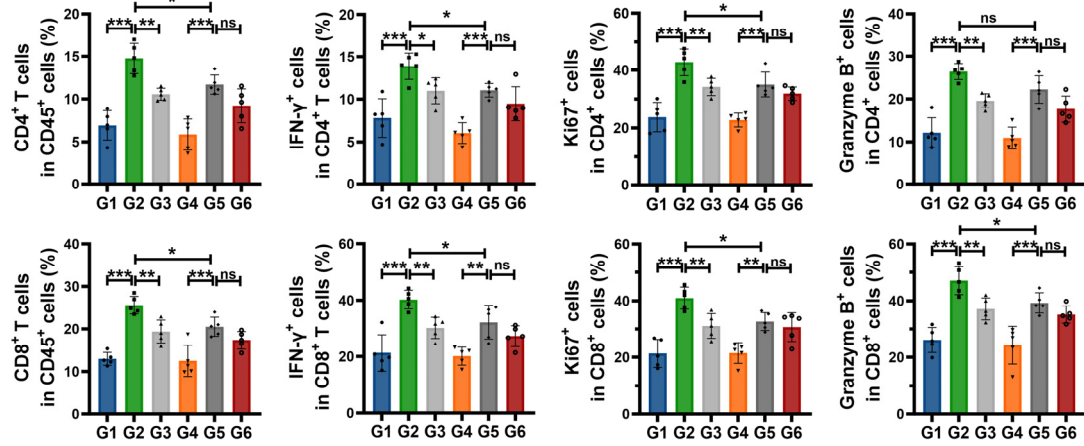

### b MC38 Tumor

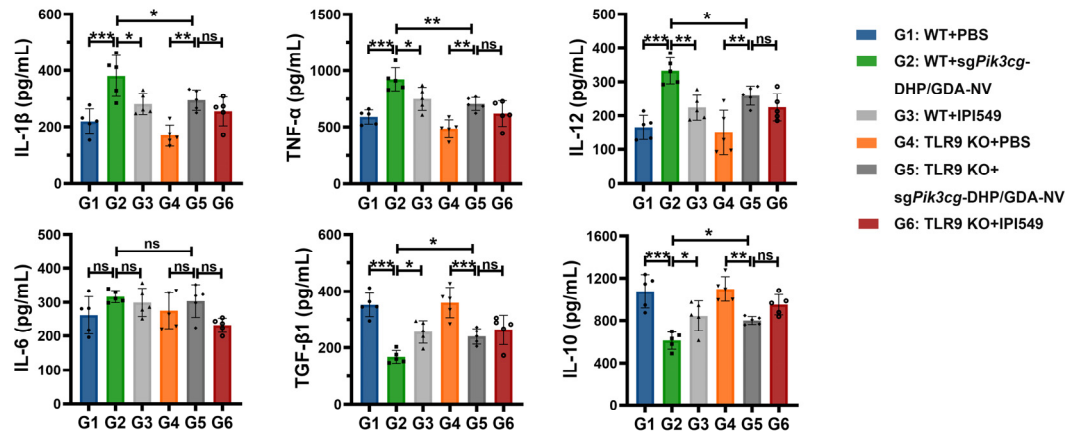

**Supplementary Fig. 32** *sgPik3cg*-DHP/DGA-NVs therapy improved the tumor microenvironment of MC38 tumor-bearing mice. **a** The influence of *sgPik3cg*-DHP/DGA-NVs on intratumoral T cell activation and proliferation (IFN-γ<sup>+</sup>, ki67<sup>+</sup> and Granzyme B<sup>+</sup> percentage in CD4<sup>+</sup> T cells and CD8<sup>+</sup> T cells) was evaluated in MC38 WT and TLR9 KO mice with an in-vein injection of *sgPik3cg*-DHP/DGA-NVs (1×10<sup>10</sup> NVs every two days) or intragastric administration of IPI549 (15 mg/kg every day) at day 19 post to the inoculation of tumor cells. **b** The cytokine levels in MC38 tumors harvested from mice with above mentioned treatments were determined by ELISA assay. n = 5 mice per group for panels (a-b). Data are represented as mean ± SD. Statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test. \**P* < 0.05, \*\**P* < 0.01 and \*\*\**P* < 0.001. ns, no significant change. The exact *P*-value and source data are provided as a Source Data file.

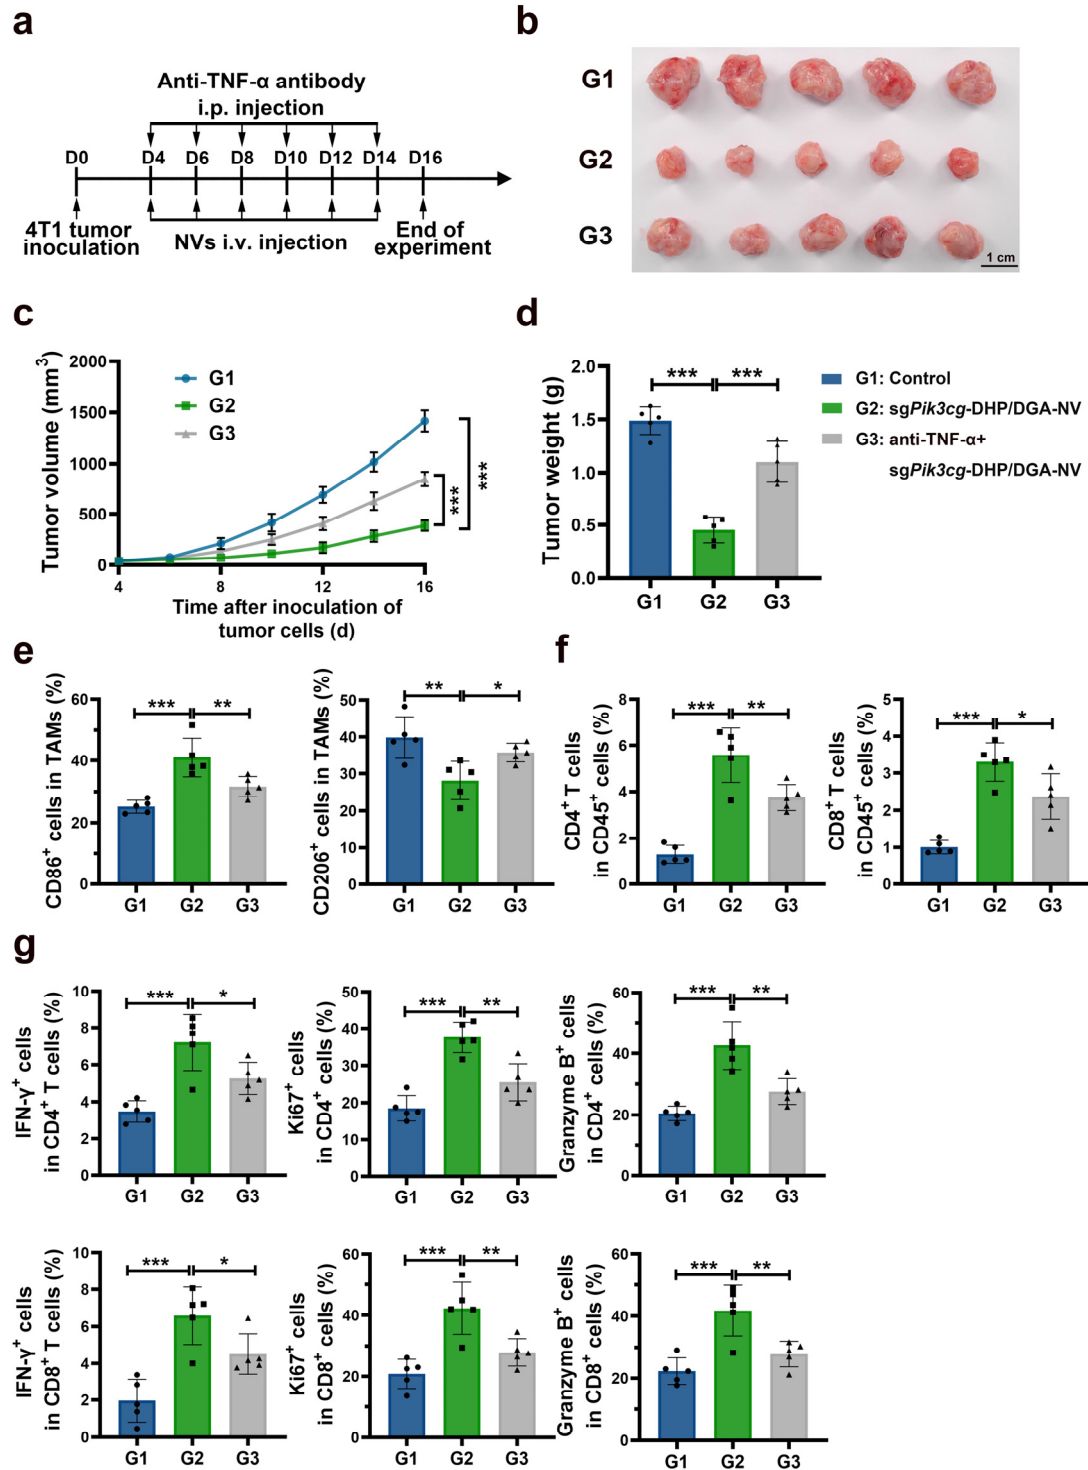

**Supplementary Fig. 33 The influence of TNF- $\alpha$  blockade on *sgPik3cg*-DHP/DGA-NVs tumor immunotherapy in 4T1 tumor-bearing mice. **a** Schematic diagram of 4T1 tumor-bearing mice with an in-vein injection of NVs ( $1 \times 10^{10}$  NVs every two days) and intraperitoneal injection of anti-TNF- $\alpha$  antibody (500  $\mu$ g per mouse every 2 days). **b-c** Images of tumors and tumor volume curves of mice with above mentioned treatment at day 16 post to the inoculation of tumor cells. **d** Mean tumor weights in the different treatment groups of 4T1 tumor-bearing mice. **e-g** The effects of *sgPik3cg*-**

DHP/DGA-NVs on TAMs phenotype, intratumor CD4<sup>+</sup>/CD8<sup>+</sup> T cell ratio and T cell activation and proliferation (IFN- $\gamma$ <sup>+</sup>, Ki67<sup>+</sup> and Granzyme B<sup>+</sup> percentage) were identified by flow cytometry analysis. n = 5 mice per group for panels (**b-g**). Data are represented as mean  $\pm$  SD. Two-way ANOVA with Dunnett's multiple comparison test was used in panel **c**. Other statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test. \* $P$  < 0.05, \*\* $P$  < 0.01 and \*\*\* $P$  < 0.001. ns, no significant change. The exact  $P$ -value and source data are provided as a Source Data file.

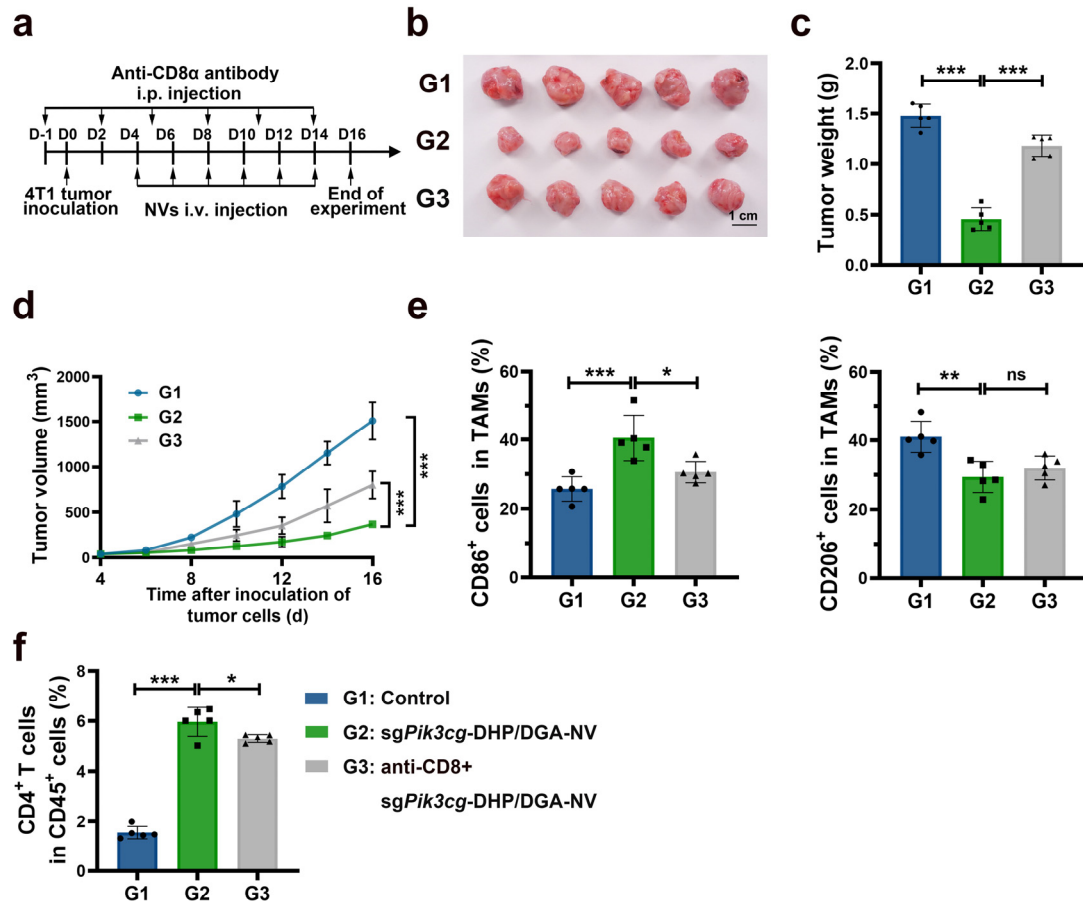

**Supplementary Fig. 34 The influence of CD8<sup>+</sup> T cells deletion on *sgPik3cg*-DHP/DGA-NVs tumor immunotherapy in 4T1 tumor-bearing mice.** **a** Schematic diagram of 4T1 tumor-bearing mice with an in-vein injection of NVs ( $1 \times 10^{10}$  NVs every two days) and intraperitoneal injection of anti-CD8α antibody (100 μg per mouse every 3 days). **b-c** Images of tumors and mean tumor weights from mice with above mentioned treatment at day 16 post to the inoculation of tumor cells. **d** Tumor volume curves in the different treatment groups of 4T1 tumor-bearing mice. **e-f** The effects of *sgPik3cg*-DHP/DGA-NVs on TAMs phenotype and intratumor CD4<sup>+</sup> T cell ratio were identified by flow cytometry analysis.  $n = 5$  mice per group for panels (**b-f**). Data are represented as mean  $\pm$  SD. Two-way ANOVA with Dunnett's multiple comparison test was used in panel **d**. Other statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test. \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ . The exact  $P$ -value and source data are provided as a Source Data file.

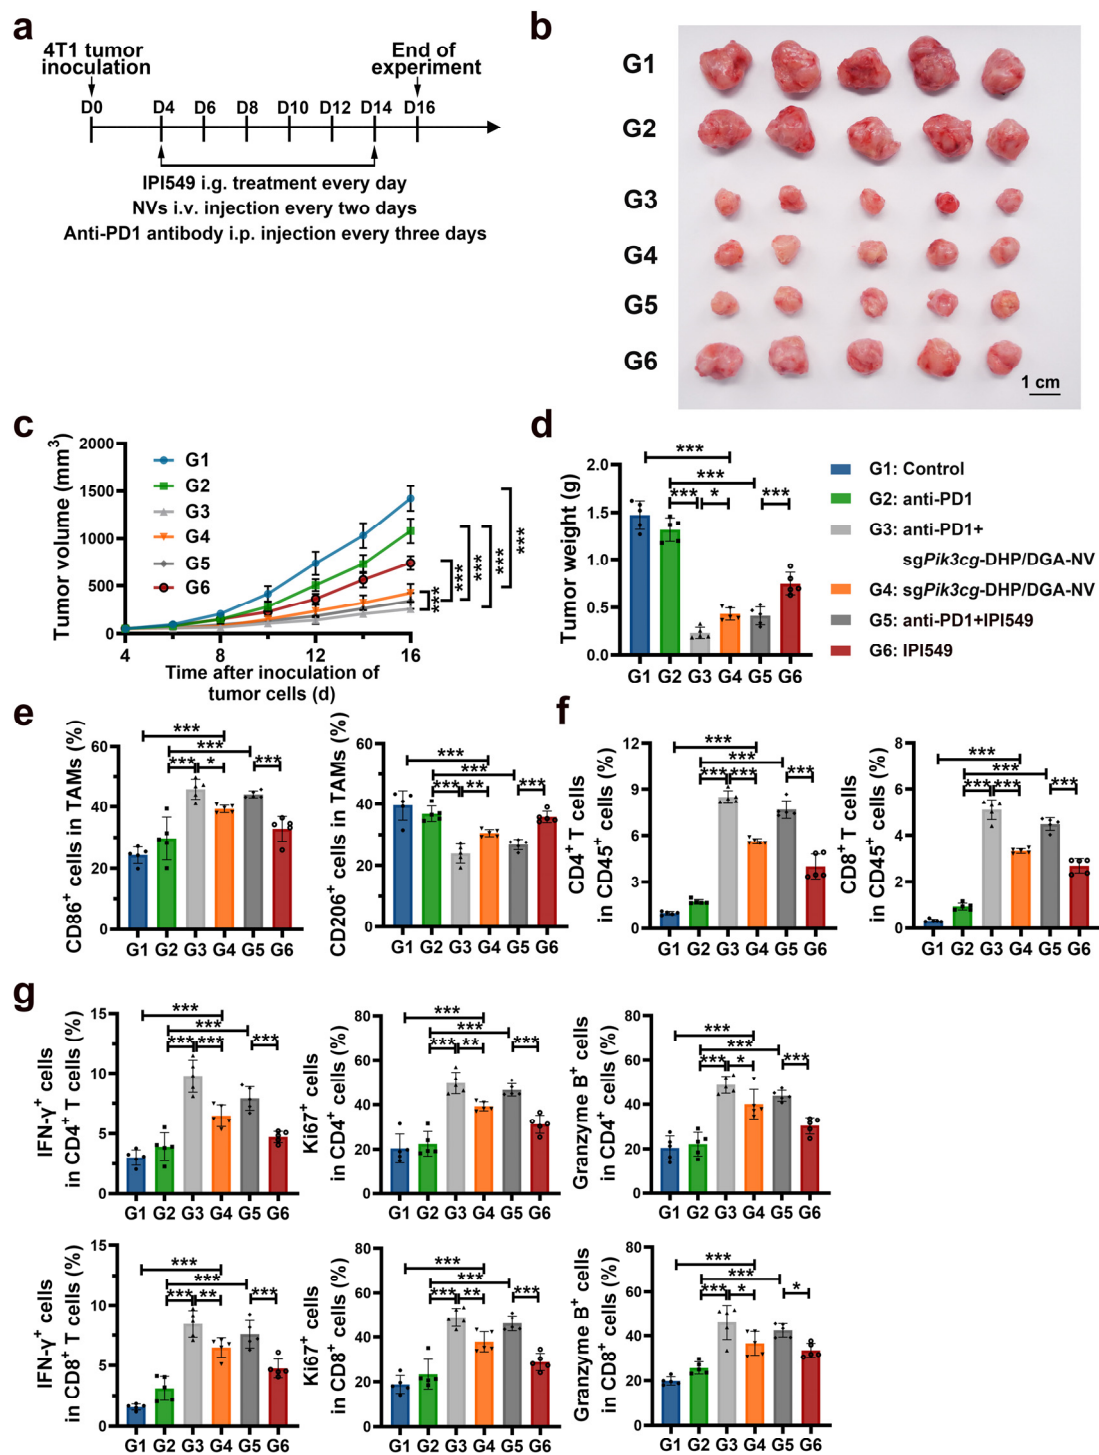

**Supplementary Fig. 35** The therapeutic effect of the combined treatment of anti-PD-1 antibody and *sgPik3cg*-DHP/DGA-NVs in 4T1 tumor-bearing mice. **a** Schematic diagram of 4T1 tumor-bearing mice with an in-vein injection of NVs ( $1 \times 10^{10}$  NVs every two days), intragastric administration of IPI549 (15 mg/kg every day) and intraperitoneal injection of anti-PD-1 antibody (250  $\mu$ g per mouse every 3 days). **b-c** Representative images of tumors and tumor volume curves of mice with above mentioned treatment at day 16 post to the inoculation of tumor cells. **d** Mean tumor

weights in the different treatment groups of 4T1 tumor-bearing mice. **e-g** The effects of *sgPik3cg*-DHP/DGA-NVs on TAMs phenotype and intratumor CD4<sup>+</sup>/CD8<sup>+</sup> T cell ratio and T cell activation and proliferation (IFN- $\gamma$ <sup>+</sup>, Ki67<sup>+</sup> and Granzyme B<sup>+</sup> percentage) were identified by flow cytometry analysis. n = 5 mice per group for panels (**b-g**). Data are represented as mean  $\pm$  SD. Two-way ANOVA with Dunnett's multiple comparison test was used in panel **c**. Other statistical analyses were performed using one-way ANOVA with Dunnett's multiple comparison test. \* $P$  < 0.05, \*\* $P$  < 0.01 and \*\*\* $P$  < 0.001. The exact  $P$ -value and source data are provided as a Source Data file.

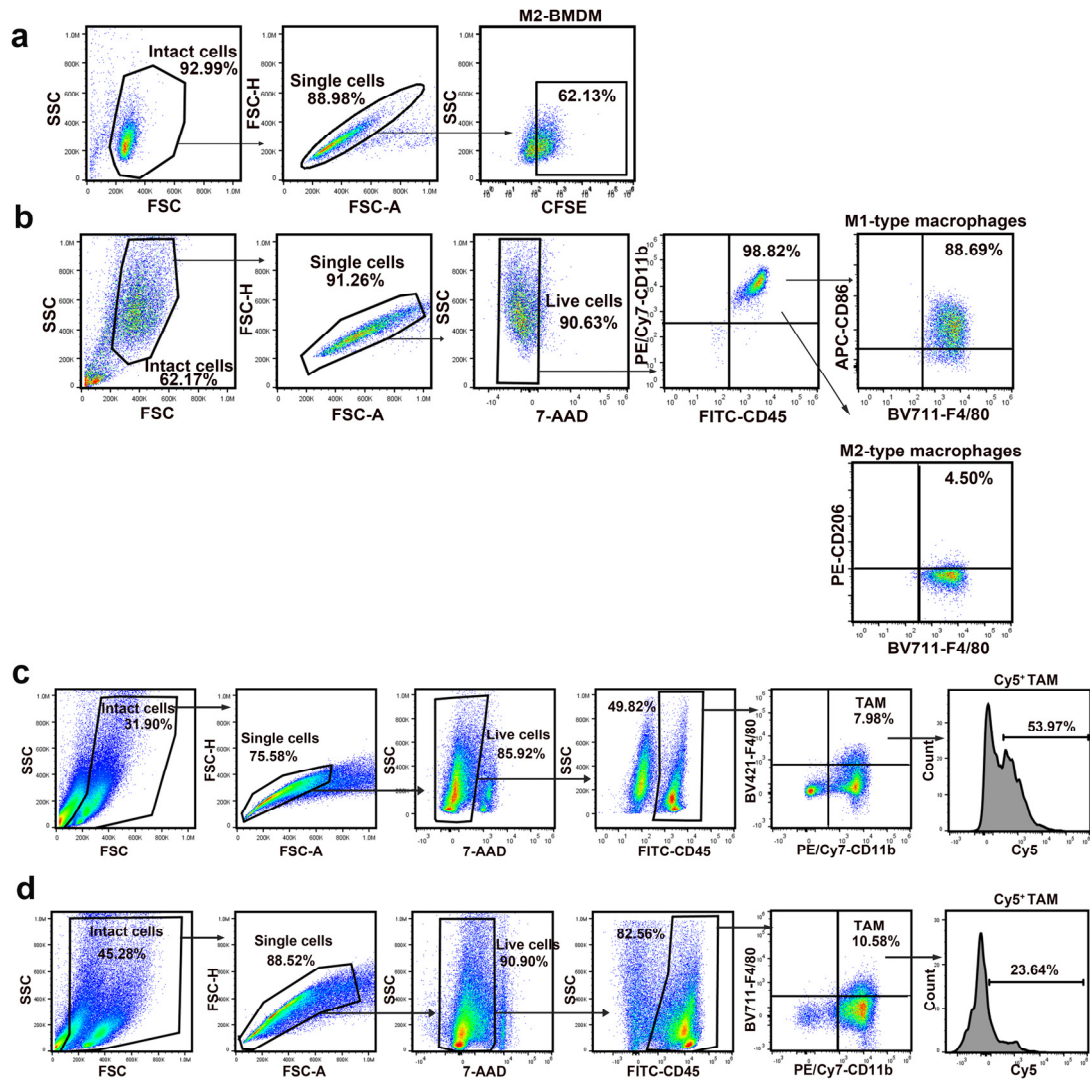

**Supplementary Fig. 36 Gating strategies of macrophages used for flow cytometry analysis.** **a** Gating strategies of CFSE<sup>+</sup> M2-BMDM in Fig. 4a-b,e-f, Supplementary Fig. 21b, Supplementary Fig. 17d. **b** Gating strategies of CD86<sup>+</sup> M1-macrophages and CD206<sup>+</sup> M2-macrophages in Fig. 5h. **c** Gating strategies of Cy5<sup>+</sup> TAM in Fig. 6g. **d** Gating strategies of Cy5<sup>+</sup> TAM in Fig. 6i and Supplementary Fig. 24e.

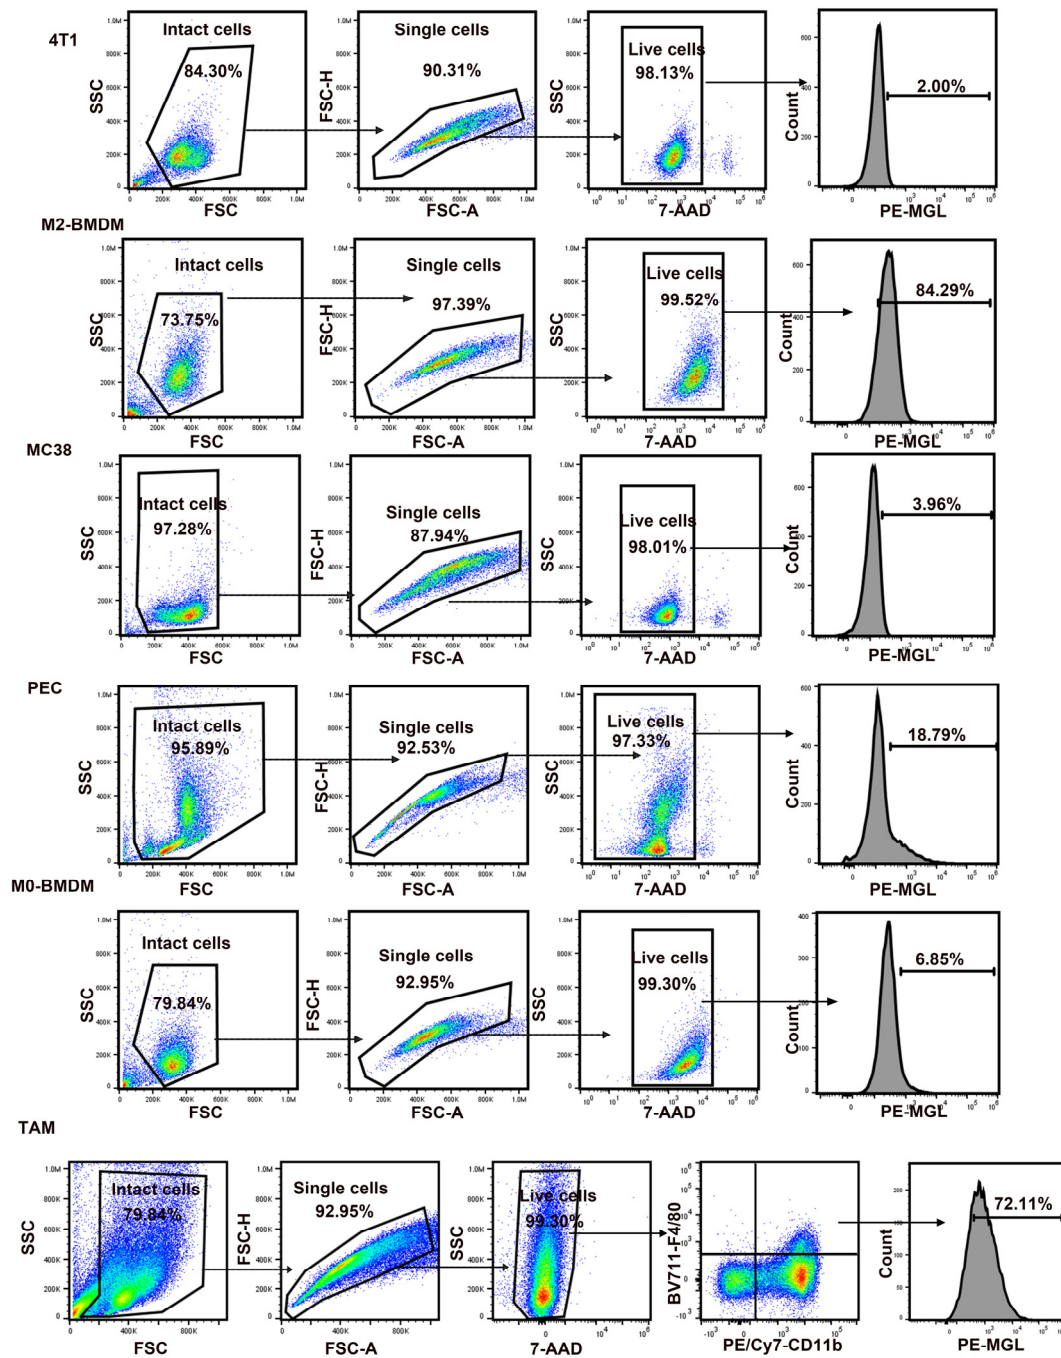

**Supplementary Fig. 37 Gating strategies of determining MGL expression in cells used for flow cytometry analysis.** This gating strategy corresponded to the FACS data in Supplementary Fig. 16b and Supplementary Fig. 17b.

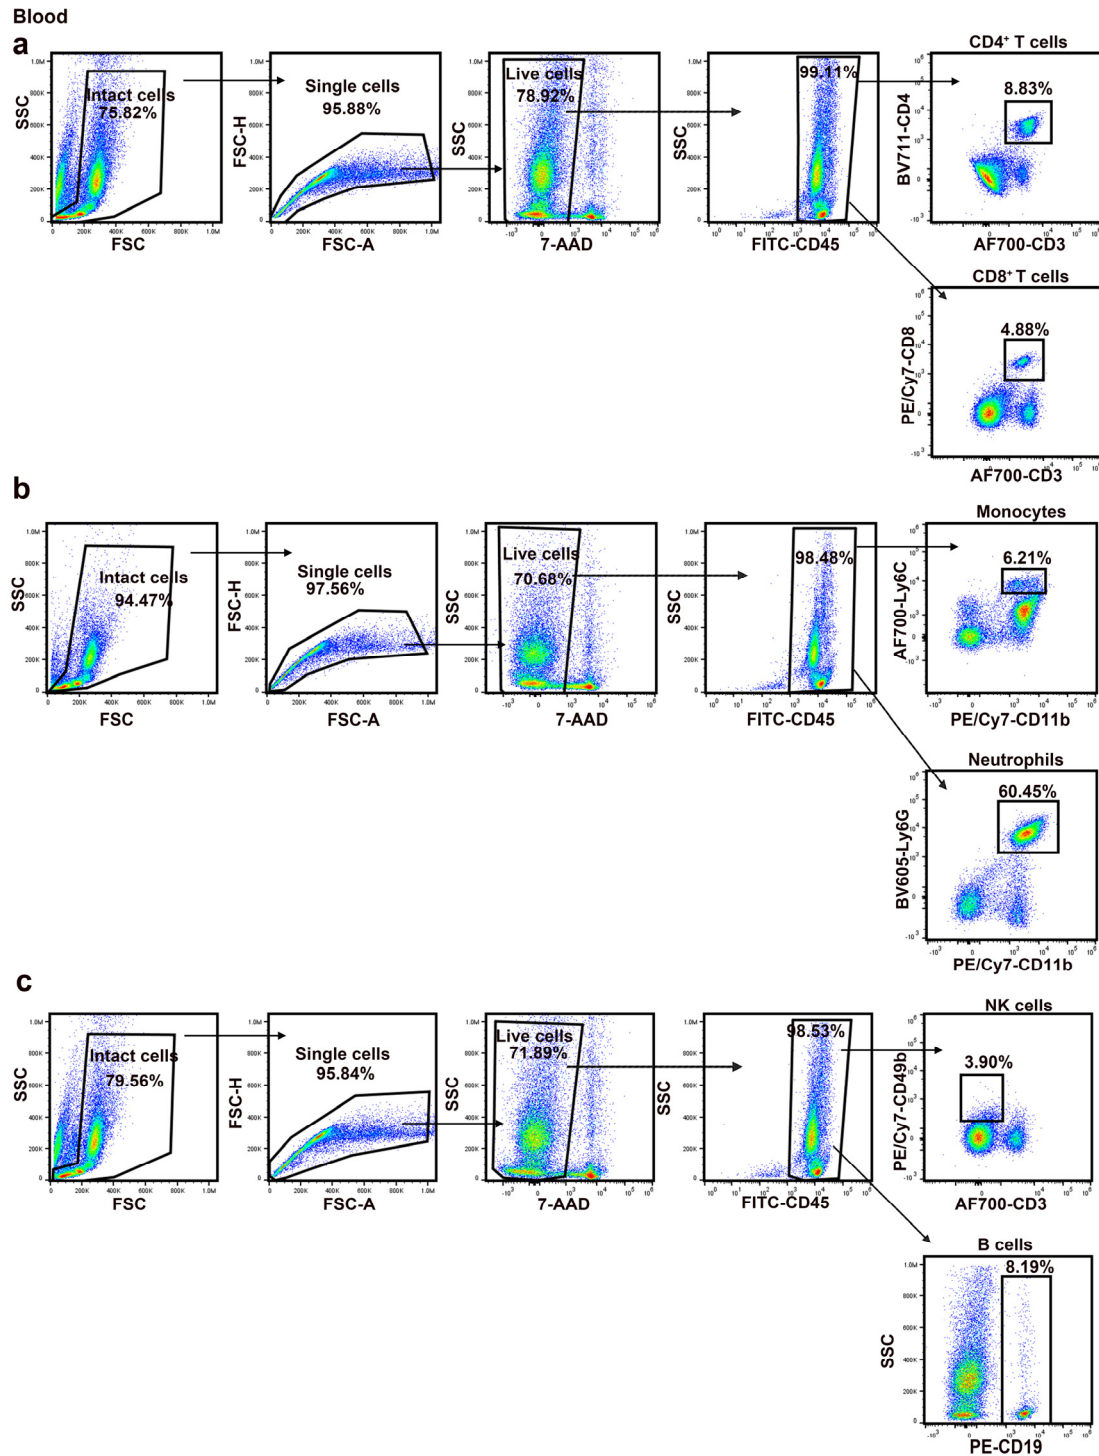

**Supplementary Fig. 38 Gating strategies of peripheral blood cells used for flow cytometry analysis. a** CD4<sup>+</sup> T lymphocyte and CD8<sup>+</sup> T lymphocytes of CD45<sup>+</sup> leukocytes; **b** Monocytes (CD11b<sup>+</sup>Ly6C<sup>+</sup>) and neutrophils (CD11b<sup>+</sup>Ly6G<sup>+</sup>) from CD45<sup>+</sup> leukocytes; **c** B cells (CD19<sup>+</sup>) and NK cells (CD3<sup>+</sup>CD49b<sup>+</sup>) of CD45<sup>+</sup> leukocyte cells in the blood. This gating strategy corresponded to the FACS data in Supplementary Fig. 22b and Supplementary Fig. 31.

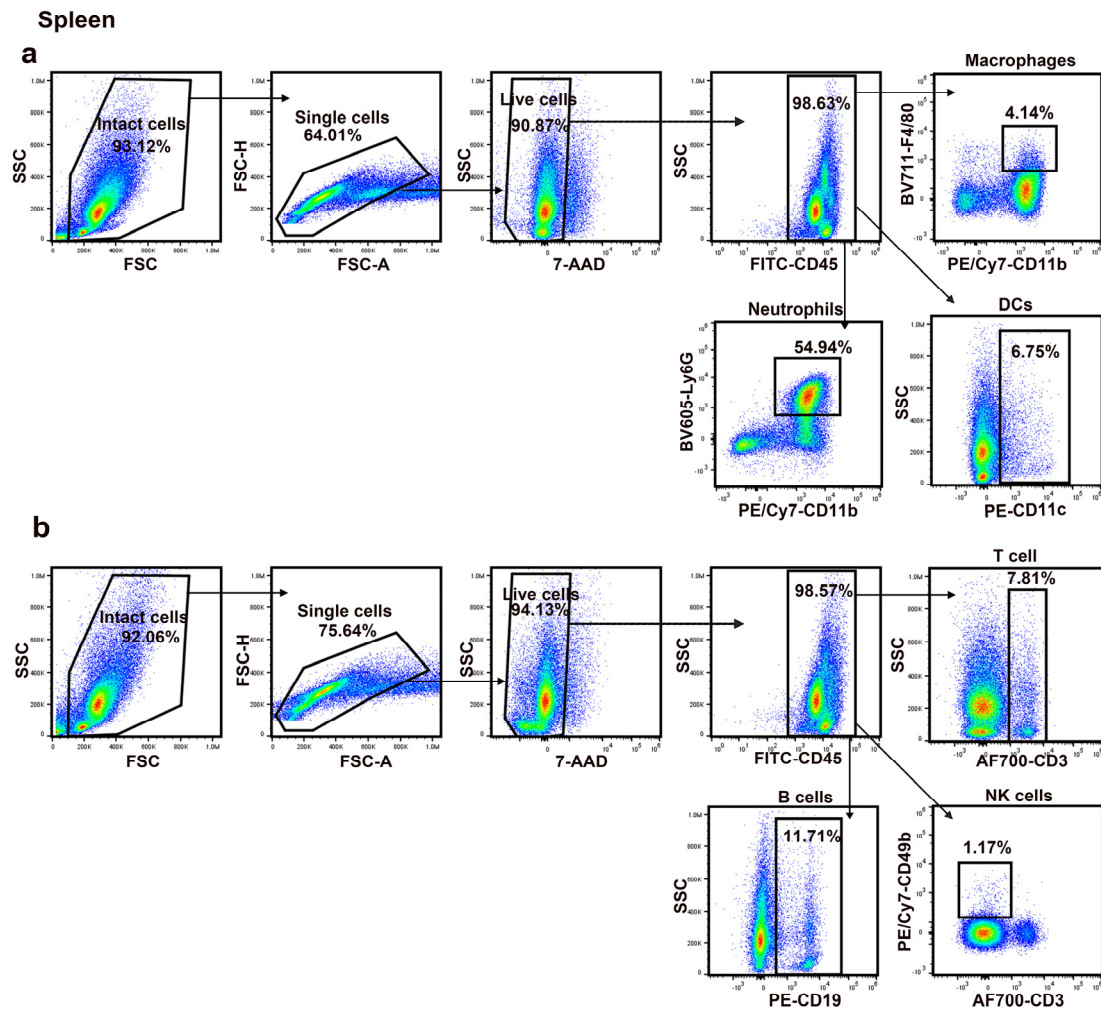

**Supplementary Fig. 39 Gating strategies of splenocytes used for flow cytometry analysis.** **a** Neutrophils ( $CD11b^{+}Ly6G^{+}$ ), DCs ( $CD11c^{+}$ ) and macrophages ( $CD11b^{+}F4/80^{+}$ ) of  $CD45^{+}$  leukocytes; **b** T lymphocytes ( $CD3^{+}$ ), B cells ( $CD19^{+}$ ) and NK cells ( $CD3^{-}CD49b^{+}$ ) of  $CD45^{+}$  leukocyte cells in the spleen. This gating strategy corresponded to the FACS data in Supplementary Fig. 10f and Supplementary Fig. 22b.

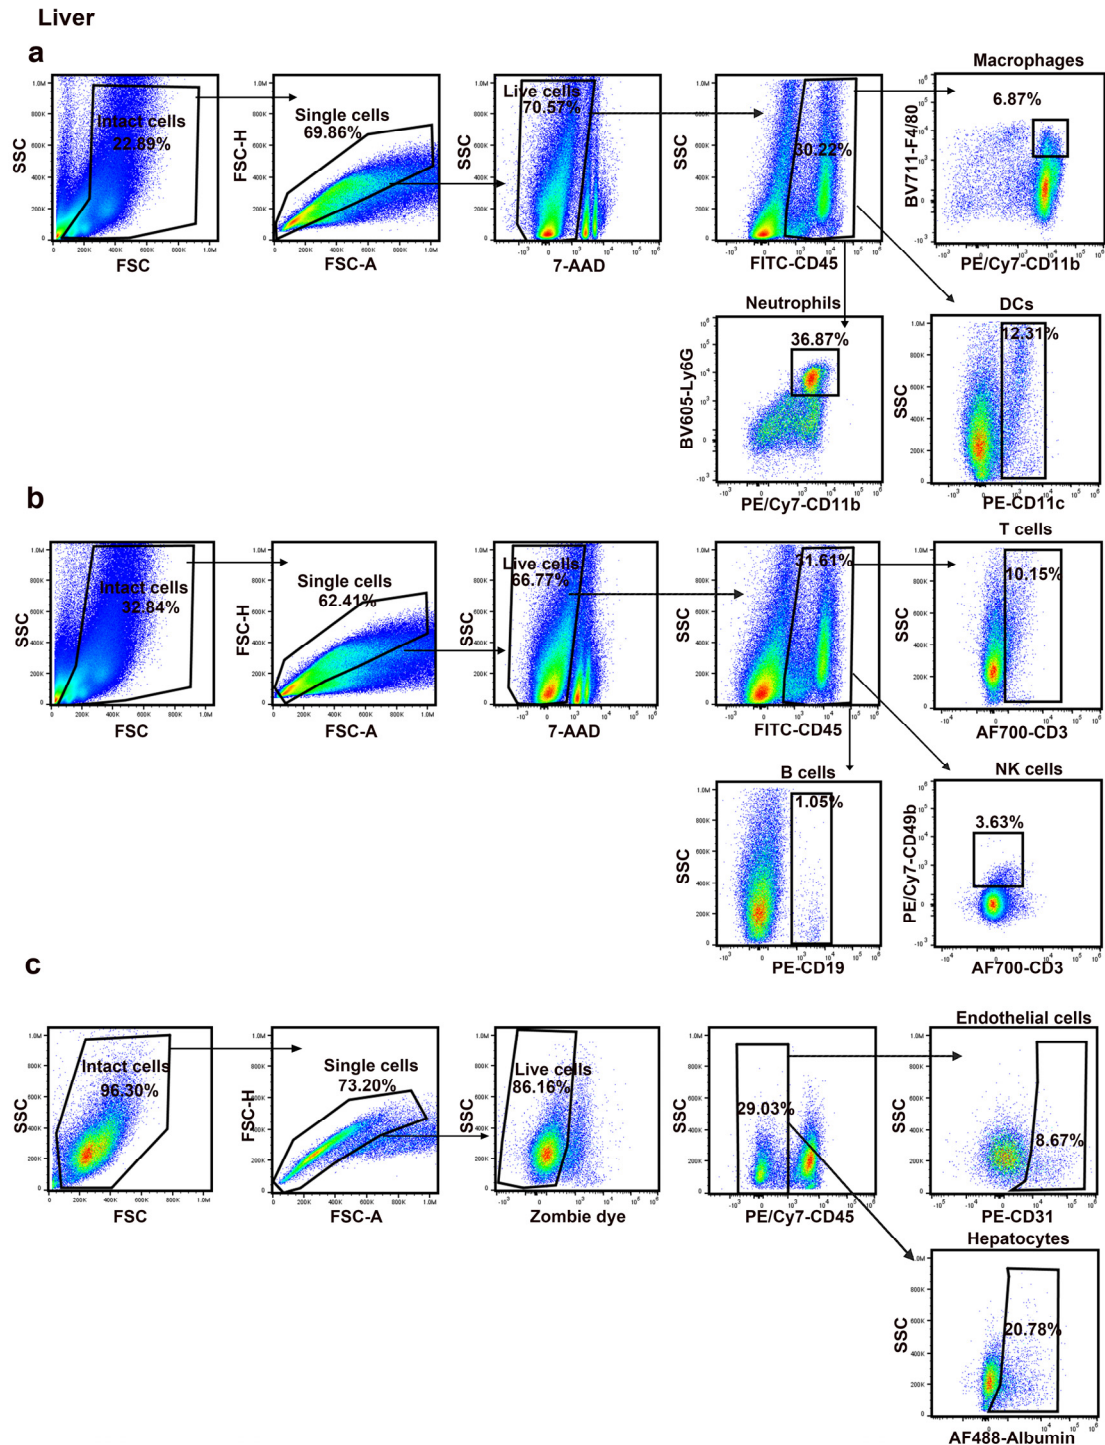

**Supplementary Fig. 40 Gating strategies of hepatic cell population used for flow cytometry analysis. a** Neutrophils ( $CD11b^+Ly6G^+$ ), DCs ( $CD11c^+$ ) and macrophages ( $CD11b^+F4/80^+$ ) of  $CD45^+$  leukocytes; **b** T lymphocytes ( $CD3^+$ ), B cells ( $CD19^+$ ) and NK cells ( $CD3^+CD49b^+$ ) of  $CD45^+$  leukocyte cells in the liver. **c** Hepatocytes ( $CD45^-Albumin^+$ ) and endothelial cell ( $CD45^-CD31^+$ ). This gating strategy corresponded to the FACS data in Supplementary Fig. 10g and Supplementary Fig. 22b.

# Tumor

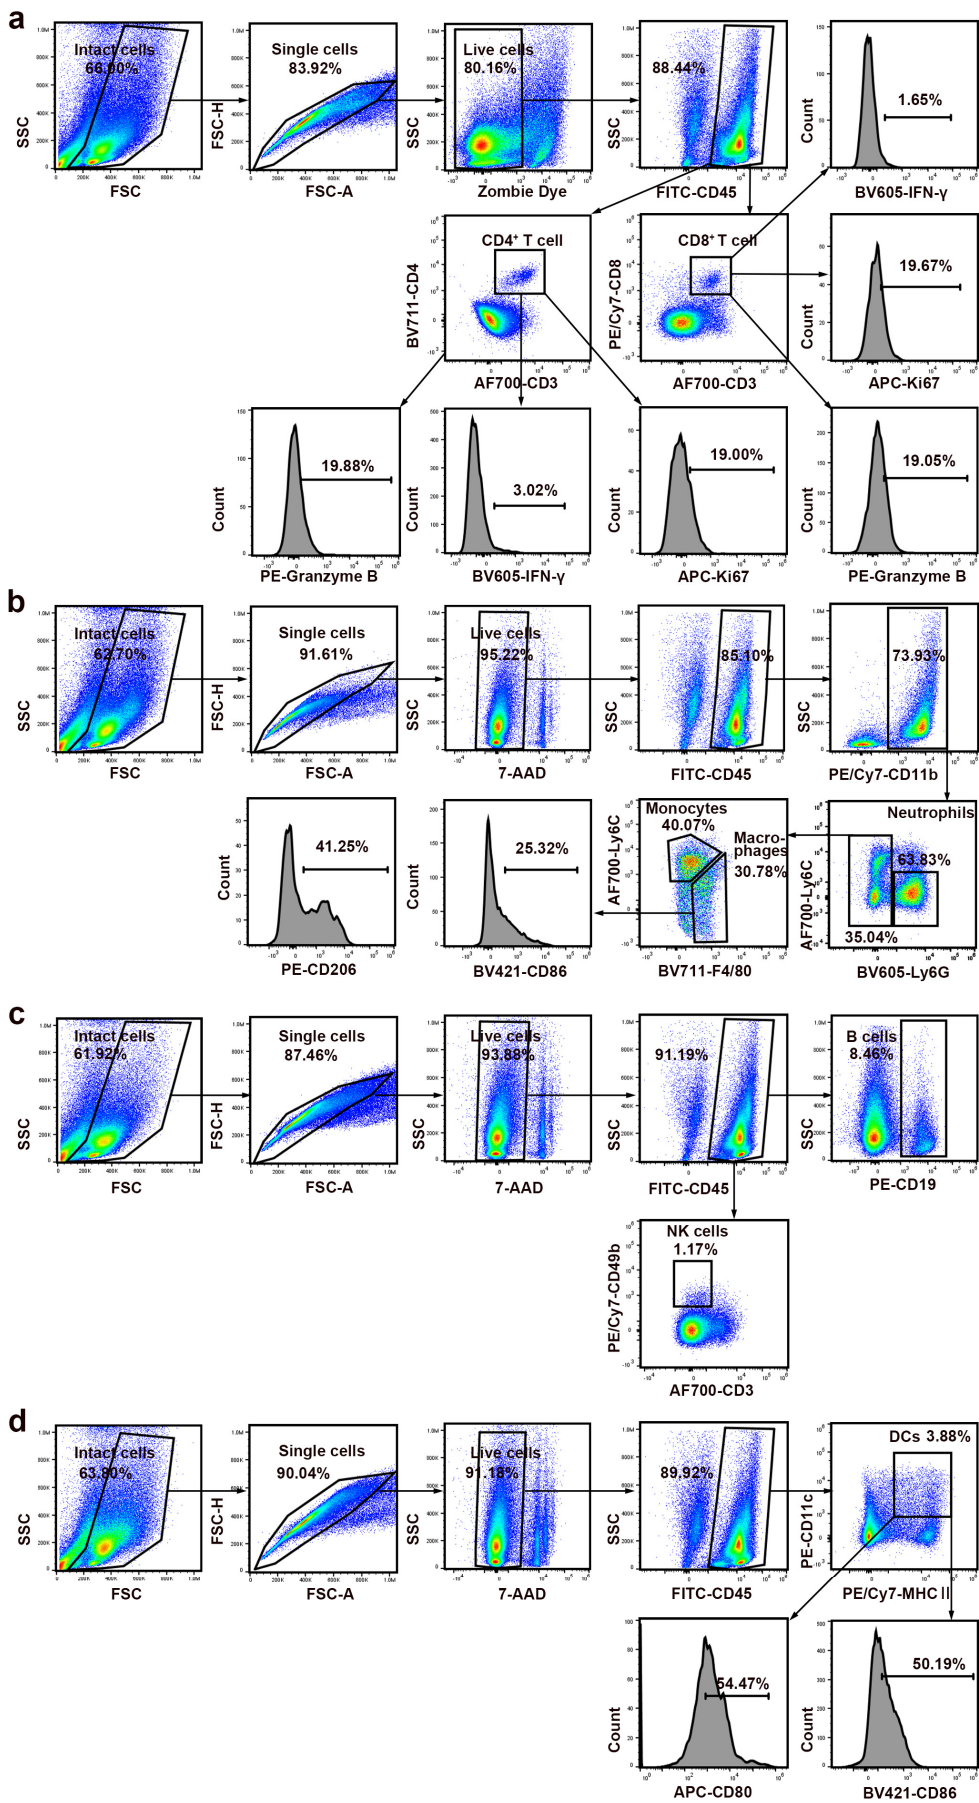

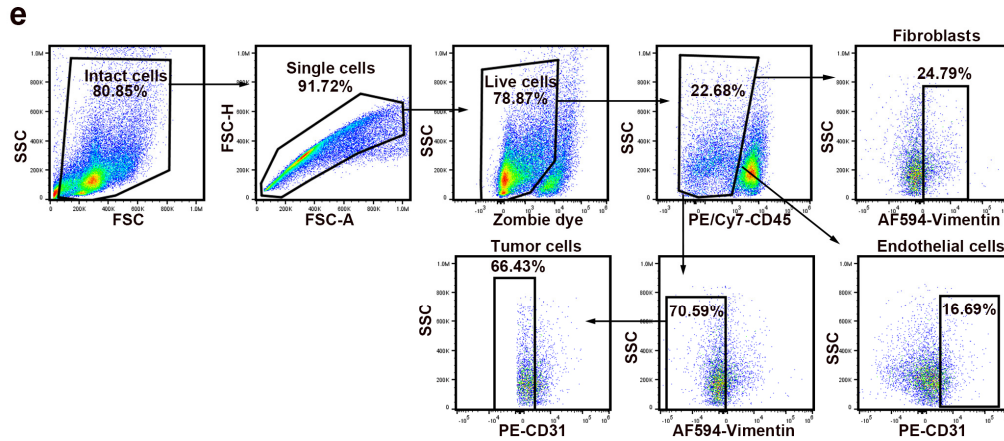

How the deposited data were processed for this re-analysis (not part of the article)

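RNA of 4T1 tumors from 3 mice treated with sgPik3cg-DHP/DGA-NVs and 3 mice given PBS, excised on day 16, had been sequenced, and the samples were grouped by the treatment in their labels and in the legend of Fig. 8. The authors deposited a table of FPKM values per gene and mouse, with the gene length and the position of each gene. The aligner, the counting tool, the genome build and the annotation behind the FPKM values are not named in the paper's text. Of the 52029 Ensembl genes shared with GENCODE vM21, 1446 (2.8%) have the same start and end there, so positions of the table and of GRCm38 were not combined, and GC content and guide positions were taken from GRCm38 alone. All columns of the table were used. The paper's other experiments, its sequencing of edited sites among them, were not analysed here.

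Reads per gene were recovered from the FPKM values and the gene lengths, since their products are whole multiples of a step per mouse. In 6 simulated libraries the recovered reads were wrong for 0 of 59011 genes, and 2.0% of values came out whole where none were made from whole reads. Depth per mouse was between 15849425 and 17119129 reads on genes. A gene at the filter of 0.5 FPKM has few reads when it is short, and the counting error of such genes is part of the spread between mice.

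Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2(FPKM + 0.1) of genes with a mean of at least 0.5 FPKM over the 6 mice. Genes with a fold change of at least 1.5 and an unadjusted p under 0.05 were called DEGs, after the paper's methods, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Gene sets were tested with camera of limma with a correlation between genes of 0.01, adjusted over 8 lists for the pathways named by the paper, over 15 lists of cell types and technical genes, and over 825 Reactome sets of 10 to 500 tested genes. The Reactome sets come with fgsea 1.28.0, and 37636 genes were matched to their identifiers through a RefSeq gene table. The 23 lists were written by hand, because GO membership was not used here. Single values were compared by exact two-sided permutation tests, which with 3 mice against 3 cannot give a p under 0.1.

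The genes named in the text are Pik3cg, Tlr9 and the genes of markers, cytokines and receptors that the paper measures in tumors or TAMs. Named as well are the 5 genes higher and the 5 lower with the smallest p among DEGs whose groups do not overlap. Added to these are up to 3 genes per list with the smallest p in its direction, and the first 5 genes of Supplementary Data 6. Genes outside this rule are marked where they appear, and a further result, on a single gene, is not reported here.

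The replicate numbers used as a block come from the numbers in the sample labels. Mice with the same number are different animals, and the paper does not describe them as pairs. Alternatives were a pseudocount of 1 or 0.01, a filter of 1 FPKM or none, rescaling to the same sum, quantile normalization, no trend, the ordinary statistic, the replicate block, protein-coding genes only, a loess correction for gene length (span 0.3) with and without the block, limma-voom on the recovered reads, camera with estimated correlations, fgsea, and leaving out each mouse. A correction for GC content with and without the block, the library split by receptor genes as a covariate, and limma-voom on genes with at least 10 reads were added after seeing the data.

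The pipeline was tested on simulated data, in which genes varied independently of one another with a single spread. The library split of the real data was not part of the simulation. Of the 198 genes made to change that passed the filter, 194 (98%) were called in the right direction and 171 had an adjusted p under 0.05, among 14958 genes, and 4.83% of unchanged genes had an unadjusted p under 0.05. On simulated values with a GC bias, Spearman's rho with GC content went from -0.789 to -0.005 after the correction, and 184 of the changed genes were called among 14136 genes. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.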

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

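The paper analyses the immune terms among its DEGs. Among 15 further lists of cell types and technical genes, 5 were lower in the NV group than in the PBS control with an adjusted p under 0.05 by camera. The paper does not report these lists from its RNA sequencing. For fibroblasts it proposes, from the level of TGF-β in the tumor, a disturbed activation and a hindered fibrotic barrier. All tests of explanations in this part were chosen after these differences had been seen.

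Hypoxia genes had a mean log2 fold change of -0.5094 (adjusted p = 9.91e-07, lower in all 16 genes), fibroblast and collagen genes -0.3952 (adjusted p = 4.61e-06, lower in 15 of 17) and replication-dependent histone genes -0.7642 (adjusted p = 6.23e-06, lower in 27 of 30). In these 3 lists all NV mice were below all PBS mice. Over the alternative settings the adjusted p lay between 3.13e-12 and 0.402 for hypoxia genes, between 1.18e-09 and 0.406 for fibroblast and collagen genes and between 3.24e-08 and 0.406 for histone genes, each time highest with the correlation between genes estimated from the mice. The means of these lists stayed below 0 in all alternatives. Ddit4, Adm (log2 fold change -1.25) and Vegfa (-0.68) led the hypoxia list, and Col6a1 (-0.83), Col6a2 (-0.66) and Col5a1 (-0.75) the collagen list. The histone gene H4c6 was listed at 0 in all 3 NV mice and at 0.643, 1.47 and 1.14 FPKM in the PBS mice. These values rest on only 4, 10 and 7 reads in PBS mice 1, 2 and 3. Its mean of 0.542 FPKM lay just above the filter of 0.5 FPKM.

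Red blood cell genes had a mean of -1.9439 (adjusted p = 0.00615, lower in all 5 genes), with all NV mice below all PBS mice. The size rests on PBS mouse 1, where Hba-a1 was at 1206 FPKM against 159 and 170 FPKM in the other PBS mice and 66.9 to 83.2 FPKM in the NV mice. Without that mouse the mean was -1.11, the smallest of the fits that each left out 1 mouse. Cytosolic ribosomal protein genes had a mean of -0.3402 (adjusted p = 3.93e-04, lower in 32 of 40), and PBS mouse 2 lay among the NV mice. Over the alternatives the adjusted p lay between 4.06e-05 and 0.554 for red blood cell genes and between 8.03e-08 and 0.601 for ribosomal protein genes.

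Technical explanations were tested on the 5 lists together. The correction for GC content left 5 of 5 with an adjusted p under 0.05, the correction for gene length 5 of 5, and the library split by receptor genes as a covariate 5 of 5. Quantile normalization in place of the authors' normalization left 4, since the ribosomal protein genes then had a mean of -0.20 and an adjusted p of 0.0706. None of these settings removed most of the lists. The correction for GC content made all 5 means smaller. That of histone genes went from -0.7642 to -0.5432 and that of ribosomal protein genes from -0.3402 to -0.2466. The others were then -0.4445 (hypoxia), -0.3535 (fibroblast and collagen) and -1.8114 (red blood cell). A part of these differences, mainly in the histone and ribosomal protein lists, thus went with base composition. With the correction for gene length and the replicate block, the mean of fibroblast and collagen genes moved most, to -0.4359. The others were -0.5008 (hypoxia), -0.7446 (histone), -1.9218 (red blood cell) and -0.313 (ribosomal protein). The correction for gene length did remove other calls, keeping 455 of the 563 lower DEGs. Means of nearly unchanged size argue against gene length as the source of these 5 lists. Of the 10 ways to split the 6 mice into 3 and 3, 2 gave as many of these lists with an adjusted p under 0.05, among them the real one. The other, NV mouse 1 and PBS mice 1 and 3 against the rest, had smaller differences in all 5 lists, such as 0.20 for hypoxia genes and 0.20 for fibroblast and collagen genes. With 10 splits no share under 0.1 is possible, so by this test the pattern cannot be told apart from a grouping of the mice by chance. Ribosomal protein, histone and globin genes have near copies or pseudogenes, and whether reads were shared between them was not tested. Whether blood left in the tissue of PBS mouse 1 explains its globin values was not tested either. The Reactome set of the cellular response to hypoxia did not pass (22 genes, mean log2 fold change -0.11, adjusted p = 0.983 by camera). Its size and values equal those of the set for the regulation of hypoxia-inducible factor by oxygen. How many genes it shares with the hypoxia list was not examined. A biological hypothesis for the hypoxia and collagen lists, a lower expression of these programs in treated tumors, remains possible. The choice of mice as a cause was not excluded.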

How the results depend on the processing

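The lists, the DEG criteria, 15 alternatives and the fits that leave out each mouse were set before the data were examined, and 4 alternatives were chosen after seeing the data (the correction for GC content with and without the replicate block, the library split as a covariate, and limma-voom on genes with at least 10 reads). Where a result changed, the cause was not tested. The direction of the camera tests of the 8 lists was kept in all 184 comparisons with alternatives, and 165 stayed on the same side of an adjusted p of 0.05, although the mean of TNF and NF-κB targets was 0.03 after rescaling to the same sum. Fits without the trend and with the ordinary statistic give no gene set values, since camera uses its own moderation. Rescaling to the same sum shifts nearly all genes of a mouse together, so the means of the lists relative to that shift show no stability. The adjusted p by camera still moved, from 0.0558 to 0.2 for TNF and NF-κB targets and from 0.0584 to 0.0172 for pan-macrophage markers.

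The pairing of mice by number was checked by the correlation of their deviations, -0.21 on average for the same number. Deviations from the mean of each group sum to 0, so the average for other NV and PBS mice nearly follows from this value and is no separate comparison. With the replicate block, 926 genes were DEGs and 0 had an adjusted p under 0.05 (1797 unadjusted), against 981 and 0 (2363 unadjusted) without it.

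With a pseudocount of 1, 264 genes were higher DEGs against 418, 335 genes of Supplementary Data 6 were DEGs against 507, and TNF and NF-κB targets passed the threshold (mean -0.0936, adjusted p = 0.0441). Rescaling to the same sum gave 656 higher and 370 lower DEGs and 28 genes with an adjusted p under 0.05. The ordinary statistic gave 647 DEGs, 343 of them lower, and 3 genes with an adjusted p under 0.05, and protein-coding genes alone gave 141. Quantile normalization took M1-like markers past the threshold to an adjusted p of 0.0521 (mean 0.4481). With limma-voom on recovered reads, 104 genes had an adjusted p under 0.05 and TNF and NF-κB targets passed (-0.0819, adjusted p = 0.0352). On genes with at least 10 reads these were 162 genes and -0.0510 (adjusted p = 0.0165). With the library split as a covariate there were 19 such genes.

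After the correction for GC content 295 DEGs were lower, 296 genes of Supplementary Data 6 were DEGs, and TNF and NF-κB targets passed (-0.0843, adjusted p = 0.0442). With the block besides, there were 651 DEGs, 296 lower, 272 genes of Supplementary Data 6, and an adjusted p of 0.052 for M1-like markers (mean 0.4429). Over all alternatives the adjusted p lay between 0.00949 and 0.183 for M1-like markers and between 0.0165 and 0.2 for TNF and NF-κB targets.

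The count of Reactome sets with an adjusted p under 0.05 was 50 without a filter, 46 for protein-coding genes, 49 with the GC correction, 46 with the block besides, 84 with limma-voom on genes with at least 10 reads, 59 with fgsea and 0 with estimated correlations (9 unadjusted), against 30. With estimated correlations 0 of the 8 lists passed, with 1 unadjusted p under 0.05, that of the interferon-beta response. The means stayed at 0.9881 (interferon-beta), 1.2933 (interferon-gamma), 0.98 (cytotoxicity), 0.8867 (T cell activation), 0.1722 (TLR9), 0.4318 (M1-like) and -0.2964 (M2-like), with adjusted p-values of 0.163 to 0.183.

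Some results changed sign, and not all of these were near 0. The mean of 4T1 epithelial genes was 0.0288 with the GC correction, with and without the block. It was -0.19 without the correction, where all NV mice lay below all PBS mice. Cell cycle genes, at -0.0049 with a higher direction by camera, were at -0.0444 in those fits, -0.0402 with the library split, and had an NES of -0.466 in fgsea. Dendritic cell markers, at -0.0981, were at 0.1191 with a filter of 1 FPKM, 0.2133 without a filter, 0.0085 with the GC correction and 0.4051 with limma-voom on genes with at least 10 reads. Their direction by camera also turned with limma-voom (mean -0.1118) and in fgsea (NES 0.9414). Nos2, at -0.11, was at 0.0434 with the GC correction and 0.0498 with the library split. Batf3, at -0.32 with all NV mice below all PBS mice, was at 0.0443 with the GC correction. Fscn1, at -0.25, was at 0.0604 with it.

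Across the 6 fits that each left out one mouse, the genes with an adjusted p under 0.05 numbered 0 to 1 (1515 to 2679 unadjusted) and the Reactome sets 13 to 52. The means ranged from 0.3314 to 0.5102 for M1-like markers, from -0.391 to -0.1392 for M2-like markers, from 0.1398 to 0.1958 for TLR9, from -0.1161 to -0.0447 for TNF and NF-κB targets, from -0.0671 to 0.039 for cell cycle genes, from -0.1605 to -0.0075 for dendritic cell markers and from 0.0154 to 1.0444 for neutrophil markers. The log2 fold changes ranged from -0.318 to 0.1815 for Nos2, from -0.2801 to 0.266 for Clec10a and from -0.0419 to 0.6834 for Fabp4. DEGs numbered 785 to 1321 in these fits. M1-like markers had an adjusted p above 0.05 in 3 of the 6 fits (up to 0.0901), M2-like markers in 1 (0.0687) and TLR9 in 1 (0.0632), and TNF and NF-κB targets passed in 1 (0.0357, up to 0.197 in the others).

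Of 2004 other comparisons of single genes with alternatives 81 were weaker and 44 stronger, of 345 comparisons of other lists 7 were weaker and 27 stronger, and of 230 comparisons of Reactome sets 17 were weaker. Depth limits genes with few reads. Ifng rests on 3 to 13 reads per mouse and was below the filter. Its adjusted p was 0.526 without a filter, where it met the DEG criteria (unadjusted p = 0.0284), and 0.422 with limma-voom on genes with at least 10 reads, where it did not (unadjusted p = 0.0621). Cd4 met them only in the latter (unadjusted p = 0.0259), and its adjusted p lay between 0.31 and 0.644.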

Differences from the paper's values

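The paper's list of DEGs marks 1 gene with an adjusted p under 0.05, the paper's value, while here 0 genes passed (2363 at an unadjusted p under 0.05). Among the alternatives set before the data were examined, leaving out NV mouse 2 also gave 1 gene, a small nucleolar RNA gene (Snord83b), named here because it was the only one in that fit and not the gene of the paper. Rescaling to the same sum gave 28 genes, the ordinary statistic 3, protein-coding genes alone 141 and limma-voom 104, and the others 0 (1472 to 2837 unadjusted). Of the alternatives chosen after seeing the values, the library split gave 19 genes, limma-voom on genes with at least 10 reads 162, and the GC correction 0 (1513 unadjusted, or 1472 with the block).

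The gene the paper marks is Sez6l, with the paper's log2 fold change of -3.21 and the paper's adjusted p of 4.87e-05. It was listed at 0 in the 3 NV mice and at 0.0621, 0.0284 and 0.0314 FPKM in the PBS mice, from 6, 3 and 3 reads, and was below the filter. Without a filter its unadjusted p was 0.0496 and its adjusted p 0.585 by limma's test, with a fold change below the criteria. In limma-voom on genes with at least 10 reads, chosen after seeing the values, it met the criteria (unadjusted p = 0.0265, adjusted p = 0.313 by limma). With 0 reads in all NV mice and 3 to 6 in the PBS mice, the size of its fold change there depends on the offset that voom adds to the reads.

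The paper lists 889 DEGs, the paper's 377 higher and 512 lower, and 981 were called here, 418 higher and 563 lower. Of the listed genes 294 were not tested for low values and 88 were tested but not called. The alternatives set before the data were examined together called 137 listed genes that the fit reported at the claims did not. Among them, no filter called 70, limma-voom 43, no trend 40, protein-coding genes 36, the gene length correction 36 (13 with the block), the ordinary statistic 27, a pseudocount of 0.01 24, rescaling to the same sum 12 and quantile normalization 10, and fits leaving out 1 mouse 8 to 16. Of those chosen after seeing the values, limma-voom on genes with at least 10 reads called 136, the library split 15, and the GC correction 8, or 4 with the block.

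The paper's log2 fold change of Wnt11, among the first 5 genes of that list, is -1.06, and here it was -0.82, lower in all NV mice. Wnt11 was not called (unadjusted p = 0.0782, adjusted p = 0.364 by limma, 0.168 to 0.785 over the alternatives). A pseudocount of 0.01 (-0.96) and limma-voom on the recovered reads (-0.96) came within the tolerance of the paper's value and called it, as did limma-voom on genes with at least 10 reads, chosen after seeing the values. Fits without the trend, with the ordinary statistic, on protein-coding genes and with the gene length correction called it at a smaller fold change.

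The paper describes a positive association of the treatment with pathways of TNF-α and NF-κB. The list of TNF and NF-κB targets tested here had a mean log2 fold change of -0.08 and an adjusted p of 0.0558 by camera, with 17 of 26 genes lower, although 3 of its genes were higher DEGs and 1 a lower DEG. Its adjusted p was between 0.0165 and 0.2 over the alternatives, and its mean was above 0 only after rescaling to the same sum (0.03). Cxcl2 (log2 fold change -1.26), Nfkbia (-0.48) and Bcl3 (-0.52) were lower in all NV mice, while Tnf itself was higher. The genes that the paper lists under its GO terms for TNF production and NF-κB signaling were mostly higher, 17 of 22 and 10 of 10.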

Other observations

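In this part, the tests of other splits across genes, of leukocyte markers against the immune lists, of gene length and of skin or muscle tissue were set before the results they bear on were seen, and all other tests were chosen after them.

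The difference across genes between the groups was compared with other splits of the 6 mice into 3 and 3. Of the 10 splits 1, the real one, gave as many as 981 DEGs, while the others gave 184 to 584, and 10 of 10 gave as many genes with an adjusted p under 0.05, since the real split gave 0 (2363 unadjusted). Of the 10 splits 5 gave as many as 30 Reactome sets. Among the 4 splits that part all mice with the same number, 1 gave as many DEGs, and the other 6 splits part only 1 such pair each. With 10 splits no share under 0.1 is possible, so this test cannot decide whether a grouping of the mice by chance explains the number of DEGs. At simulated changes, all larger than the fold change of the criteria, the same fit did make adjusted calls (171 of 198 changed genes). Genes in that simulation varied independently with a single spread, without the library split or a relation to GC content. It therefore cannot tell why the real split gave 0. The split of NV mouse 1 and PBS mice 2 and 3 against the rest follows the number of receptor genes above 0. It gave 584 DEGs and 26 genes with an adjusted p under 0.05, against 0 in the real split. Every split matches a count of 0, so the adjusted count cannot separate this library difference from the treatment. Its DEGs were fewer than the 981 of the real split, and 1 of the 8 lists had an adjusted p under 0.05, against 7. With the library split as a covariate, 809 of the 981 DEGs were kept. After rescaling to the same sum, in place of the authors' normalization, 783 of them were kept, so neither explains most of the DEGs. Within each side of the library split only 1 or 2 mice of a treatment remain, too few for a comparison.

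The immune lists that were higher in the NV group were weighed in the same way. Of the 10 splits 1, the real one, gave as many of the 8 lists with an adjusted p under 0.05. After the GC correction 6 of the 6 higher lists stayed under 0.05. Their means were then 0.9653 (interferon-beta), 1.3192 (interferon-gamma), 0.9627 (cytotoxicity), 0.9135 (T cell activation), 0.4429 (M1-like) and 0.2118 (TLR9). Before it they were 0.9881, 1.2933, 0.98, 0.8867, 0.4318 and 0.1722 in the same order. The same correction moved the mean of 4T1 epithelial genes from -0.1921 to 0.0288. Means of nearly unchanged size argue against base composition as the source of the rise in these 6 lists. With the library split as a covariate 6 of 6 stayed under 0.05. Another candidate explanation is that the NV tumors held more leukocytes. The pan-leukocyte markers rose by 33.8% of the mean of the T cell and interferon lists, and the pan-macrophage markers by 16.2%. Since these markers rose, but by less than the share of 0.5 that the test asked for, a change in cell number cannot be told apart from a change in expression per cell in these data. A change of the tumor's immune transcripts with the treatment is a hypothesis that these tests leave open.

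Genes lower in the NV group may in part follow their base composition. After the GC correction 247 of 511 lower DEGs with a GC value were kept, fewer than 301 of 396 higher ones, and 2 of the 10 splits had as strong a relation between fold change and GC content, the real one included. Base composition therefore remains a candidate explanation for a large part of the lower DEGs. After the correction for gene length 455 of 563 lower DEGs were kept, so length does not explain most of them. Skin or muscle in the dissected tissue could lower or raise genes of those tissues. Keratinocyte genes (mean log2 fold change -0.51, lower in 2 of 3 genes, all NV mice below all PBS mice) and skeletal muscle genes (0.68, higher in 12 of 13, overlapping) each had an adjusted p of 0.171 by camera. Without a filter on low values these were 0.0297 and 0.0452, and over all alternatives they lay between 0.0177 and 0.554 and between 1.43e-04 and 0.887, so this explanation stays open for genes such as Krt14.

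The libraries differed in how many genes were above 0 FPKM. Genomic DNA or unspliced RNA could place reads on silent genes such as the olfactory and vomeronasal receptors. Reads on these genes numbered 785, 1374 and 1035 in NV mice 1, 2 and 3 and 1468, 497 and 735 in PBS mice 1, 2 and 3. Across the 6 libraries Spearman's rho between their share of all reads and the number of genes above 0 was 0.771 (exact permutation p = 0.103) and Pearson's r was 0.825 (exact permutation p = 0.0528), the only relation of this kind computed. Without NV mouse 1 and PBS mouse 1, the farthest from the median, r was 0.838. Each side of the split holds 3 libraries, too few to recompute it there. The relation did not pass 0.05, and part of the genes above 0 are the receptors themselves, so the source of the difference stays open. The paper states that the RNA was treated with DNase. Skeletal muscle genes parted the libraries in the same way, with means relative to the 6 mice of 0.58 or more in NV mice 2 and 3 and PBS mouse 1 against -0.72 or less in NV mouse 1 and PBS mice 2 and 3. With the library split as a covariate their mean log2 fold change was 0.02, against 0.68. A difference in the dissected tissue between these libraries was not tested further.

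Pik3cg was higher, not lower, in NV tumors that received an sgRNA against it. More leukocytes in these tumors may account for part of it. Relative to pan-leukocyte markers of the same tumor, log2 Pik3cg was higher by 0.261 in the NV group, and the groups overlapped (exact permutation p = 0.3). Between mice with the same number, which the paper does not describe as pairs, it was higher by 0.295, 0.246 and 0.242 (exact sign-flip p = 0.25, the smallest that 3 pairs allow). The difference was smaller but not shown to be gone, so whether leukocytes explain all of it stays open. Bulk FPKM values cannot show the share of edited alleles or of TAMs.

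For cytokines that the paper measured by ELISA in tumors of day 16, Il1b was at 55.5, 50.5 and 63.2 FPKM in the NV tumors and 82.4, 68.9 and 68.8 FPKM in the PBS tumors (log2 fold change -0.38, adjusted p = 0.268 by limma's test, lower in all NV mice). In Fig. 8d the paper shows its protein higher after the treatment. Tgfb1 had a log2 fold change of -0.32 (adjusted p = 0.382) and Il6 of -0.27 (adjusted p = 0.61), and the groups of both overlapped. Il10, Il12a and Il12b were below the filter. Over the alternatives, the adjusted p of Il1b lay between 0.182 and 0.539. Arg1 was lower in all NV mice (-0.31, adjusted p = 0.332).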
